# Sexual Dimorphism of Early Transcriptional Reprogramming in Dorsal Root Ganglia After Peripheral Nerve Injury

**DOI:** 10.3389/fnmol.2021.779024

**Published:** 2021-12-13

**Authors:** Andrei V. Chernov, Veronica I. Shubayev

**Keywords:** Mus musculus, sexual dimorphism, peripheral nerve injury, axotomy, RNA-seq, dorsal root ganglia

## Abstract

Peripheral nerve injury induces genome-wide transcriptional reprogramming of first-order neurons and auxiliary cells of dorsal root ganglia (DRG). Accumulating experimental evidence suggests that onset and mechanistic principles of post-nerve injury processes are sexually dimorphic. We examined largely understudied aspects of early transcriptional events in DRG within 24 h after sciatic nerve axotomy in mice of both sexes. Using high-depth RNA sequencing (>50 million reads/sample) to pinpoint sexually dimorphic changes related to regeneration, immune response, bioenergy, and sensory functions, we identified a higher number of transcriptional changes in male relative to female DRG. In males, the decline in ion channel transcripts was accompanied by the induction of innate immune cascades *via* TLR, chemokine, and Csf1-receptor axis and robust regenerative programs driven by Sox, Twist1/2, and Pax5/9 transcription factors. Females demonstrated nerve injury-specific transcriptional co-activation of the actinin 2 network. The predicted upstream regulators and interactive networks highlighted the role of novel epigenetic factors and genetic linkage to sex chromosomes as hallmarks of gene regulation post-axotomy. We implicated epigenetic X chromosome inactivation in the regulation of immune response activity uniquely in females. Sexually dimorphic regulation of MMP/ADAMTS metalloproteinases and their intrinsic X-linked regulator Timp1 contributes to extracellular matrix remodeling integrated with pro-regenerative and immune functions. *Lexis1* non-coding RNA involved in LXR-mediated lipid metabolism was identified as a novel nerve injury marker. Together, our data identified unique early response triggers of sex-specific peripheral nerve injury regulation to gain mechanistic insights into the origin of female- and male-prevalent sensory neuropathies.

## Introduction

Sensory deficits arising after peripheral nerve injury (PNI) or disease can impact touch, vibration, position, temperature, and pain senses. Regeneration of the damaged sensory neurons is a complex process orchestrated in part by transcriptional events at the level of the neuron cell bodies localized in dorsal root ganglia (DRG; Gordon et al., 2003; McDonald et al., 2006; Zochodne, 2012). Each DRG contains thousands of cell bodies of phenotypically distinct primary afferent neurons, each enveloped by a layer of satellite glia and surrounded by resident and infiltrating cells of immune, stromal, endothelial, and other origins (Devor, 1999; Lawson, 2002; Takeda et al., 2009). The diversity of cell populations ensures dynamic DRG transcriptomes in humans (Flegel et al., 2015; LaPaglia et al., 2018; Ray et al., 2018; North et al., 2019). Rodent models of PNI have provided a valuable tool to capture extensive transcriptional reprogramming gradually unfolding at the site of nerve injury and the corresponding DRG and spinal cord tissues (Kubo et al., 2002; Xiao et al., 2002; Bosse et al., 2006; Costigan et al., 2009; Michaelevski et al., 2010; LaCroix-Fralish et al., 2011; Kim et al., 2012; Li et al., 2013; Yao et al., 2013; Jiang et al., 2014; Perkins et al., 2014; Chernov et al., 2015, 2020; Chandran et al., 2016; He and Jin, 2016; Mahar and Cavalli, 2018; Renthal et al., 2020). In addition, the transcriptional makeup of DRG is enriched by axonally trafficked (Devor, 1999; Takeda et al., 2009) and exosome-delivered (Simeoli et al., 2017) coding and non-coding (nc) RNAs in a dynamic manner in the course of PNI response.

Sex is increasingly recognized as a critical biological variable in the functional repair of damaged sensory neurons. Inflammatory, neuropathic, and idiopathic hypersensitivity and persistent pain conditions often have greater prevalence and symptom severity in women as compared to men (Unruh, 1996; Greenspan et al., 2007; Fillingim et al., 2009; Mogil, 2012; Sorge and Totsch, 2017; Boerner et al., 2018). Transcriptome RNA-sequencing (RNA-seq)-based analyses of human DRG at baseline (Ray et al., 2019) and in patients with radicular/neuropathic pain (North et al., 2019) highlighted DRG’s central role in sex-specific gene regulation. Likewise, emerging research has revealed sexual dimorphism in rodent DRG transcriptomes in response to peripheral nerve injury (Stephens et al., 2019; Ahlström et al., 2021), hyperalgesic priming by interleukin 6 (Il-6; Paige et al., 2020), sciatic nerve injection of myelin basic protein (MBP) derived peptides (Chernov et al., 2020), and other stimuli. Transcriptome differences in DRG have been implicated in female-prevalent hypersensitivity partly due to the activity of prostaglandin signaling and neuroendocrine mechanisms involving prolactin receptors (North et al., 2019; Ray et al., 2019; Chernov et al., 2020; Mecklenburg et al., 2020; Paige et al., 2020; Tavares-Ferreira et al., 2020).

Rapid initiation of regeneration is essential to the successful functional repair of sensory neurons in PNI (Gordon et al., 2003; McDonald et al., 2006; Zochodne, 2012). Within 24 h after sciatic nerve transection in rodents, DRG transcriptome induces neuron-specific regeneration associated genes (RAGs), including activating transcription factor 3 (*Atf3*), and growth-associated protein (*Gap)43* (Bolin et al., 1995; Tsujino et al., 2000; Bosse et al., 2001; Snider et al., 2002; Sun and He, 2010; Van Kesteren et al., 2011; Ma and Willis, 2015; Chandran et al., 2016; Rao and Pearse, 2016; Renthal et al., 2020; Shiers et al., 2020; Suzuki and Ochi, 2020; Lee and Cho, 2021). Shortly after peripheral nerve injury, the expression of genes encoding cytokines, chemokines, Toll-like receptors (TLRs), matrix metalloproteinases (MMPs), and other mechanistically related proteins increased (Kim et al., 2012; Chernov et al., 2015). Both resident and infiltrating cell types in DRG can promote sex-specific responses to nerve injury (Mapplebeck et al., 2016, 2017). The injured sensory neurons engage molecular crosstalk with DRG macrophages *via* colony-stimulating factor 1 (Csf1) to stimulate male-specific macrophage expansion at day four post-PNI (spared nerve injury) (Yu et al., 2020). As a result, these processes contribute to the initiation and maintenance of hypersensitivity in a sex-specific manner.

It remains unknown which early-response DRG transcriptome changes display sexual dimorphism in response to PNI. Using high-depth RNA-seq, the present study has identified significant sex-specific early-response genome-wide transcriptional changes in coding and ncRNA in male and female DRG at 24 h after sciatic nerve axotomy in mice. Applying predictive bioinformatics, we determined signaling pathways, particularly those related to regenerative, immune, metabolic, sex hormone, and X/Y chromosome-linked systems.

## Results

To identify sexually dimorphic early-response PNI-specific molecular signatures, we conducted sciatic nerve complete axotomy (Anderson, 1902; Ramon y Cajal, 1928) in female and male mice according to our established procedure (Chattopadhyay and Shubayev, 2009; Chernov et al., 2015). At 24 h after sham or axotomy surgery (*n* = 6/group; pooled *n* = 2/sample), ipsilateral lumbar (L)4 and L5 (pooled) DRG were processed using RNA-seq. 

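The RNA-seq data comprised 10 poly-A libraries of mouse DRG, with 2 female sham, 2 male sham, 3 female axotomy and 3 male axotomy libraries, each pooling tissue of 2 mice. The Methods give 6 mice per axotomy group and 4 per sham group, which with 2 mice per library makes the 3 axotomy and 2 sham libraries that the sample labels list per sex, and also give 3 replicates per group. Salmon assigned 68,412,196 and 64,123,365 read pairs to transcripts in the female sham libraries, 70,310,909 and 63,038,772 in the male sham libraries, 55,258,476 to 62,227,436 (median 61,951,986) in the female axotomy libraries and 59,484,485 to 90,111,671 (median 67,851,027) in the male axotomy libraries. The authors trimmed reads with Trimmomatic and quantified transcripts of Gencode M27 with Salmon, corrected for sequence and GC bias, and the values used here are those estimated counts per transcript, not normalized. They were summed per gene, rounded and compared with edgeR's quasi-likelihood F test in 1 fit of the 4 groups, with TMM normalization, the average effective transcript length as an offset and the filterByExpr filter. DEGs are genes with padj under 0.1, as in the paper. The paper used DESeq2, RUVseq and removeBatchEffect, and the settings of the last 2 are not given in the sources used here, so they were not repeated. Xist, the RNA of the inactive X chromosome, stood at 260 CPM in female sham and 0.547 CPM in male sham, and the Y-linked helicase gene Ddx3y at 0.16 and 55 CPM. In a test on simulated data, the fit called 64.2% of genes changed 1.5-fold and 97% of genes changed 4-fold in females, and 70.1% and 97% in males. For the difference between the sexes it called 32.8% and 93.9%. The simulated data held 200 changed genes, fewer than were called in the real data. These shares were not split by expression level, so they do not give the power for genes with low counts. Every log2FC compares 3 axotomy with 2 sham libraries of 1 sex, and every difference between the sexes is the male log2FC minus the female log2FC in that fit. Tests, gene lists, the rule for the genes named and the main alternatives were chosen before the data were examined, after the paper's figures and tables had been read, and 6 alternatives were added afterwards. List members in brackets after a count were named after their values were seen.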

Genome-wide gene regulation and gene ontology analyses were performed as specified below.

### Early-Response Genome-Wide Transcriptome in Dorsal Root Ganglia After Peripheral Nerve Injury

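Of the 140,789 transcripts and 54,309 genes in the annotation that reads were assigned to, 104,401 transcripts and 34,919 genes had an estimated count above 0 in at least 1 DRG library. The annotation lists 21,763 protein-coding and 9,805 lncRNA genes. All 10 libraries held reads of 22,261 genes, and a single library of 26,804 to 28,052 genes. A gene without reads can still lie below 0.0333 to 0.0543 CPM, the level of 3 counts in these libraries, counting error only.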

A total of 140,789 individual transcripts were identified in DRG across four groups, corresponding to 54,309 annotated genes. Following exclusion of genes with low abundance measurements [count per million (CPM) <10 across four groups], 26,518 genes were analyzed for differential regulation between axotomy and sham groups in female and male DRG.

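With a total of at least 10 estimated counts over the 10 libraries, 26,518 genes and 83,650 transcripts remained. The filterByExpr filter of edgeR kept 20,836 genes for the comparisons of axotomy with sham, of which 3,693 were ncRNA genes, 626 X-linked and 14 Y-linked genes.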

DESeq2 workflow used the Wald test (Love et al., 2014) to quantify significance parameters and predict differentially expressed genes (DEGs; Figure 1A). In addition, an adaptive *t*-prior shrinking (*apeglm)* allowed to rank DEGs by the “effect size” and reduce noise associated with higher fold change (FC) from low abundance genes (Zhu et al., 2019). Over 10,600 significant DEGs with adjusted *p*-values (padj) below a false discovery rate (FDR) cutoff (padj < 0.1) were further analyzed (Supplementary Table 1). 

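Axotomy changed 9,654 genes in at least 1 sex. The neuropeptide gene Npy rose with log2FC 3.61 (SE 0.32, padj = 0.000364) in females and 2.89 (SE 0.31, padj = 0.000498) in males by edgeR. The neurotrophin gene Ntf3 fell with log2FC −1.74 (SE 0.32, padj = 0.00771) in females and −1.92 (SE 0.32, padj = 0.00202) in males, and the delta opioid receptor gene Oprd1 fell with log2FC −1.43 (SE 0.19, padj = 0.00159) in females and −1.86 (SE 0.19, padj = 0.000359) in males. The number of DEGs was 6,172 without male sham 1 and 6,050 without male sham 2. It was 2,599 with 1 surrogate variable, higher in every sham than in every axotomy library, and 5,326 with the covariate of fibroblast and meningeal markers, higher in every male axotomy than in every male sham library and chosen after seeing the data.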

We identified 2,418 upregulated and 2,303 downregulated DEGs in females, and 4,314 upregulated and 4,251 downregulated DEGs in males (Figure 1B). 

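By edgeR, 2,162 genes were upregulated and 2,029 downregulated in females, and in males 4,542 and 4,191. The most upregulated protein-coding genes of females included Igfn1, which encodes an immunoglobulin-like and fibronectin domain protein, and the regeneration-associated gene Gpr151, an orphan receptor of sensory neurons, which also rose in males. Igfn1 had log2FC 3.91 (SE 0.24, padj = 6.43e-05) in females and 2.89 (SE 0.23, padj = 0.000141) in males, and Gpr151 log2FC 3.02 (SE 0.25, padj = 0.000364) in females and 2.43 (SE 0.25, padj = 0.000441) in males. In both sexes they included the acute-phase gene Saa1, with log2FC 3.43 (SE 0.36, padj = 0.00075) in females and 3.71 (SE 0.38, padj = 0.000368) in males, whose reads its close paralog Saa2 may share, and Cd207, the langerin gene of dendritic cells, with log2FC 3.35 (SE 0.40, padj = 0.00125) in females and 4.12 (SE 0.43, padj = 0.000412) in males. Dnah6, a dynein gene of motile cilia, and the interleukin receptor gene Il17re fell in both sexes, Dnah6 with log2FC −2.39 (SE 0.18, padj = 0.00014) in females and −1.52 (SE 0.17, padj = 0.000521) in males and Il17re with log2FC −2.13 (SE 0.30, padj = 0.0021) in females and −2.13 (SE 0.29, padj = 0.00094) in males. Igfn1 (padj = 0.0504) and Dnah6 (padj = 0.0665) differed between the sexes without male axotomy 2. Without female sham 2, 864 genes passed in females, and the number of downregulated genes in females was 285. Female DEGs numbered 1,489 without female sham 1, 2,011 without female axotomy 1, 2,370 without female axotomy 2, and in males 4,993 without male sham 1 and 4,950 without male sham 2. With the mean level of fibroblast and meningeal marker genes per library as a covariate, higher in every male axotomy than in every male sham library and chosen after seeing the data, 302 genes were upregulated and 78 downregulated in males. A surrogate variable, higher in every sham than in every axotomy library, left 1,173 upregulated and 850 downregulated genes in females and 731 and 596 in males. Both overlap with the injury, so these counts do not show whether the larger number in males holds. Fits of each sex on its own libraries gave 5,787 DEGs in females and 6,996 in males. Their ratio was 1.21, against 2.08 with all libraries in 1 fit.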

A total of 3,664 DEGs exhibited monomorphic regulation in both sexes, including 1,776 and 1,819 up- and downregulated genes, respectively. 

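In both sexes 1,633 genes were upregulated and 1,585 downregulated by edgeR, and 52 passed in opposite directions. The shared upregulated genes included Anxa10, an annexin gene, with log2FC 3.53 (SE 0.48, padj = 0.00186) in females and 3.06 (SE 0.47, padj = 0.00153) in males, and Lipn, a lipase gene, with log2FC 3.75 (SE 0.43, padj = 0.00105) in females and 3.16 (SE 0.49, padj = 0.00161) in males. Cdkl4, a kinase gene, fell with log2FC −1.76 (SE 0.30, padj = 0.00545) in females and −2.03 (SE 0.30, padj = 0.00131) in males. Among shared DEGs, the median absolute log2FC was 0.49 in females and 0.62 in males. Over all genes called in either sex, Pearson's r of the female and male log2FC was 0.646, and over all tested genes 0.504. Both are values across genes, which are not independent replicates. The shared counts were 532 up and 213 down without female sham 2, 661 and 625 without female sham 1, 969 and 676 without female axotomy 1, 1,087 and 866 without female axotomy 2, 956 and 1,027 without male sham 1, and 1,080 and 919 without male sham 2. With 1 surrogate variable they were 468 and 274, and with the marker covariate, chosen after seeing the data, 273 and 42.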

Of all DEGs, 642 and 2,538 genes were uniquely upregulated in females or males, respectively; 484 and 2,432 genes were uniquely downregulated in females or males, respectively. 

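In females and not in males, 529 genes were upregulated and 444 downregulated; in males and not in females, 2,909 and 2,606. These counts include the genes that passed in opposite directions. Of the 5,463 DEGs of males alone, 4,532 had a female log2FC of the same sign, as did 741 of the 921 DEGs of females alone in males. The difference between the sexes passed for 4 genes by edgeR, and each of them was also a DEG in both sexes. They were Mid1, a ubiquitin ligase gene on the X chromosome, Fabp7, a fatty acid-binding protein gene of glia, and the lncRNA genes Gm12840 and Gm20186, of which the last 2 were named after their values were seen. Mid1 had log2FC −0.77 (SE 0.13, padj = 0.0051) in females and 0.85 (SE 0.13, padj = 0.00155) in males, and Fabp7 had log2FC −0.99 (SE 0.16, padj = 0.00439) in females and 0.69 (SE 0.17, padj = 0.00983) in males. Fabp7 in males (without male sham 2, padj = 0.113) did not pass with 1 library left out. The sex difference of Fabp7 (without female sham 1 or 2, male sham 1 or 2, female axotomy 1, 2 or 3, or male axotomy 1 or 3, padj = 0.108 to 0.58) and the sex difference of Mid1 (without male sham 1 or 2, or female axotomy 1 or 3, padj = 0.107 to 0.486) fell short of the threshold with the library named left out. Gm12840 rose with log2FC 0.44 (SE 0.10, padj = 0.0155) in females and 1.73 (SE 0.10, padj = 4.39e-05) in males, and Gm20186 with 0.32 (SE 0.08, padj = 0.033) and 1.2 (SE 0.09, padj = 0.000119). The sex difference of Gm12840 did not pass without female sham 2, male sham 1 or 2, or female axotomy 1 (padj = 0.117 to 0.307). With 1 library left out, that of Gm20186 passed only without male axotomy 2 or 3 (padj = 0.126 to 0.5 otherwise). At an unadjusted p under 0.05, 2,368 genes differed between the sexes where chance gives 1,042, and DESeq2 called 536. On simulated data with 200 changed genes, DESeq2 made 54 false calls of this difference and edgeR 18. The number called by edgeR was 2,177 without male axotomy 2. It was 7, 1, 1, 0, 0, 2, 2, 3 and 11 without female sham 1 or 2, male sham 1 or 2, female axotomy 1, 2 or 3 and male axotomy 1 or 3, in this order. Among male axotomy libraries, male axotomy 2 had the lowest summed macrophage, mast cell and fibroblast markers (205.7, 17.67 and 1,085 CPM). Leaving it out sets the sexes further apart for such genes. A sex difference of a single gene that did not pass with all libraries gains no support from passing without male axotomy 2. With 1 surrogate variable, higher in every sham than in every axotomy library, more genes passed in females and not in males than the reverse. So they did with the marker covariate, higher in every male axotomy than in every male sham library and chosen after seeing the data. Both overlap with the injury.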

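Of the 9,654 DEGs of either sex, 4,342 (45%) changed over 1.5-fold in a sex in which they passed. In females 899 upregulated and 712 downregulated genes changed over 1.5-fold (38.4% of their DEGs), and in males 2,200 and 1,686 (44.5%). Among them were Lce1g, a late cornified envelope gene, and Speer1, a spermatogenesis-associated gene. Lce1g rose with log2FC 2.94 (SE 0.47, padj = 0.00406) in females and 3.58 (SE 0.48, padj = 0.000981) in males by edgeR, and Speer1 with log2FC 2.71 (SE 0.54, padj = 0.0105) in females and 3.48 (SE 0.60, padj = 0.00234) in males. Speer1 in females (without female sham 1, padj = 0.1) lost the call with single libraries left out. The female share was 73.7% without female sham 2 and 68.8% without female sham 1.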

Over 42% of DEGs exhibited FC above 1.5 or below −1.5.

**FIGURE 1:**
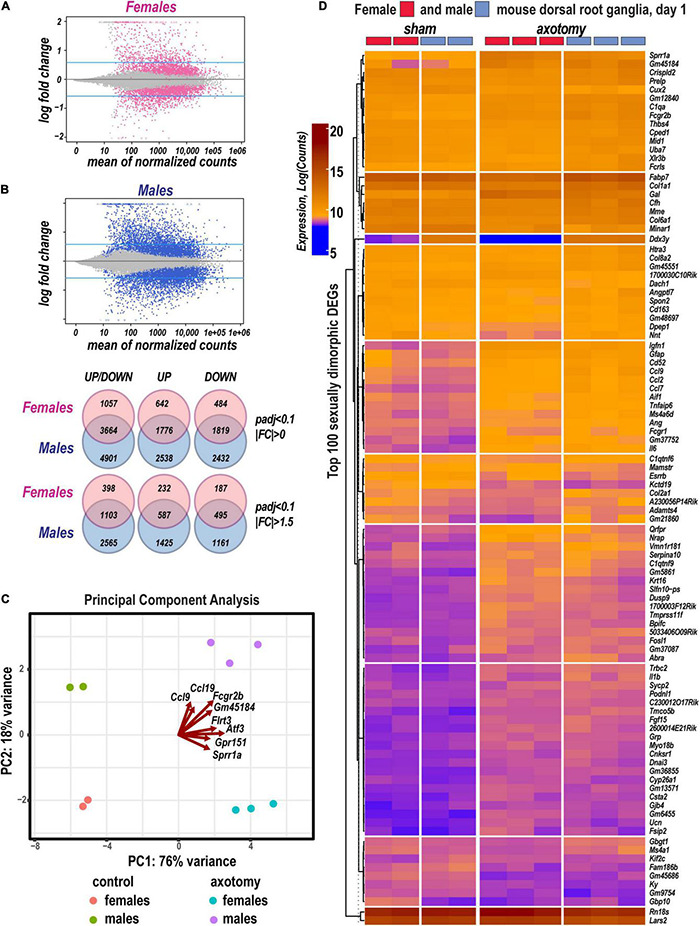
Sexually dimorphic transcriptional changes in murine female and male DRG 24 h after axotomy. **(A)** Bland-Altman plots of shrunken log2FC and log2 of Mean Average counts (MAplot function in the DESeq2 suit). Adjusted log2FC were calculated using the adaptive *t*-prior *apeglm* method (lfcShrink function in DESeq2 suit). Female and male DEGs with padj < 0.1 are marked as red or blue points, respectively. Points are colored gray if padj > 0.1. Points that fall out of the displayed window are plotted as open triangles pointing either up or down. Blue horizontal lines indicate Log2FC > 0.58 and Log2FC < −0.58 thresholds. **(B)** Venn diagrams (left to right) demonstrate a number of total identified DEGs (padj < 0.1, log2FC≠0), upregulated DEGs [padj < 0.1, Log2FC > 0 (top graph) or Log2FC > 0.58 (bottom graphs)], or downregulated DEGs [padj < 0.1, Log2FC < 0 (top graph) or Log2FC < −0.58 (bottom graphs)] in female (red circles) and male (blue circles) mice. The intersections of circles correspond to unidirectionally changed DEGs. **(C)** Principal component (PC) analysis of DEGs in three replicate groups of female and male DRG and the respective sham-operated controls. Blue and red indicate males and females, respectively. Red arrows indicate genes with the most significant weight. **(D)** Hierarchical clusters of the most significant up- and downregulated DEGs (padj < 0.1). Heatmap colors correspond to gene abundance (Log counts) following variance stabilizing transformation (DESeq2).

### Functional Early-Response Programs in Dorsal Root Ganglia After Peripheral Nerve Injury

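On log2 CPM of the 1000 genes with the smallest p in either sex, PC1 held 87.9% and PC2 6.5% of the variance. Sham libraries lay at −22.91 to −17.98 on PC1 and axotomy libraries at 10.05 to 19.58. These genes were chosen for a small p of axotomy against sham, so the separation on PC1 follows from the choice. On PC2, 21.6% of the variance lay between the sexes over all libraries and 86.1% over the axotomy libraries. With the 1000 genes of largest variance, PC1 held 36.8% and PC2 13.5%, and without female sham 1 PC2 held 11.7%.

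**Figure D1:**
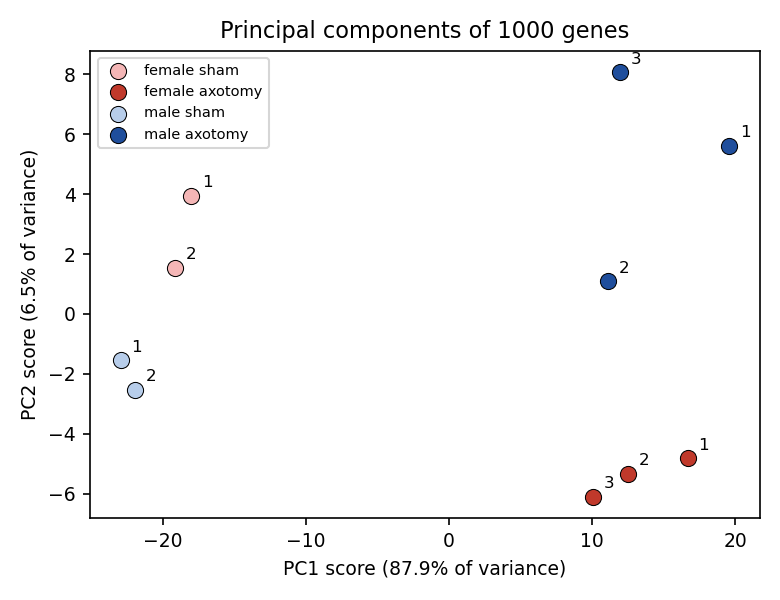
Scores of the 10 libraries on PC1 (horizontal axis) and PC2 (vertical axis) of log2 CPM of the 1000 genes with the smallest p, with 1 point per library and 1 color per group. Sham libraries lie below 0 and axotomy libraries above 0 on PC1, and male axotomy libraries lie at 1.09 to 8.07 and female axotomy libraries at −6.09 to −4.81 on PC2.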

Based on the principal component analysis (PCA) of 1,000 top-regulated DEGs (Figure 1C), we attributed 76% (PC1) and 18% (PC2) variance to PNI and biological sex, respectively. In PNI, the variance due to sexually dimorphic regulation was higher than in sham. 

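Between the sexes, 9 genes differed in sham DRG by edgeR, all on the X or Y chromosome, and 316 in axotomy DRG, 25 of them on X or Y. After axotomy 242 genes were higher in males and 74 higher in females. The collagen gene Col1a2 and the integrin gene Itgav were higher in axotomized males, with log2 differences of 0.76 (SE 0.09, padj = 0.00467) and 0.64 (SE 0.07, padj = 0.00283). In sham their differences had padj = 1. Sham groups have 2 libraries per sex and axotomy groups 3. Without male axotomy 2 the axotomy count was 3,585, and without female axotomy 1, 2 or 3 and male axotomy 1 or 3 it was 79, 26, 44, 81 and 55. Without female sham 1 or 2 and male sham 1 or 2 it was 110, 107, 51 and 47. Fits on the compared libraries alone gave 34 genes in sham and 30 after axotomy, DESeq2 32 and 1,208, and the marker covariate, chosen after seeing the data, 9 and 17. From the components of its DEGs, the paper attributes PC1 to PNI and PC2 to biological sex. It states that the variance from sexually dimorphic regulation was higher in PNI than in sham.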

Hierarchical clustering (Figure 1D) highlighted genes related to nerve regeneration, ion channels, transporters, extracellular matrix (ECM), immune, metabolic, and transcriptional regulators. The statistically significant protein-coding and ncRNA DEGs prevailing in each sex are visualized on volcano plots (Figure 2). 

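Crh, the corticotropin-releasing hormone gene, rose in females and did not pass in males, with log2FC 3.12 (SE 0.42, padj = 0.00183) in females and 0.81 (SE 0.40, padj = 0.137) in males (difference between the sexes −2.31, padj = 0.234). Gbp10, an interferon-induced GTPase gene, fell in females and did not pass in males, with log2FC −3.21 (SE 0.68, padj = 0.0141) in females and 1.71 (SE 0.74, padj = 0.101) in males. Bnc1, a zinc finger gene, and Zbtb16, a transcriptional repressor gene, fell in both sexes, with log2FC −2.11 (SE 0.29, padj = 0.00211) and −1.82 (SE 0.29, padj = 0.00444) in females and −1.57 (SE 0.29, padj = 0.00301) and −1.01 (SE 0.29, padj = 0.0226) in males. Of male DEGs, Tmco5b, a coiled-coil protein gene, rose with log2FC 1.89 (SE 0.43, padj = 0.0184) in females and 3.53 (SE 0.47, padj = 0.000912) in males, and Vmn1r181, a vomeronasal receptor gene, rose in males with log2FC 3.67 (SE 0.49, padj = 0.000992) in males and 1.24 (SE 0.46, padj = 0.106) in females, the latter not passing. Kctd19, Vstm2b and Prrt3 fell in both sexes, with male log2FC −2.13 (SE 0.29, padj = 0.000981), −2.06 (SE 0.35, padj = 0.00253) and −1.81 (SE 0.23, padj = 0.000919) and female log2FC −1.21 (SE 0.28, padj = 0.0214), −1.42 (SE 0.36, padj = 0.0293) and −1.22 (SE 0.23, padj = 0.0101). Lrrc36, a leucine-rich repeat gene, fell in males, with log2FC −1.92 (SE 0.43, padj = 0.00685), against −0.36 (SE 0.43, padj = 0.633) in females (difference between the sexes −1.57, padj = 0.377). The DNA exonuclease gene Exo1 had log2FC −1.84 (SE 0.55, padj = 0.0537) in females and 0.26 (SE 0.56, padj = 0.752) in males. Without the length offset its male log2FC was −0.74 (padj = 0.0576) and passed. DESeq2 also called Gbp10 in males and Vmn1r181 in females. Gbp10 in females (without female sham 1, padj = 0.104), Tmco5b in females (without female sham 2, padj = 0.186) and Kctd19 in females (without female sham 2, padj = 0.179) were no longer called with 1 library left out. Vstm2b in females (without female sham 2, padj = 0.22), Prrt3 in females (without female sham 2, padj = 0.102) and Exo1 in females (without female sham 1 or 2, or female axotomy 1 or 2, padj = 0.1 to 0.366) did not pass with 1 library left out. Zbtb16 in males (without male sham 2, padj = 0.167) fell short of the threshold with the library named left out. Vmn1r181 in females (without female sham 2, or male axotomy 1, padj = 0.0229 to 0.0961) passed with 1 library left out. Gbp10 in males (without female axotomy 1 or 3, or male axotomy 3, padj = 0.0265 to 0.0894) and Crh in males (without female axotomy 1, or male axotomy 2, padj = 0.0441 to 0.0933) reached the threshold with the library named left out. Crh (padj = 0.058), Gbp10 (padj = 0.0384), Kctd19 (padj = 0.0875) and Prrt3 (padj = 0.0526) differed between the sexes without male axotomy 2. Vmn1r181 (padj = 0.0793 to 0.09) differed between the sexes without female sham 1, or male axotomy 2.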

We conducted in-depth analyses of DEGs within specific gene ontology (GO) categories, gene families with mechanistic relevance to PNI response (Figure 3 and Supplementary Table 1).

**FIGURE 2:**
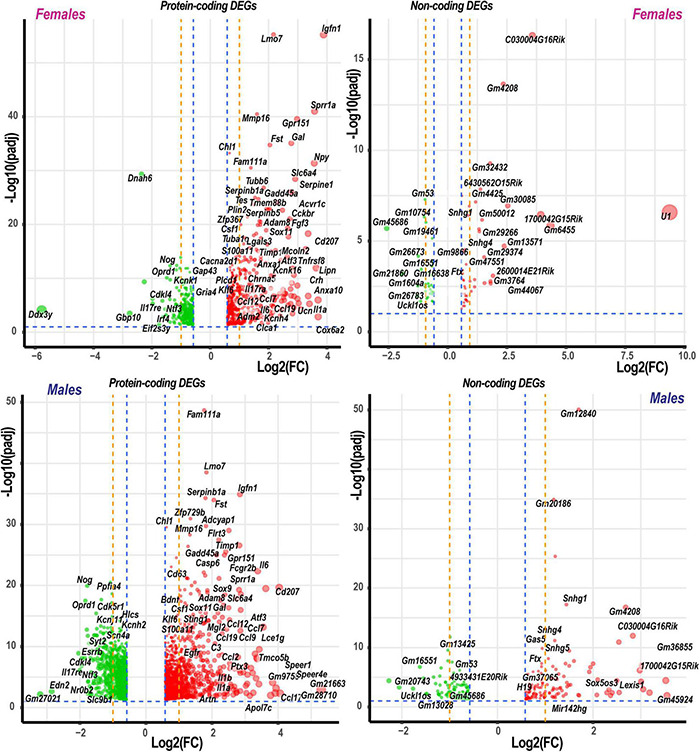
Significant DEGs in females and males. Significance [–log10(padj)] versus log2 fold change (FC) volcano plots of protein-coding and ncRNA DEGs in females and males. Red and green colors indicated up- and downregulated DEGs, respectively. The diameter of each circle is proportional to the respective log2FC. Only data above thresholds (padj < 0.1, | Log2FC| > 0.58, indicated by blue dashed lines) are displayed. Dotted orange lines indicate stringent | Log2FC| > 1 (| FC| > 2) thresholds. Select DEGs are labeled.

**FIGURE 3:**
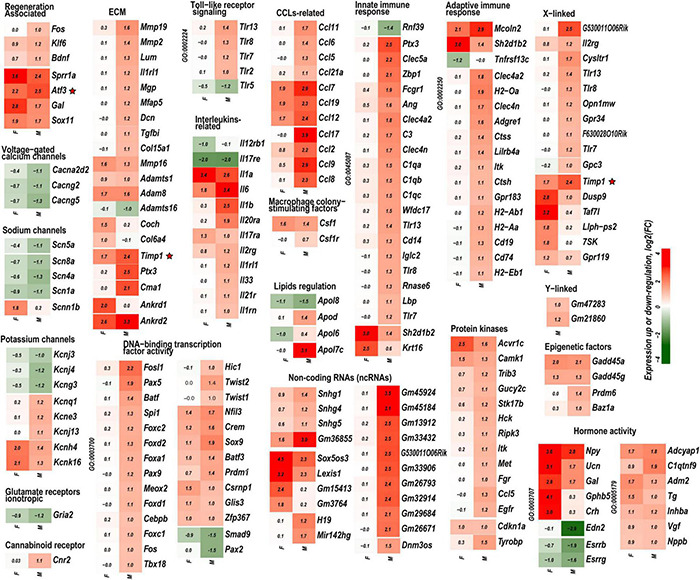
Mono- and dimorphic regulation of select gene families grouped by GO terms, functional similarity, structure, genomic co-localization, and published study datasets. Only DEGs with significance scores (padj < 0.1) and | Log2FC| > 1 (| FC| > 2) are shown. Up- and downregulated DEGs are colored according to the respective color scales of log2FC. GO term identification numbers are shown then applicable on the left side of each heatmap. Red stars indicate genes investigated by protein immunoblotting. A complete list of DEGs is included in Supplementary Table 1.

#### Nerve Regeneration

Regeneration associated genes are neuron-intrinsic factors that stimulate axonal outgrowth after PNI (Bolin et al., 1995; Tsujino et al., 2000; Bosse et al., 2001; Snider et al., 2002; Abe and Cavalli, 2008; Sun and He, 2010; Van Kesteren et al., 2011; Ma and Willis, 2015; Chandran et al., 2016; Rao and Pearse, 2016; Renthal et al., 2020; Shiers et al., 2020; Suzuki and Ochi, 2020; Lee and Cho, 2021). 

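Of 33 measured regeneration-associated genes, 25 rose in females and 27 in males by edgeR (27 and 30 adjusted over the list alone), and the others did not pass. The paper names 12 of them from these samples, which are not independent evidence. As a list they were higher in both sexes, with camera adjusted p = 1.42e-46 in females and 2.11e-25 in males (adjusted p = 0.253 and 0.337 with an estimated correlation). Of 10 genes of the AP-1 complex, 4 (Fosl2, Jun, Atf3, Batf3) rose and 1 (Fosb) fell in females and 8 rose in males (6, 1 and 8 adjusted over the list alone), and the paper names 3 of them from these samples, which are not independent evidence. Jun, the AP-1 partner of Fos proteins (ENSMUSG00000052684.5, chromosome 4), had log2FC 0.94 (SE 0.20, padj = 0.015) in females and 0.95 (SE 0.20, padj = 0.00581) in males. Fosl1, a Fos-related gene, had log2FC 2.35 (SE 0.41, padj = 0.00242) in males and 1.03 (SE 0.40, padj = 0.117) in females, of which the latter did not pass. Of 14 Sox genes, 3 (Sox7, Sox9, Sox11) rose in females, and in males 3 (Sox9, Sox10, Sox11) rose and 1 (Sox12) fell (3, 3 and 1 adjusted over the list alone), 5 of the 14 being named by the paper from these samples and not independent evidence. Sox11, a driver of axon growth, had log2FC 1.95 (SE 0.22, padj = 0.00118) in females and 1.75 (SE 0.22, padj = 0.000862) in males, and Sox9, a glial and chondrogenic factor, had log2FC 1.16 (SE 0.18, padj = 0.00308) in females and 1.91 (SE 0.18, padj = 0.00028) in males. With the covariate of fibroblast and meningeal markers, chosen after seeing the data, 14 regeneration-associated genes passed in males. AP-1 genes in females numbered 2 (without female sham 1 or 2, or female axotomy 1) upregulated with 1 library left out. Jun in females (without female sham 1, padj = 0.118) lost the call with single libraries left out. Fosl1 in females (without female axotomy 3, padj = 0.0632) was called with single libraries left out. Sox9 (padj = 0.0631) differed between the sexes without male axotomy 2.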

RAG genes encoding the activating protein 1 (AP-1) complex and the Sox (sex-determining region Y box) family were upregulated in both sexes. *Atf3* gene was upregulated 2.2-fold and 2.5-fold in both male and female DRG, respectively. This expression pattern consistently correlated with the increase of Atf3 and Atf3b protein isoforms (Figure 4A) encoded by the *Atf3* gene. 

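Atf3 (ENSMUSG00000026628.14), a stress-induced transcription factor gene on chromosome 1, rose with log2FC 2.62 (SE 0.28, padj = 0.000521) in males and 2.26 (SE 0.27, padj = 0.00147) in females by edgeR. As plain folds these are 6.13-fold in males and 4.78-fold in females. The mean level rose from 83.9 ± 7.14 to 514 ± 172 CPM (SD) in males and from 110 ± 27.6 to 523 ± 68.5 CPM in females. Its difference between the sexes was 0.36 (SE 0.35, padj = 0.704) and did not pass.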

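Sprr1a, a small proline-rich protein gene of the cornified envelope and of regenerating axons (ENSMUSG00000050359.8, chromosome 3), rose in both sexes by edgeR, with log2FC 3.62 (SE 0.31, padj = 0.000409) in females and 2.46 (SE 0.30, padj = 0.000815) in males. The difference between the sexes, −1.16 (SE 0.40), had an unadjusted p = 0.0149 and padj = 0.331.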

*Sox11*-regulated *Sprr1a* gene encoding a small proline-rich protein (Jing et al., 2012) demonstrated more significant upregulation in females. In contrast, brain-derived neurotrophic factor (*Bdnf*), a stimulator of sciatic nerve axon growth (Zhou and Shine, 2003), was expressed higher in males than in females. 

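Bdnf rose in both sexes by edgeR, with log2FC 1.10 (SE 0.11, padj = 0.000328) in males and 0.69 (SE 0.11, padj = 0.00342) in females. The male increase exceeded the female one by 0.41 (SE 0.15, unadjusted p = 0.0177, padj = 0.346), a difference that did not pass. Axotomized males and females had 86.1 ± 9.91 and 84 ± 6.7 CPM (SD).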

Other male-prevalent RAGs included the AP-1 component c-Fos (*Fos*). 

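Fos, an immediate early gene, rose in males with log2FC 1.34 (SE 0.38, padj = 0.0218), while in females it had log2FC 0.18 (SE 0.36, padj = 0.787) and did not pass by edgeR. Its difference between the sexes was 1.16 (SE 0.51, padj = 0.433). Fos in males (without male sham 2, padj = 0.162) was no longer called with 1 library left out.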

RAGs were consistently upregulated at later stages of PNI, including sciatic nerve chronic constriction injury (CCI; Stephens et al., 2019; Ahlström et al., 2021). We suggest that their early activation and sustained long-term expression are indispensable for a robust response to injury.

**FIGURE 4:**
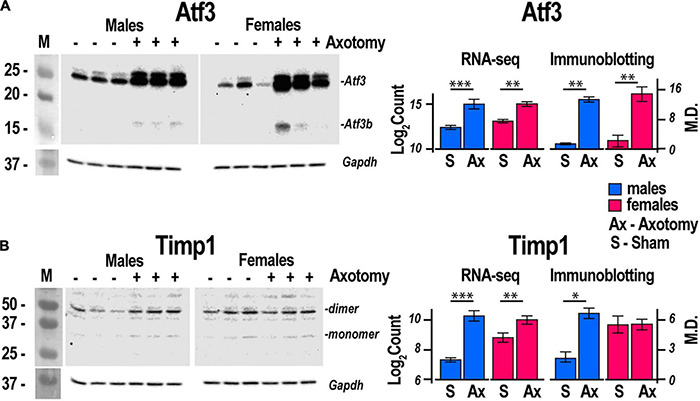
Atf3 and Timp1 protein expression correlated with transcriptional activity of respective genes. Axotomy or sham surgeries were conducted in male and female mice (*n* = 3/group). After 24 h, DRGs ipsilateral to the surgery site were dissected and total proteins were analyzed by immunoblotting. Primary antibodies to mouse **(A)** Atf3 and **(B)** Timp1 were used. Gapdh served as loading control. Right panels, comparison of absolute expression Log_2_Count of **(A)** Atf3, and **(B)** Timp1 with densitometry analysis of protein bands by immunoblotting. Digitized immunoblotting data from three individual replicates were used to calculate means and standard deviation. ANOVA with *post hoc* Tukey test was applied to determine statistical significance: * *p* < 0.01; ** *p* < 0.001; *** *p* < 0.0001. M, molecular weight marker; Log_2_Count, Log_2_ normalized transcript counts; M.D., mean density; S, Sham, Ax, Axotomy.

#### Ion Channels, Neuroreceptors, and Transporters

The reduced expression of voltage-gated ion channels mRNA abundance persisted in both male and female DRG; however, the magnitude of the decrease was more significant in males. 

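Ion channel genes fell in both sexes and in more cases in males by edgeR. Of 14 voltage-gated sodium channel genes, 7 fell in females and 12 in males (9 down and 1 up in females, 12 down in males adjusted over the list alone). Of 24 voltage-gated calcium channel genes, 5 (Cacna1c, Cacna2d2, Cacnb2, Cacng2, Cacng5) fell and 1 (Cacna2d1) rose in females, and 13 fell and 2 (Cacna1g, Cacna2d1) rose in males (6, 1, 16 and 2 adjusted over the list alone). Of 83 potassium channel genes, 39 fell and 6 rose in females, and 51 fell and 9 rose in males (43, 8, 51 and 12 adjusted over the list alone). The paper names 4, 3 and 8 members of these lists from these samples, which are not independent evidence. The lists were lower as sets in both sexes, with camera adjusted p = 0.000419, 0.0141 and 1.61e-07 in females (adjusted p = 0.718, 0.781 and 0.718 with an estimated correlation) and 9.5e-07, 2.46e-05 and 7.56e-11 in males (adjusted p = 0.337 for each with an estimated correlation). The sets also differed between the sexes toward a larger male decrease, with camera adjusted p = 0.00334, 0.00103 and 0.000883 (adjusted p = 0.506, 0.453 and 0.56 with an estimated correlation). Among the potassium channel genes, Kcnk18, which encodes a 2-pore channel of nociceptors, had log2FC −0.83 (SE 0.24, padj = 0.0466) in females and −1.49 (SE 0.24, padj = 0.00183) in males. Of 12 marker genes of sensory neurons, 6 fell in females and 9 in males (7 and 9 lower and 1 higher in females adjusted over the list alone). Among them were the neurofilament genes Nefh, with log2FC −0.62 (SE 0.18, padj = 0.0485) in females and −0.93 (SE 0.18, padj = 0.00412) in males, and Nefm, with log2FC −0.55 (SE 0.13, padj = 0.0239) in females and −0.90 (SE 0.13, padj = 0.00129) in males. Channel genes of the 3 lists lower in females numbered 51, and 9 without female sham 2, 22 without female sham 1, 21 without female axotomy 1 and 29 without female axotomy 2. Over the 3 lists 76 fell in males, and 16 in females and 14 in males with 1 surrogate variable, higher in every sham than in every axotomy library. With the marker covariate, higher in every male axotomy than in every male sham library and chosen after seeing the data, 51 fell in females and 1 in males. Both overlap with the injury. Kcnk18 in females (without female axotomy 1 or 2, or female sham 1 or 2, padj = 0.136 to 0.247), Nefh in females (without female axotomy 1 or 2, or female sham 1 or 2, padj = 0.1 to 0.34) and Nefm in females (without female sham 2, padj = 0.248) did not pass with 1 library left out. Nefh (padj = 0.0767) differed between the sexes without male axotomy 2.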

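The calcium channel subunit gene Cacng5, a TARP that also binds AMPA receptors, fell with log2FC −0.79 (SE 0.17, padj = 0.0171) in females and −1.34 (SE 0.17, padj = 0.000859) in males by edgeR. Cacng2, the stargazin gene, fell with log2FC −0.87 (SE 0.23, padj = 0.0351) in females and −1.19 (SE 0.23, padj = 0.00413) in males, and Cacna2d2, an auxiliary subunit gene, with log2FC −0.52 (SE 0.15, padj = 0.0466) in females and −1.12 (SE 0.15, padj = 0.000974) in males. The sodium channel gene Scn4a of muscle had log2FC −0.71 (SE 0.15, padj = 0.0151) in females and −1.32 (SE 0.15, padj = 0.000521) in males. Scn1a and Scn8a, both of neurons, had log2FC −1.0 (SE 0.19, padj = 0.0106) and −0.77 (SE 0.20, padj = 0.0334) in females and −1.12 (SE 0.19, padj = 0.00253) and −1.15 (SE 0.20, padj = 0.00263) in males. Scnn1b, an epithelial sodium channel subunit gene, rose in females with log2FC 2.31 (SE 0.53, padj = 0.0193) from 0.083 CPM in sham, and in males had 1.15 (SE 0.57, padj = 0.141) (difference between the sexes −1.16, padj = 0.595). Cacng5 in females (without female sham 2, padj = 0.153), Cacng2 in females (without female sham 1 or 2, or female axotomy 1, padj = 0.104 to 0.233) and Cacna2d2 in females (without female sham 1 or 2, or female axotomy 1 or 2, padj = 0.136 to 0.21) fell short of the threshold with the library named left out. Scn4a in females (without female sham 2, padj = 0.113) and Scn1a in females (without female sham 2, padj = 0.116) lost the call with single libraries left out. Scn8a in females (without female sham 1 or 2, or female axotomy 1, padj = 0.1 to 0.234) and Scnn1b in females (without female sham 1, padj = 0.141) were no longer called with 1 library left out. Scnn1b in males (without female sham 1 or 2, padj = 0.0932 to 0.0956) passed with 1 library left out. Cacng5 (padj = 0.0254), Cacna2d2 (padj = 0.0351), Scn4a (padj = 0.0244) and Scn8a (padj = 0.0463) differed between the sexes without male axotomy 2.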

Subunits of voltage-dependent calcium channel subunits *Cacna2d2, Cacng2, and Cacng5* were downregulated. mRNA levels of voltage-gated sodium channels *Scn1a* (Nav1.1), *Scn4a* (Nav1.4), and *Scn5a* (Nav1.5), including DRG-specific channels *Scn8a* (Nav1.6), have decreased, except female-specific upregulation of epithelial sodium channel (*Scnn1b*). 

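Kcnj3, a G protein-gated inward rectifier gene, fell in both sexes by edgeR, with log2FC −0.60 (SE 0.16, padj = 0.0359) in females and −1.01 (SE 0.16, padj = 0.00174) in males. Kcnj4, another inward rectifier gene, fell in males, with log2FC −1.29 (SE 0.20, padj = 0.00163) in males and −0.45 (SE 0.20, padj = 0.167) in females (difference between the sexes −0.84, padj = 0.327). Kcng3, a modulatory subunit gene, fell in males too, with log2FC −1.33 (SE 0.30, padj = 0.00781) in males and −0.77 (SE 0.30, padj = 0.123) in females (difference between the sexes −0.56, padj = 0.627). Neither passed in females by edgeR, while DESeq2 called Kcng3 there. Kcnj3 in females (without female sham 1 or 2, or female axotomy 1, padj = 0.115 to 0.244) did not pass with 1 library left out. Kcnj4 in females (without female axotomy 3, padj = 0.0584) and Kcng3 in females (without female axotomy 3, or male axotomy 1, padj = 0.0361 to 0.0804) reached the threshold with the library named left out. Kcnj4 (padj = 0.0862) differed between the sexes without male axotomy 2.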

Potassium channel genes *Kcnj3, Kcnj4, and Kcng3* were downregulated. Notably, *Kcnk16* and *Kcnh4* were upregulated in both sexes, whereas *Kcnj13, Kcnq1*, and *Kcne3* were upregulated only in males. 

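The K2P channel gene Kcnk16 rose in both sexes by edgeR, with log2FC 2.18 (SE 0.33, padj = 0.00308) in females and 1.42 (SE 0.32, padj = 0.00711) in males, as did Kcnh4, an ether-a-go-go channel gene, with log2FC 2.27 (SE 0.46, padj = 0.0117) in females and 1.71 (SE 0.47, padj = 0.017) in males. Kcnj13 rose in males with log2FC 1.26 (SE 0.28, padj = 0.00753), Kcnq1 with 1.54 (SE 0.45, padj = 0.0239) and the auxiliary subunit gene Kcne3 with 1.46 (SE 0.36, padj = 0.0106). In females these 3 genes had log2FC 0.04 (SE 0.28, padj = 0.941), 1.00 (SE 0.45, padj = 0.165) and 0.54 (SE 0.34, padj = 0.328) and did not pass. The differences between the sexes were 1.22 (padj = 0.296), 0.54 (padj = 0.745) and 0.92 (padj = 0.492), and did not pass. With DESeq2, a total count filter and no length offset, chosen after seeing the data, Kcnq1 had log2FC 0.00 in males. Kcnh4 in females (without female sham 1, padj = 0.11) fell short of the threshold with the library named left out. Kcnh4 in males (without male sham 2, padj = 0.153) and Kcnq1 in males (without male sham 1 or 2, padj = 0.115 to 0.139) lost the call with single libraries left out. Kcnq1 in females (without male axotomy 2, padj = 0.0859) was called with single libraries left out. Kcnj13 (padj = 0.0778) differed between the sexes without male axotomy 2.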

Ionotropic glutamate receptors AMPA (*Gria2*) was downregulated higher in males. 

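Gria2, the AMPA receptor subunit gene that limits calcium entry, fell in both sexes by edgeR, with log2FC −1.26 (SE 0.19, padj = 0.00148) in males and −0.94 (SE 0.19, padj = 0.012) in females (difference between the sexes −0.32, padj = 0.658). Of 18 ionotropic glutamate receptor genes, 6 fell in females, and in males 9 fell and 1 (Grik2) rose (8, 11 and 1 adjusted over the list alone). Gria2 is the 1 member named by the paper from these samples and is not independent evidence. Grin1, the obligatory NMDA receptor subunit gene, had log2FC −0.61 (SE 0.16, padj = 0.0311) in females and −0.92 (SE 0.16, padj = 0.00232) in males. Glutamate receptor genes in females numbered 2 (without female sham 2) to 10 (without male axotomy 2) downregulated with 1 library left out. Glutamate receptor genes in males numbered 0 (without male sham 1 or 2, or male axotomy 1 or 3) upregulated with 1 library left out. Gria2 in females (without female sham 2, padj = 0.117) and Grin1 in females (without female axotomy 1, or female sham 1 or 2, padj = 0.106 to 0.22) were no longer called with 1 library left out. Grin1 (padj = 0.0564) differed between the sexes without male axotomy 2.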

We observed a male-specific increase of the immune cells-associated cannabinoid receptor (CBR) *Cnr2* mRNA.

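Cnr2, the cannabinoid receptor gene of immune cells, rose in males by edgeR with log2FC 1.48 (SE 0.42, padj = 0.0219) from 0.298 to 0.832 CPM. In females it had log2FC 0.20 (SE 0.41, padj = 0.783) and did not pass. Its difference between the sexes was 1.28 (SE 0.58, padj = 0.441). Cnr2 in males (without male sham 1, padj = 0.188) did not pass with 1 library left out.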

#### Extracellular Matrix Homeostasis

Males exhibited a more significant number of the upregulated ECM genes relative to females. 

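Of 85 measured structural ECM genes, 41 rose and 11 fell in males, while 6 rose and 24 fell in females by edgeR (42, 11, 6 and 29 adjusted over the list alone). As a set they were higher in males, with camera adjusted p = 0.000193, and lower in females, with 0.000303 (adjusted p = 0.341 and 0.718 with an estimated correlation). The set differed between the sexes with camera adjusted p = 1.51e-24 (adjusted p = 0.114 with an estimated correlation), and adjusted over the list alone the male minus female difference was positive for 48 genes and negative for 3. Col6a5, a collagen VI chain gene, rose in both sexes, with log2FC 2.45 (SE 0.58, padj = 0.0261) in females and 2.05 (SE 0.57, padj = 0.0223) in males, and Col7a1, the anchoring fibril collagen gene, with log2FC 1.50 (SE 0.28, padj = 0.00878) in females and 0.93 (SE 0.28, padj = 0.0263) in males. Coch, the cochlin gene, rose in females, with log2FC 1.80 (SE 0.37, padj = 0.0123) in females and 0.66 (SE 0.37, padj = 0.194) in males (difference between the sexes −1.14, padj = 0.442). Lamb3, a laminin chain gene, fell in males, with log2FC −1.58 (SE 0.55, padj = 0.0486) in males and 0.45 (SE 0.57, padj = 0.65) in females (difference between the sexes −2.03, padj = 0.381). Fibroblast markers moved with the set: all 12 of 12 measured rose in males and 2 (Col1a1, Col1a2) fell in females (12 and 2 adjusted over the list alone), the median log2FC being 1.09 and −0.06, and 8 of them stand in other lists, the ECM list among them. The summed fibroblast marker level in sham was 767.8 and 750.9 CPM in males and 1,023 and 933.5 CPM in females, so the male rise started from a lower level. The dermatopontin gene Dpt had log2FC 1.63 (SE 0.42, padj = 0.0132) in males and 0.04 (SE 0.39, padj = 0.959) in females and the lumican gene Lum log2FC 1.4 (SE 0.28, padj = 0.00567) in males and 0.12 (SE 0.27, padj = 0.809) in females. Upregulated ECM genes in males numbered 26 without male sham 1 and 0 with the marker level as a covariate, higher in every male axotomy than in every male sham library and chosen after seeing the data, where 42 had passed at an unadjusted p under 0.05 and 41 by DESeq2 without it. ECM genes in females numbered 0 (without female sham 2) upregulated and 5 (without female sham 2) downregulated with 1 library left out. ECM genes in males numbered 6 (without male sham 1 or 2) downregulated with 1 library left out. Col6a5 in females (without female sham 1 or 2, padj = 0.17 to 0.174), Col7a1 in females (without female sham 2, padj = 0.115) and Coch in females (without female sham 2, padj = 0.139) fell short of the threshold with the library named left out. Col6a5 in males (without male sham 1 or 2, padj = 0.132), Col7a1 in males (without male sham 1, padj = 0.195) and Lamb3 in males (without male axotomy 2 or 3, or male sham 2, padj = 0.113 to 0.273) lost the call with single libraries left out. Dpt (padj = 0.0308) and Lum (padj = 0.0053) differed between the sexes without male axotomy 2.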

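Mmp2, the gelatinase A gene, rose in males by edgeR with log2FC 1.46 (SE 0.27, padj = 0.00342) and Mmp19 with 1.74 (SE 0.26, padj = 0.00142). The aggrecanase gene Adamts4 rose with log2FC 0.97 (SE 0.24, padj = 0.0111), and the sheddase genes Adam10 and Adam17 with 0.39 (SE 0.12, padj = 0.0284) and 0.26 (SE 0.10, padj = 0.0779). In females the 5 genes had log2FC 0.16 (SE 0.26, padj = 0.723), 0.55 (SE 0.25, padj = 0.175), −0.62 (SE 0.23, padj = 0.102), 0.02 (SE 0.12, padj = 0.926) and −0.05 (SE 0.10, padj = 0.794), in this order, and did not pass by edgeR, while DESeq2 called Adamts4 lower. The differences between the sexes ran from 0.30 to 1.59, with padj from 0.194 to 0.456. In males 2 of 3 axotomy libraries lay above both sham libraries for Adam17, and with the marker level of fibroblasts and meninges as a covariate, chosen after seeing the data, its log2FC was −0.07. Adam10 in males (without male sham 2, padj = 0.187) and Adam17 in males (without female sham 1 or 2, male sham 1 or 2, or male axotomy 1 or 3, padj = 0.104 to 0.336) were no longer called with 1 library left out. Mmp19 in females (without male axotomy 2, padj = 0.0939) and Adamts4 in females (without male axotomy 1, 2 or 3, padj = 0.044 to 0.0969) passed with 1 library left out. Mmp2 (padj = 0.0234), Mmp19 (padj = 0.0398), Adamts4 (padj = 0.0228), Adam10 (padj = 0.0855) and Adam17 (padj = 0.0631) differed between the sexes without male axotomy 2.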

*Mmp2, Mmp19*, *Adamts4, Adam10, and Adam17* were upregulated in males but did not change in females. 

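Of 50 measured metalloproteinase and TIMP genes, 5 (Mmp16, Adam8, Adam19, Adamts1, Timp1) rose and 8 fell in females, and 11 rose and 12 fell in males by edgeR (6, 10, 12 and 12 adjusted over the list alone). The paper names 10 of them from these samples, which are not independent evidence. Mmp16, a membrane-type metalloproteinase gene, rose with log2FC 1.62 (SE 0.11, padj = 6.67e-05) in females and 1.36 (SE 0.10, padj = 0.000141) in males. Adam8, a gene of leukocytes and injured neurons, rose with log2FC 1.76 (SE 0.18, padj = 0.000631) in females and 1.69 (SE 0.18, padj = 0.00045) in males, and Adamts1 with log2FC 0.97 (SE 0.17, padj = 0.0062) in females and 1.10 (SE 0.17, padj = 0.00155) in males. Metalloproteinase and TIMP genes in females numbered 1 (without female sham 2) downregulated with 1 library left out. Metalloproteinase and TIMP genes in males numbered 7 (without male sham 2) upregulated with 1 library left out.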

*Mmp16, Adam8*, and *Adamts1* increased in both sexes. *Adamts16* decreased in males. 

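The aggrecanase-like gene Adamts16 fell in males with log2FC −1.16 (SE 0.25, padj = 0.00613) by edgeR and had log2FC −0.25 (SE 0.25, padj = 0.559) in females, where it did not pass (difference between the sexes −0.91, padj = 0.376).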

The tissue inhibitor of metalloproteinases Timp1 gene, a stoichiometric activity regulator, was induced in both sexes, albeit the increase was higher in males. 

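Timp1 (ENSMUSG00000001131.12), on the X chromosome, rose in both sexes by edgeR, with log2FC 2.47 (SE 0.23, padj = 0.000296) in males and 1.78 (SE 0.23, padj = 0.00143) in females. The difference between the sexes, 0.69 (SE 0.31), had an unadjusted p = 0.0469 and padj = 0.433. Its level in axotomy was 21.1 ± 4.4 CPM (SD) in males and 18.2 ± 2.48 CPM in females.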

The *Timp1* expression pattern correlated with the increase of Timp1 protein in male DRG. Importantly, a higher absolute level of Timp1 mRNA and protein expression was detected in female sham DRG as compared to males (Figure 4B). In addition, we observed sexually dimorphic regulation of genes encoding the ECM structural molecules, including collagen and fibronectin species. 

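In sham DRG, Timp1 mRNA stood at 5.29 ± 0.895 CPM (SD) in females and 3.83 ± 1.2 CPM in males, from 2 libraries each. The male minus female log2 difference in sham was −0.47 (SE 0.25, edgeR padj = 1) and did not pass.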

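Fn1, the fibronectin gene, rose in males by edgeR with log2FC 0.94 (SE 0.21, padj = 0.00784) and had log2FC 0.14 (SE 0.21, padj = 0.706) in females (difference between the sexes 0.80, padj = 0.355). The fibrillar collagen gene Col1a2 fell in females, with log2FC −0.44 (SE 0.10, padj = 0.0153), and rose in males, with log2FC 0.47 (SE 0.10, padj = 0.00494) (difference between the sexes 0.91, padj = 0.103). With the marker level of fibroblasts and meninges as a covariate, chosen after seeing the data, Fn1 had log2FC −0.03 in males. Col1a2 in females (without female sham 2, padj = 0.128) did not pass with 1 library left out. Fn1 (padj = 0.0469) differed between the sexes without male axotomy 2. Col1a2 (padj = 0.00445 to 0.0841) differed between the sexes without male axotomy 2 or 3.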

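Ptx3 rose in males by edgeR with log2FC 2.71 (SE 0.40, padj = 0.00129), and had log2FC 0.79 (SE 0.35, padj = 0.165) in females (difference between the sexes 1.92, padj = 0.259). Its mean level was 0.171 CPM in male sham and 1.15 CPM in male axotomy. Ptx3 in females (without male axotomy 1, padj = 0.0975) reached the threshold with the library named left out. Ptx3 (padj = 0.0406) differed between the sexes without male axotomy 2.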

TNF-inducible pentraxin-related protein *Ptx3* gene was induced in males. Ankyrin repeat protein *Ankrd2* upregulated in females and *Ankrd1* upregulated in both sexes. 

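Ankrd1, a stretch-responsive gene also induced in injured neurons, rose in both sexes by edgeR, with log2FC 2.70 (SE 0.33, padj = 0.00131) in females and 3.45 (SE 0.36, padj = 0.000412) in males. Ankrd2, its paralog of skeletal muscle, had log2FC 2.93 (SE 1.15, padj = 0.126) in females and did not pass there, and 0.20 (SE 1.13, padj = 0.91) in males (difference between the sexes −2.73, padj = 0.539). Of 26 skeletal muscle markers, none passed in females by edgeR (4 at an unadjusted p under 0.05, 6 by DESeq2), with a median log2FC of 3.15, and 1 rose in males, Casq1, with log2FC 0.78 (SE 0.24, padj = 0.0312). In females 80.3% of the summed muscle marker CPM of the axotomy libraries lay in female axotomy 2. Without that library Ankrd2 had log2FC 0.87 (padj = 0.455). Casq1 in males (without male sham 2, padj = 0.204) fell short of the threshold with the library named left out. Ankrd2 in females (without female axotomy 1 or 3, padj = 0.0668 to 0.0692) was called with single libraries left out.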

We uncovered an interactive protein network of serine proteases, including the extracellular chymotryptic serine protease *Cma1* (Figure 5A). 

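Cma1, the mast cell chymase gene (ENSMUSG00000022225.8, chromosome 14), rose in males with log2FC 2.20 (SE 0.36, padj = 0.00199) and had log2FC −0.09 (SE 0.34, padj = 0.894) in females by edgeR (difference between the sexes 2.29, padj = 0.194). Of 10 measured mast cell markers, Cma1 among them, 9 rose in males and 1 (Hdc) in females (9 and 1 adjusted over the list alone), with Cma1 named by the paper from these samples and not independent evidence. Mrgprb1, a mast cell receptor gene, had log2FC 2.66 (SE 0.51, padj = 0.00353) in males and −0.48 (SE 0.45, padj = 0.524) in females, and Mrgprb2, a related receptor gene, log2FC 2.03 (SE 0.54, padj = 0.0158) in males and −1.14 (SE 0.55, padj = 0.197) in females. Adjusted over the list alone, 7 markers had a larger male response. The summed mast cell marker level in sham was 7.417 and 8.932 CPM in males and 11.72 and 12.72 CPM in females, so the male rise started from a lower level. Mrgprb2 in males (without male sham 1 or 2, padj = 0.103 to 0.106) lost the call with single libraries left out. Cma1 (padj = 0.00339), Mrgprb1 (padj = 0.0175) and Mrgprb2 (padj = 0.0292) differed between the sexes without male axotomy 2. That library had the lowest summed mast cell marker level of the male axotomy libraries (17.67 CPM, against 29.83 and 38.27). These calls therefore do not show a difference that holds with all libraries.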

According to the Ingenuity Pathway Analysis (IPA), the *Cma1* network can coordinate male-specific signaling receptor binding (*P* = 3.17e-5), integrins binding (*P* = 1.2e-5), cytokine activity (*P* = 5.56e-5), and microglial cell/macrophage activation (*P* = 1.6e-3).

**FIGURE 5:**
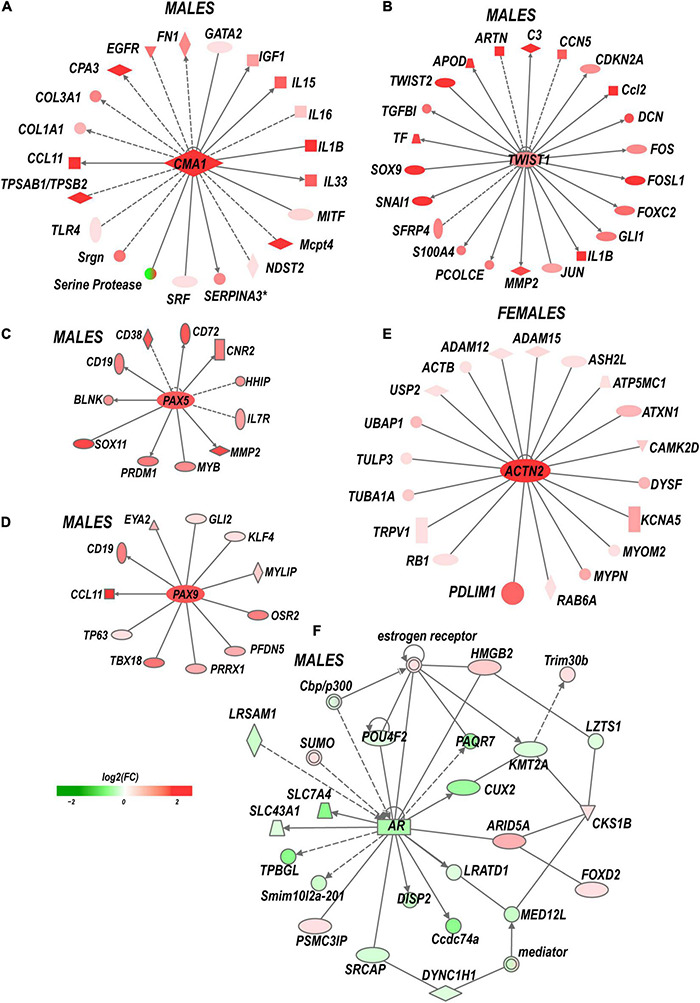
Sex-specific co-activation networks predicted by IPA. **(A)** Chimase (Cma1) network in males. **(B)** Twist1 network in males. **(C)** *Pax5* and **(D)** *Pax9* networks in males. **(E)** Actinin 2 (Actn2) network in females. **(F)** Co-downregulation of androgen receptor network in males. Gray arrow lines indicate the directionality of regulatory signaling. The intensity of red and green colors indicates up- and downregulation corresponding to Log_2_FC. Solid and dashed lines indicate direct and indirect interactions, respectively.

#### Immune Response

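Toll-like receptor genes changed mostly in males. Of 12 measured members, 1 (Tlr4) fell in females and 5 (Tlr2, Tlr7, Tlr8, Tlr11, Tlr13) rose and 1 (Tlr5) fell in males (0 down in females, 7 up and 1 down in males adjusted over the list alone; in females 3 at an unadjusted p under 0.05 and 2 by DESeq2). The paper names 5 of them from these samples, which are not independent evidence. Tlr11, a receptor gene for protozoan profilin, had log2FC 0.76 (SE 0.52, padj = 0.366) in females and 1.88 (SE 0.53, padj = 0.0193) in males (difference between the sexes 1.12, padj = 0.585). The set differed between the sexes with camera adjusted p = 0.00103 (adjusted p = 0.293 with an estimated correlation). Macrophage markers moved with these receptors. The summed level of macrophage markers was 108.6 and 122.7 CPM in male sham and 174.3 and 143.1 CPM in female sham. In axotomy 1, 2 and 3 it was 284, 205.7 and 380 CPM in males and 235.6, 183.5 and 160.2 CPM in females. The larger male response thus rests in part on a lower male sham level, and female axotomy 1 exceeded male axotomy 2. Of 19 measured markers, 2 (Aif1, Siglec1) rose and 1 (Cd163) fell in females and 19 rose in males (2 up and 1 down in females, 19 up in males adjusted over the list alone), with camera adjusted p = 5.12e-12 (adjusted p = 0.337 with an estimated correlation) in males, and adjusted over the list alone 19 had a larger male response. The paper names 2 of them from these samples, which are not independent evidence. Fcgr1, a high-affinity IgG receptor gene, had log2FC 2.02 (SE 0.39, padj = 0.00371) in males and 0.86 (SE 0.37, padj = 0.151) in females, Ms4a7 log2FC 1.86 (SE 0.31, padj = 0.0021) in males and 0.66 (SE 0.30, padj = 0.176) in females, and Aif1, which encodes Iba1, log2FC 1.85 (SE 0.27, padj = 0.00123) in males and 0.80 (SE 0.26, padj = 0.0662) in females. Toll-like receptor genes in females numbered 0 (without female sham 1 or 2, male sham 1 or 2, or female axotomy 1 or 2) to 2 (without male axotomy 1 or 2) downregulated with 1 library left out. Toll-like receptor genes in males numbered 3 (without male sham 1) upregulated with 1 library left out. Macrophage markers in females numbered 0 (without female sham 2, or female axotomy 1 or 2) to 9 (without male axotomy 2) upregulated and 0 (without female sham 1 or 2, male sham 2, or female axotomy 1, 2 or 3) downregulated with 1 library left out. Aif1 in females (without female axotomy 1 or 2, or female sham 2, padj = 0.117 to 0.415) was no longer called with 1 library left out. Tlr11 in males (without male sham 1 or 2, padj = 0.111 to 0.137) did not pass with 1 library left out. Fcgr1 in females (without male axotomy 2, padj = 0.0914) and Ms4a7 in females (without male axotomy 3, padj = 0.0947) passed with 1 library left out. Ms4a7 (padj = 0.0858) differed between the sexes without male axotomy 2.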

Crucial genes encoding pattern-recognition receptors (PRPs) and TLRs exhibited male-specific upregulation. 

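Tlr2, for bacterial lipopeptides, and the X-linked nucleic acid receptor genes Tlr7, Tlr8 and Tlr13 rose in males by edgeR, with log2FC 1.13 (SE 0.28, padj = 0.0109) for Tlr2, 1.38 (SE 0.35, padj = 0.0123) for Tlr7, 1.76 (SE 0.56, padj = 0.0331) for Tlr8 and 1.62 (SE 0.36, padj = 0.00694) for Tlr13. In females they had log2FC 0.43 (SE 0.27, padj = 0.333) for Tlr2, −0.20 (SE 0.34, padj = 0.737) for Tlr7, −0.40 (SE 0.53, padj = 0.671) for Tlr8 and 0.60 (SE 0.35, padj = 0.291) for Tlr13, and none of the 4 passed. The differences between the sexes were 0.71 (padj = 0.503) for Tlr2, 1.59 (padj = 0.276) for Tlr7, 2.15 (padj = 0.342) for Tlr8 and 1.02 (padj = 0.465) for Tlr13 and did not pass. Tlr8 in males (without male sham 1 or 2, or male axotomy 1, padj = 0.101 to 0.156) fell short of the threshold with the library named left out. Tlr2 (padj = 0.0922), Tlr7 (padj = 0.0631), Tlr8 (padj = 0.0548) and Tlr13 (padj = 0.0857) differed between the sexes without male axotomy 2.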

Cell surface *Tlr2* and all X-linked endosomal TLRs (*Tlr7, Tlr8*, and *Tlr13*) were upregulated in males. 

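Tlr5, the flagellin receptor gene, fell in males by edgeR and did not pass in females, with log2FC −1.31 (SE 0.29, padj = 0.0068) in males and −0.75 (SE 0.29, padj = 0.12) in females (difference between the sexes −0.57, padj = 0.611). Myd88, an adaptor gene, and Irf9, an interferon signaling gene, rose in both sexes, with log2FC 0.74 (SE 0.13, padj = 0.00231) for Myd88 and 0.71 (SE 0.16, padj = 0.00675) for Irf9 in males. The female values were 0.42 (SE 0.13, padj = 0.0531) for Myd88 and 0.43 (SE 0.15, padj = 0.0953) for Irf9. The kinase genes Irak3 and Irak4, the interferon regulatory factor genes Irf3 and Irf8 and the NF-κB genes rose in males, with log2FC 0.66 (SE 0.16, padj = 0.0108) for Irak3, 0.63 (SE 0.16, padj = 0.0136) for Irak4, 0.28 (SE 0.10, padj = 0.0567) for Irf3, 0.73 (SE 0.24, padj = 0.0412) for Irf8, 0.33 (SE 0.09, padj = 0.015) for Nfkb1 and 0.54 (SE 0.13, padj = 0.0101) for Nfkb2. Females had 0.43 (SE 0.16, padj = 0.102) for Irak3, −0.02 (SE 0.16, padj = 0.956) for Irak4, 0.00 (SE 0.10, padj = 0.995) for Irf3, −0.09 (SE 0.24, padj = 0.852) for Irf8, 0.10 (SE 0.09, padj = 0.492) for Nfkb1 and 0.21 (SE 0.13, padj = 0.321) for Nfkb2 and did not pass. The differences were 0.23 (padj = 0.705) for Irak3, 0.65 (padj = 0.337) for Irak4, 0.28 (padj = 0.483) for Irf3, 0.81 (padj = 0.405) for Irf8, 0.23 (padj = 0.492) for Nfkb1 and 0.33 (padj = 0.507) for Nfkb2. Irf4, a lymphoid factor gene, fell in females and rose in males, with log2FC −1.90 (SE 0.37, padj = 0.0102) in females and 0.89 (SE 0.36, padj = 0.0785) in males (difference between the sexes 2.79, padj = 0.161). With the marker level of fibroblasts and meninges as a covariate, chosen after seeing the data, its male log2FC was −0.04. Ticam1, the TRIF gene, passed in females only, with log2FC 0.35 (SE 0.12, padj = 0.0906) in females and 0.26 (SE 0.12, padj = 0.125) in males (difference between the sexes −0.09, padj = 0.873). Of 25 measured signaling genes of this axis, 6 rose and 1 (Irf4) fell in females and 13 rose and 2 (Irak1, Irf2) fell in males (7 up and 1 down in females, 14 up and 2 down in males adjusted over the list alone). The paper names 10 of them from these samples, which are not independent evidence. Cd14, a coreceptor gene, had log2FC 0.45 (SE 0.20, padj = 0.17) in females and 1.42 (SE 0.21, padj = 0.00132) in males. DESeq2 also called Tlr5 and Irak3 in females. Signaling genes in females numbered 0 (without female sham 1 or 2) upregulated with 1 library left out. Signaling genes in males numbered 7 (without male sham 1 or 2) upregulated and 0 (without male sham 2, or male axotomy 1) downregulated with 1 library left out. Myd88 in females (without female sham 1 or 2, or female axotomy 1 or 2, padj = 0.13 to 0.304), Irf9 in females (without female sham 1 or 2, male sham 1 or 2, female axotomy 1 or 2, or male axotomy 3, padj = 0.105 to 0.477) and Ticam1 in females (without female sham 1 or 2, male sham 1 or 2, or female axotomy 1 or 2, padj = 0.125 to 0.317) lost the call with single libraries left out. Irak3 in males (without male sham 1, padj = 0.104), Irak4 in males (without male sham 2, padj = 0.106) and Irf3 in males (without male sham 1 or 2, or male axotomy 1 or 3, padj = 0.111 to 0.289) were no longer called with 1 library left out. Irf8 in males (without male sham 1 or 2, padj = 0.115 to 0.246) and Irf4 in males (without female sham 1 or 2, male sham 1 or 2, or male axotomy 1 or 3, padj = 0.107 to 0.276) did not pass with 1 library left out. Irak3 in females (without female axotomy 3, or male axotomy 1, 2 or 3, padj = 0.0608 to 0.0965), Tlr5 in females (without female axotomy 3, or male axotomy 1, padj = 0.0297 to 0.0807) and Cd14 in females (without male axotomy 2, padj = 0.0965) reached the threshold with the library named left out. Ticam1 in males (without male axotomy 3, padj = 0.0424) was called with single libraries left out. Irak4 (padj = 0.0726), Irf4 (padj = 0.0138) and Cd14 (padj = 0.0416) differed between the sexes without male axotomy 2.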

*Tlr5* was downregulated in males. mRNA levels encoding proteins that constitute the *TLR Signaling* axis: TIR-domain containing *Myd88* and *Trif* (*Ticam1*), *Irak3/4* kinases, interferon regulatory factors (*Irf*)-*3/4/8/9*, and NFkB family members *Nfkb1* and *Nfkb2* increased moderately in males.

The upregulation of cytokine and chemokine genes was generally more significant in males, affecting interleukin ligands (*Il1b, Il6, and Il33*) and interleukin receptors (*Il1rl1, Il1rn, Il2rg, 1l17rb*, and others). 

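Of 50 interleukin and interleukin receptor genes, 11 rose and 3 (Il12rb1, Il17rd, Il17re) fell in females and 27 rose and 2 (Il17rd, Il17re) fell in males (14 up and 4 down in females, 28 up and 2 down in males adjusted over the list alone). The paper names 9 of them from these samples, which are not independent evidence. In males the set was higher with camera adjusted p = 3.03e-05 (adjusted p = 0.337 with an estimated correlation), and it differed between the sexes with camera adjusted p = 0.000106 (adjusted p = 0.269 with an estimated correlation). Il6, a pleiotropic cytokine gene, rose in both sexes, with log2FC 3.45 (SE 0.33, padj = 0.000253) in males and 1.91 (SE 0.30, padj = 0.00345) in females (difference between the sexes 1.54, padj = 0.258). The shared receptor chain gene Il2rg rose with log2FC 1.31 (SE 0.23, padj = 0.00255) in males and 0.93 (SE 0.23, padj = 0.0251) in females (difference between the sexes 0.38, padj = 0.653). Il1b, for a proinflammatory cytokine, rose in males, and in females did not pass by edgeR but did with DESeq2, with log2FC 2.76 (SE 0.55, padj = 0.00427) in males and 1.36 (SE 0.52, padj = 0.111) in females (difference between the sexes 1.39, padj = 0.5). The alarmin gene Il33, its receptor gene Il1rl1, the receptor antagonist gene Il1rn and Il17rb rose in males, with log2FC 1.24 (SE 0.29, padj = 0.00911) for Il33, 1.34 (SE 0.21, padj = 0.00175) for Il1rl1, 1.48 (SE 0.48, padj = 0.0349) for Il1rn and 0.71 (SE 0.24, padj = 0.0401) for Il17rb. Values in females were 0.07 (SE 0.28, padj = 0.895) for Il33, 0.18 (SE 0.21, padj = 0.616) for Il1rl1, 0.42 (SE 0.48, padj = 0.605) for Il1rn and −0.16 (SE 0.23, padj = 0.693) for Il17rb and did not pass by edgeR. The differences were 1.17 (padj = 0.327) for Il33, 1.16 (padj = 0.236) for Il1rl1, 1.06 (padj = 0.559) for Il1rn and 0.88 (padj = 0.364) for Il17rb. With the marker level of fibroblasts and meninges as a covariate, chosen after seeing the data, Il33 had log2FC −0.12 in males. Il24, an IL-10 family gene, had log2FC 2.28 (SE 1.15, padj = 0.151) in males and 2.96 (SE 0.96, padj = 0.0687) in females. Interleukin and receptor genes in females numbered 5 (without female sham 1 or 2) upregulated with 1 library left out. Interleukin and receptor genes in males numbered 17 (without male sham 2) upregulated and 1 (without male sham 1) downregulated with 1 library left out. Il2rg in females (without female sham 1 or 2, padj = 0.1 to 0.209) and Il24 in females (without female axotomy 1, or female sham 1 or 2, padj = 0.114 to 0.308) fell short of the threshold with the library named left out. Il1rn in males (without male sham 1 or 2, padj = 0.127 to 0.196) and Il17rb in males (without male sham 2, or male axotomy 1, padj = 0.125 to 0.274) lost the call with single libraries left out. Il1b in females (without female axotomy 3, or male axotomy 2, padj = 0.0565 to 0.0998) passed with 1 library left out. Il24 in males (without male sham 2, padj = 0.0745) reached the threshold with the library named left out. Il33 (padj = 0.0224), Il1rl1 (padj = 0.0767) and Il6 (padj = 0.0641) differed between the sexes without male axotomy 2.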

Remarkably, only interleukins *Il6, Il1a/b*, and *Il17ra* receptor genes were upregulated in females, consistent with the female-specific activity of *Il17a* activity in macrophage-sensory neuronal crosstalk (Luo et al., 2021). 

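Il1a, an alarmin cytokine gene, rose in both sexes by edgeR, with log2FC 3.63 (SE 0.48, padj = 0.00166) in females and 2.87 (SE 0.48, padj = 0.00203) in males (difference between the sexes −0.76, padj = 0.706). Il17ra, the receptor gene for IL-17A, did so too, with log2FC 1.39 (SE 0.21, padj = 0.00289) in females and 1.07 (SE 0.20, padj = 0.0036) in males (difference between the sexes −0.32, padj = 0.677).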

*Ccl2* [chemokine (C–C motif) ligand 2] exhibited robust upregulation in males. 

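Ccl2, the monocyte attractant gene (ENSMUSG00000035385.6, chromosome 11), rose in both sexes by edgeR, with log2FC 2.33 (SE 0.38, padj = 0.00201) in males and 1.07 (SE 0.36, padj = 0.0763) in females. The male minus female log2FC was 1.25 (SE 0.51, unadjusted p = 0.0314, padj = 0.392) and did not pass. Its level after axotomy was 5.71 ± 2.47 CPM (SD) in males and 3.67 ± 0.303 CPM in females. Ccl2 in females (without female sham 1 or 2, male sham 1 or 2, or female axotomy 1 or 2, padj = 0.109 to 0.423) was no longer called with 1 library left out. Ccl2 (padj = 0.0342) differed between the sexes without male axotomy 2.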

*Ccl2* change in females was lower, suggesting that *Ccl2* is a male-specific transcript activated by PNI events. Similarly, other chemokines, including *Ccl5, Ccl6, Ccl8, Ccl9, Ccl11, Ccl17, and Ccl21a*, were predominantly upregulated in males. 

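The leukocyte attractant genes Ccl5, Ccl6, Ccl8, Ccl9, Ccl11 and Ccl21a rose in males by edgeR, with log2FC 2.08 (SE 0.65, padj = 0.0307) for Ccl5, 1.58 (SE 0.34, padj = 0.00622) for Ccl6, 2.56 (SE 0.50, padj = 0.00414) for Ccl8, 2.96 (SE 0.43, padj = 0.00139) for Ccl9, 1.77 (SE 0.31, padj = 0.0028) for Ccl11 and 1.22 (SE 0.25, padj = 0.0047) for Ccl21a. In females they had log2FC −0.49 (SE 0.61, padj = 0.644) for Ccl5, 0.14 (SE 0.33, padj = 0.809) for Ccl6, 0.76 (SE 0.47, padj = 0.316) for Ccl8, 0.92 (SE 0.40, padj = 0.155) for Ccl9, 0.34 (SE 0.30, padj = 0.486) for Ccl11 and 0.47 (SE 0.24, padj = 0.23) for Ccl21a and did not pass by edgeR, and DESeq2 called Ccl9. The differences between the sexes were 2.57 (padj = 0.331) for Ccl5, 1.44 (padj = 0.298) for Ccl6, 1.80 (padj = 0.361) for Ccl8, 2.04 (padj = 0.267) for Ccl9, 1.43 (padj = 0.274) for Ccl11 and 0.75 (padj = 0.439) for Ccl21a, and none passed. Reads of Ccl21a may be shared with its near-identical paralogs. Ccl17, a dendritic cell chemokine gene, rose in males from 2 to 105 summed counts, a ratio of 32.2 (95% counting interval 8.69 to 269), with padj = 0.0389, and in females had log2FC −1.08 (SE 1.25, padj = 0.616) (the difference between the sexes had padj = 0.342). Of 29 measured chemokine genes, 19 rose in males and 6 rose and 1 (Ccl24) fell in females (20 up in males, 7 up and 1 down in females adjusted over the list alone). The paper names 11 of them from these samples, which are not independent evidence. In males the set was higher with camera adjusted p = 5.61e-08 (adjusted p = 0.337 with an estimated correlation), and adjusted over the list alone 12 had a larger male response. Cxcl9, an interferon-gamma target gene, had log2FC 2.73 (SE 0.89, padj = 0.0403) in males and −0.43 (SE 0.81, padj = 0.77) in females. Upregulated chemokine genes numbered 5 in males and 3 in females with 1 surrogate variable, and 2 and 1 with at least 10 CPM, where fewer were tested. With the covariate of fibroblast and meningeal markers, higher in every male axotomy than in every male sham library and chosen after seeing the data, 0 passed in males by edgeR (7 at an unadjusted p under 0.05; DESeq2 not run) and 9 in females. Chemokine genes in females numbered 3 (without female axotomy 1) upregulated and 0 (without female sham 1, or female axotomy 1 or 2) downregulated with 1 library left out. Ccl5 in males (without male sham 1, padj = 0.222), Ccl17 in males (without male sham 1 or 2, or male axotomy 1, padj = 0.112 to 0.198) and Cxcl9 in males (without male sham 1 or 2, padj = 0.175 to 0.197) did not pass with 1 library left out. Ccl9 in females (without male axotomy 2, padj = 0.00822) and Ccl21a in females (without female axotomy 2, padj = 0.0761) were called with single libraries left out. Ccl5 (padj = 0.0492), Ccl6 (padj = 0.0536), Ccl9 (padj = 0.00445), Ccl11 (padj = 0.0107) and Ccl17 (padj = 0.0963) differed between the sexes without male axotomy 2.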

*Ccl7, Ccl12*, and *Ccl19* were upregulated in both sexes. 

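The monocyte attractant genes Ccl7 and Ccl12 and the lymphoid chemokine gene Ccl19 rose in both sexes by edgeR, with log2FC 2.02 (SE 0.38, padj = 0.00842) for Ccl7, 1.77 (SE 0.30, padj = 0.00544) for Ccl12 and 1.99 (SE 0.30, padj = 0.00282) for Ccl19 in females. In males the values were 2.96 (SE 0.39, padj = 0.000912) for Ccl7, 2.53 (SE 0.31, padj = 0.00071) for Ccl12 and 2.40 (SE 0.29, padj = 0.000683) for Ccl19. Their differences between the sexes, 0.93 (padj = 0.511) for Ccl7, 0.76 (padj = 0.503) for Ccl12 and 0.41 (padj = 0.701) for Ccl19, did not pass. Ccl7 in females (without female sham 2, padj = 0.109) fell short of the threshold with the library named left out. Ccl7 (padj = 0.0821) differed between the sexes without male axotomy 2.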

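Csf1, a macrophage growth factor gene of injured sensory neurons, rose in both sexes by edgeR, with log2FC 1.66 (SE 0.17, padj = 0.00062) in females and 1.48 (SE 0.17, padj = 0.000521) in males. Csf1r, its receptor gene, rose in males with log2FC 0.77 (SE 0.20, padj = 0.0133) and had log2FC −0.04 (SE 0.19, padj = 0.913) in females (difference between the sexes 0.81, padj = 0.317). Csf1r in males (without male sham 1, padj = 0.112) lost the call with single libraries left out. Csf1r (padj = 0.0656) differed between the sexes without male axotomy 2.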

The macrophage colony-stimulating factor 1 (*Csf1*) gene was upregulated in both sexes, whereas the *Csf1* receptor (*Csf1r*) gene expression moderately increased only in male DRG. Notably, multiple genes related to the adaptive and innate immune responses according to GO terms GO:0045087 and GO:0002250, respectively, exhibited sexually dimorphic regulation.

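Innate and antigen presentation genes rose mainly in males. Of 20 complement genes, 18 rose in males and none passed in females by edgeR, with 2 at an unadjusted p under 0.05 and 2 by DESeq2 (18 up in males adjusted over the list alone). C3, the central complement gene, had log2FC 1.82 (SE 0.28, padj = 0.0017) in males and 0.36 (SE 0.26, padj = 0.4) in females, and C5ar1, an anaphylatoxin receptor gene, log2FC 1.64 (SE 0.30, padj = 0.00295) in males and 0.52 (SE 0.29, padj = 0.26) in females. Of 10 MHC class II genes, 9 rose in males and none passed in females by edgeR, with 2 at an unadjusted p under 0.05 and 0 by DESeq2 (10 up in males adjusted over the list alone). H2-Oa had log2FC 2.59 (SE 0.65, padj = 0.0122) in males and 0.11 (SE 0.60, padj = 0.93) in females and the class II alpha chain gene H2-Aa log2FC 1.36 (SE 0.24, padj = 0.00295) in males and −0.13 (SE 0.23, padj = 0.746) in females, whose reads may depend on the strain's haplotype. Of 24 interferon-stimulated genes, 19 rose in males and 6 rose in females (23 up in males, 13 up and 1 down in females adjusted over the list alone). The paper names 2 of them from these samples, which are not independent evidence. Zbp1, a nucleic acid sensor gene, had log2FC 2.41 (SE 0.62, padj = 0.0148) in males and 0.25 (SE 0.57, padj = 0.81) in females. The complement and MHC class II sets differed between the sexes with camera adjusted p = 2.21e-15 and 9.15e-15 (adjusted p = 0.165 and 0.16 with an estimated correlation), and the interferon set with camera adjusted p = 0.00103 (adjusted p = 0.619 with an estimated correlation). Markers of several cell types rose in males with these sets, all 19 of macrophages, 12 of 12 of fibroblasts, 12 of 12 of myelinating Schwann cells and 6 of 12 of B cells. The paper names 2 of these macrophage and 1 of these B cell markers from these samples. The median log2FC was 1.53, 1.09, 0.64 and 0.74 in males and 0.48, −0.06, −0.16 and −0.79 in females, in this order. Fewer of these Schwann cell and B cell markers rose in males without male sham 2. GO terms were not analysed here. Complement genes in males numbered 11 (without male sham 1) upregulated with 1 library left out. MHC class II genes in males numbered 5 (without male sham 2) upregulated with 1 library left out. Interferon-stimulated genes in females numbered 0 (without female sham 2, or female axotomy 1) to 12 (without male axotomy 1) upregulated with 1 library left out. Interferon-stimulated genes in males numbered 7 (without male sham 2) upregulated with 1 library left out. H2-Oa in males (without male sham 2, padj = 0.12) and Zbp1 in males (without male sham 2, padj = 0.134) were no longer called with 1 library left out. C3 (padj = 0.0143), C5ar1 (padj = 0.0587) and H2-Aa (padj = 0.0305) differed between the sexes without male axotomy 2.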

#### Lipid Metabolism

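Apol6, an apolipoprotein L gene, fell in females by edgeR with log2FC −1.67 (SE 0.48, padj = 0.0457). Apobr, the apolipoprotein B receptor gene, had log2FC −0.17 (SE 0.20, padj = 0.623) there and did not pass. Apol7c lay below the filter, with 6 and 1 counts in the female sham and 5, 2 and 1 in the female axotomy libraries. Apol6 in females (without female sham 1 or 2, or female axotomy 2 or 3, padj = 0.102 to 0.22) did not pass with 1 library left out.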

Lipid carrier apolipoproteins *Apol6*, *Apo7c*, and apolipoprotein B receptor (*Apobr*) decreased in female DRG. *ApoL6, Apo7c, Apobr*, and Apolipoprotein D (*Apod*) genes were upregulated in male DRG. 

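Apol6, Apobr and Apod, which encodes a lipocalin of glia and fibroblasts, rose in males by edgeR, with log2FC 1.37 (SE 0.51, padj = 0.0612) for Apol6, 0.77 (SE 0.21, padj = 0.0161) for Apobr and 1.6 (SE 0.30, padj = 0.00412) for Apod. Their differences between the sexes, 3.04 (padj = 0.202) for Apol6, 0.94 (padj = 0.278) for Apobr and 1.4 (padj = 0.274) for Apod, did not pass. Apod had log2FC 0.21 (SE 0.28, padj = 0.676) in females. With 1 surrogate variable Apol6 had log2FC −0.11 in males and Apod −0.46 in females. Of 17 apolipoprotein genes and the receptor gene, 2 (Apoc1, Apool) rose and 2 (Apol6, Apol8) fell in females and 6 rose and 1 (Apol8) fell in males (2 up and 2 down in females, 6 up and 1 down in males adjusted over the list alone). The paper names 3 of them from these samples, which are not independent evidence. Apol7c had 2 and 0 counts in male sham and 61, 11 and 5 in male axotomy libraries. Apol8 had log2FC −1.25 (SE 0.31, padj = 0.0251) in females and −1.59 (SE 0.31, padj = 0.00373) in males. Apolipoprotein genes in females numbered 0 (without female sham 1 or 2, or female axotomy 1 or 2) upregulated and 0 (without female sham 1 or 2) downregulated with 1 library left out. Apolipoprotein genes in males numbered 3 (without male sham 2, or male axotomy 1) upregulated with 1 library left out. Apol8 in females (without female sham 1 or 2, padj = 0.1 to 0.174) fell short of the threshold with the library named left out. Apol6 in males (without male sham 1 or 2, or male axotomy 1 or 3, padj = 0.133 to 0.218) and Apobr in males (without male sham 2, padj = 0.156) lost the call with single libraries left out. Apol6 (padj = 0.0258), Apobr (padj = 0.0997) and Apod (padj = 0.0348) differed between the sexes without male axotomy 2.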

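Ch25h rose in both sexes by edgeR, with log2FC 1.30 (SE 0.27, padj = 0.0121) in females and 0.62 (SE 0.25, padj = 0.0814) in males (difference between the sexes −0.68, padj = 0.495). Of 14 LXR target genes, 2 (Abca1, Ch25h) rose and 3 (Abcg1, Scd1, Scd2) fell in females and 5 (Abca1, Mylip, Lpl, Ch25h, Nr1h3) rose and 3 (Abcg1, Scd1, Scd2) fell in males (2 up and 3 down in females, 5 up and 3 down in males adjusted over the list alone). The paper names 1 of them from these samples, which is not independent evidence. The cholesterol exporter genes Abca1 and Abcg1 had log2FC 1.17 (SE 0.12, padj = 0.000687) for Abca1 and −0.70 (SE 0.09, padj = 0.00162) for Abcg1 in females. The male values were 0.71 (SE 0.12, padj = 0.0022) for Abca1 and −1.03 (SE 0.09, padj = 0.000253) for Abcg1. Of 23 cholesterol synthesis genes, 2 (Hsd17b7, Ebp) rose and 3 (Lss, Dhcr7, Srebf2) fell in females and 8 rose and 5 (among them Lss, Dhcr7, Srebf2) fell in males (2 up and 3 down in females, 8 up and 5 down in males adjusted over the list alone). The isomerase gene Idi1 had log2FC 0.03 (SE 0.09, padj = 0.869) in females and 0.56 (SE 0.09, padj = 0.00185) in males. LXR target genes in females numbered 1 (without female sham 1) upregulated and 1 (without female sham 1 or 2, or female axotomy 2) downregulated with 1 library left out. LXR target genes in males numbered 2 (without male sham 1) upregulated and 1 (without male sham 1 or 2) downregulated with 1 library left out. Cholesterol synthesis genes in females numbered 0 (without female sham 2) upregulated and 0 (without female sham 1 or 2, male sham 2, or female axotomy 1 or 2) to 5 (without male axotomy 2 or 3) downregulated with 1 library left out. Cholesterol synthesis genes in males numbered 5 (without male sham 1) upregulated and 3 (without male sham 2) downregulated with 1 library left out. Ch25h in females (without female sham 1, padj = 0.11) was no longer called with 1 library left out. Ch25h in males (without male sham 1, female axotomy 2, or male axotomy 1 or 2, padj = 0.106 to 0.442) did not pass with 1 library left out. Abca1 (padj = 0.0813) and Idi1 (padj = 0.0175) differed between the sexes without male axotomy 2.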

*Ch25h* gene, encoding the cholesterol-25-hydroxylase enzyme, responsible for the biosynthesis of the LXR ligand oxysterol (25-hydroxycholesterol), increased only in females.

#### Energy Metabolism

Both female and males DRG exhibited increased expression of multiple components of the complexes I, II, IV, and V (ATP synthases). 

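Some genes of respiratory complexes I, II, IV and V rose in both sexes, and more of them passed in males. As sets, these complexes did not differ between the sexes at the threshold, with camera adjusted p = 0.239, 0.475, 0.464 and 0.335. Of 36 genes of complex I, 3 (Ndufa1, Ndufa7, Ndufs6) rose in females and 21 rose and 2 (among them Ndufa10) fell in males (0 up in females, 21 up and 2 down in males adjusted over the list alone; in females 7 at an unadjusted p under 0.05 and 6 by DESeq2). Of 4 of complex II, 1 (Sdhb) rose in females and 2 (Sdhb, Sdhd) rose in males (1 up and 1 down in females, 2 up in males adjusted over the list alone). Of 9 of complex III, none passed in females by edgeR, with 3 at an unadjusted p under 0.05 and 1 by DESeq2, and 4 (Uqcrc2, Uqcrb, Uqcrh, Uqcr10) rose and 1 (Uqcrc1) fell in males (5 up and 1 down in males adjusted over the list alone). Of 17 of complex IV, 3 (Cox5a, Cox6a2, Cox7c) rose in females and 7 rose in males (0 up in females, 7 up in males adjusted over the list alone; in females 7 at an unadjusted p under 0.05 and 4 by DESeq2). The paper names 1 of them from these samples, which is not independent evidence. Of 17 of complex V, 2 (Atp5l, Atp5md) rose in females and 9 rose in males (9 up in females, 9 up in males adjusted over the list alone). Complex I was higher as a set with camera adjusted p = 0.0103 (adjusted p = 0.781 with an estimated correlation) in females and camera adjusted p = 0.00279 (adjusted p = 0.539 with an estimated correlation) in males. Complex V was higher with camera adjusted p = 0.0141 (adjusted p = 0.781 with an estimated correlation) in females and camera adjusted p = 0.00746 (adjusted p = 0.417 with an estimated correlation) in males. Ndufb11, an X-linked complex I gene, had log2FC 0.24 (SE 0.14, padj = 0.273) in females and 0.60 (SE 0.14, padj = 0.00915) in males, the succinate dehydrogenase gene Sdhb log2FC 0.27 (SE 0.09, padj = 0.0691) in females and 0.30 (SE 0.09, padj = 0.0259) in males, and Atp5md, of complex V, log2FC 0.41 (SE 0.12, padj = 0.0532) in females and 0.75 (SE 0.13, padj = 0.0021) in males. Of 13 mRNAs of the mitochondrial genome, 2 (mt-Nd4l, mt-Co3) rose in females and 11 rose in males (1 up in females, 11 up in males adjusted over the list alone), of which mt-Nd3, of complex I, had log2FC 0.25 (SE 0.20, padj = 0.442) in females and 0.98 (SE 0.20, padj = 0.00535) in males. Complex I genes in females numbered 0 (without female sham 1 or 2, male sham 1 or 2, or female axotomy 1 or 2) to 9 (without male axotomy 2) upregulated with 1 library left out. Complex I genes in males numbered 4 (without male sham 1) upregulated and 0 (without female sham 1 or 2, male sham 1 or 2, female axotomy 1, 2 or 3, or male axotomy 1 or 3) downregulated with 1 library left out. Complex IV genes in females numbered 0 (without female sham 1 or 2, male sham 1 or 2, or female axotomy 2) to 8 (without male axotomy 2 or 3) upregulated with 1 library left out. Complex IV genes in males numbered 4 (without male sham 1) upregulated with 1 library left out. Complex V genes in females numbered 0 (without female sham 1 or 2, or female axotomy 1 or 2) to 10 (without male axotomy 2) upregulated with 1 library left out. Mitochondrial mRNAs in females numbered 0 (without female sham 1 or 2, or female axotomy 2) to 8 (without male axotomy 2) upregulated with 1 library left out. Mitochondrial mRNAs in males numbered 7 (without male sham 2) upregulated with 1 library left out. Sdhb in females (without female axotomy 1 or 2, female sham 1 or 2, or male sham 1 or 2, padj = 0.101 to 0.354) and Atp5md in females (without female axotomy 1 or 2, or female sham 1 or 2, padj = 0.128 to 0.262) fell short of the threshold with the library named left out. Sdhb in males (without male sham 1 or 2, padj = 0.119 to 0.155) lost the call with single libraries left out. Ndufb11 in females (without male axotomy 2, padj = 0.0884) passed with 1 library left out. Ndufb11 (padj = 0.0696) differed between the sexes without male axotomy 2.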

Females specifically upregulated cytochrome c oxidase of complex IV (*Cox6a2*).

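Cox6a2, the complex IV subunit gene of heart and skeletal muscle, rose in females by edgeR with log2FC 4.31 (SE 1.4, padj = 0.0734), and in males had log2FC 0.54 (SE 1.27, padj = 0.776) (difference between the sexes −3.76, padj = 0.492). Without female axotomy 2, the library rich in muscle mRNAs, it had log2FC 1.77 (padj = 0.101) in females. Cox6a2 in females (without female sham 1 or 2, male sham 1 or 2, female axotomy 2, or male axotomy 2, padj = 0.101 to 0.347) was no longer called with 1 library left out.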

Upstream regulators. *Upstream regulators* affect the expression of multiple downstream genes, thus representing sex-specific signaling hubs in early PNI response. Upstream regulators were predicted using IPA, as follows:

*(i) Transcription factors (TFs)*. Multiple sexually dimorphic TFs were identified in our RNA-seq dataset. *Sox7* displayed upregulation in female DRG. 

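Sox7, an endothelial factor gene, rose in females by edgeR with log2FC 1.11 (SE 0.30, padj = 0.0367) and had log2FC 0.41 (SE 0.29, padj = 0.308) in males, where it did not pass (difference between the sexes −0.70, padj = 0.536). Sox7 in females (without female sham 1 or 2, or female axotomy 2, padj = 0.1 to 0.237) did not pass with 1 library left out. Sox7 in males (without male axotomy 3, padj = 0.0893) reached the threshold with the library named left out.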

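The forkhead genes Foxa1, Foxc1, Foxc2, Foxd1, Foxd2 and Foxs1 rose in males by edgeR, with log2FC 1.72 (SE 0.45, padj = 0.0143) for Foxa1, 1.11 (SE 0.20, padj = 0.00254) for Foxc1, 1.34 (SE 0.22, padj = 0.00202) for Foxc2, 1.25 (SE 0.27, padj = 0.00587) for Foxd1, 1.37 (SE 0.20, padj = 0.00122) for Foxd2 and 1.05 (SE 0.33, padj = 0.0317) for Foxs1. In females they had log2FC 0.49 (SE 0.43, padj = 0.493) for Foxa1, 0.19 (SE 0.19, padj = 0.547) for Foxc1, 0.34 (SE 0.22, padj = 0.337) for Foxc2, −0.05 (SE 0.26, padj = 0.917) for Foxd1, 0.19 (SE 0.19, padj = 0.565) for Foxd2 and −0.43 (SE 0.32, padj = 0.411) for Foxs1 and did not pass. The differences were 1.24 (padj = 0.477) for Foxa1, 0.92 (padj = 0.274) for Foxc1, 1.01 (padj = 0.276) for Foxc2, 1.30 (padj = 0.268) for Foxd1, 1.18 (padj = 0.199) for Foxd2 and 1.49 (padj = 0.284) for Foxs1. With the marker level of fibroblasts and meninges as a covariate, chosen after seeing the data, Foxs1 had log2FC −0.18 in males, and −0.06 with 1 surrogate variable. Of 27 forkhead genes, 10 rose and 5 (Foxj1, Foxn3, Foxo3, Foxo6, Foxp4) fell in males and 6 fell in females (11 up and 7 down in males, 6 down in females adjusted over the list alone). The paper names 6 of them from these samples, which are not independent evidence. Foxj1, a factor gene of motile cilia, had log2FC −1.35 (SE 0.19, padj = 0.0011) in males and −0.84 (SE 0.19, padj = 0.0181) in females. Meningeal markers moved with them. Of 13 measured markers, 10 rose in males and none passed in females by edgeR, with 0 at an unadjusted p under 0.05 and 0 by DESeq2 (13 up in males adjusted over the list alone). The paper names 5 of them from these samples, which are not independent evidence. Of these meningeal markers 3 also stand in another list, as do 3 of the forkhead genes, so these lists may share members. Sox10, a Schwann cell factor gene, rose in males with log2FC 0.32 (SE 0.10, padj = 0.0379), against −0.07 (SE 0.10, padj = 0.718) in females (difference between the sexes 0.38, padj = 0.367). Sox8 did not pass, with log2FC 0.55 (SE 0.27, padj = 0.139) in males and −0.56 (SE 0.26, padj = 0.182) in females (difference between the sexes 1.11, padj = 0.317). Of 12 myelinating Schwann cell markers, 12 rose in males and none passed in females by edgeR, with 0 at an unadjusted p under 0.05 and 0 by DESeq2 (12 up in males adjusted over the list alone). The myelin gene Mbp had log2FC 0.96 (SE 0.21, padj = 0.00766) in males and −0.13 (SE 0.21, padj = 0.721) in females. The interferon-inducible genes Ifi207 and Ifi209, close paralogs, rose in males, with log2FC 1.11 (SE 0.27, padj = 0.00953) for Ifi207 and 1.39 (SE 0.31, padj = 0.00741) for Ifi209, against −0.05 (SE 0.26, padj = 0.923) for Ifi207 and −0.16 (SE 0.31, padj = 0.771) for Ifi209 in females (differences 1.16 for Ifi207, padj = 0.291 and 1.55 for Ifi209, padj = 0.267). Forkhead genes in females numbered 1 (without female sham 2) downregulated with 1 library left out. Forkhead genes in males numbered 5 (without male sham 1 or 2) upregulated and 3 (without male sham 1 or 2, or male axotomy 3) downregulated with 1 library left out. Meningeal markers in males numbered 6 (without male sham 1) upregulated with 1 library left out. Schwann cell markers in males numbered 3 (without male sham 2) upregulated with 1 library left out. Foxj1 in females (without female sham 2, padj = 0.154) fell short of the threshold with the library named left out. Foxa1 in males (without male sham 1, padj = 0.138), Foxs1 in males (without male sham 1 or 2, padj = 0.131 to 0.174) and Sox10 in males (without male sham 2, or male axotomy 1, padj = 0.115 to 0.262) lost the call with single libraries left out. Sox8 in females (without male axotomy 2, padj = 0.0281) was called with single libraries left out. Sox8 in males (without male axotomy 2, padj = 0.00345) passed with 1 library left out. Foxc1 (padj = 0.0189), Foxc2 (padj = 0.0726), Foxd1 (padj = 0.0322), Foxd2 (padj = 0.0296), Foxs1 (padj = 0.0411), Foxj1 (padj = 0.0637), Sox8 (padj = 0.0175), Mbp (padj = 0.0563), Ifi207 (padj = 0.0404) and Ifi209 (padj = 0.0365) differed between the sexes without male axotomy 2.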

Male DRG exhibited moderate upregulation of *Sox8* and *Sox10*, fork-head box (*Fox a1/c1/c2/d1/d2/s1*), and interferon activated (*Ifi209/207*) TFs. 

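Twist1 and Twist2, mesenchymal factor genes that also stand in the meningeal marker list, rose in males by edgeR, with log2FC 1.09 (SE 0.29, padj = 0.0155) for Twist1 and 2.26 (SE 0.68, padj = 0.0266) for Twist2. In females they had −0.07 (SE 0.29, padj = 0.899) for Twist1 and 0.42 (SE 0.59, padj = 0.685) for Twist2 and did not pass. The differences between the sexes were 1.16 (padj = 0.333) for Twist1 and 1.84 (padj = 0.472) for Twist2. Twist1 in males (without male sham 1, padj = 0.149) and Twist2 in males (without male sham 1 or 2, padj = 0.13 to 0.148) were no longer called with 1 library left out. Twist1 (padj = 0.059) differed between the sexes without male axotomy 2.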

In males, co-regulatory networks centers around basic helix-loop-helix TFs *Twist1*/*2* (Figure 5B). According to our IPA predictions, the activated Twist1/2 network can promote macrophages-mediated inflammatory response (*P* = 1.7e-7). Two upregulated networks involving members of the paired box (*Pax5 and Pax9*) TFs were predicted (Figures 5C,D). 

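Pax5, the B cell identity gene, and Pax9, a developmental factor gene, rose in males by edgeR, with log2FC 2.09 (SE 0.39, padj = 0.00331) for Pax5 and 1.34 (SE 0.31, padj = 0.00767) for Pax9. Females had −0.44 (SE 0.39, padj = 0.495) for Pax5 and −0.04 (SE 0.30, padj = 0.948) for Pax9 and did not pass (differences 2.53 for Pax5, padj = 0.194 and 1.39 for Pax9, padj = 0.277). B cell markers moved with Pax5. Of 12 measured markers, Pax5 among them, 6 rose in males and 2 (Ms4a1, Cd22) fell in females (6 up in males, 4 down in females adjusted over the list alone). The paper names 1 of them from these samples, which is not independent evidence. The coreceptor gene Cd22 had log2FC 0.57 (SE 0.45, padj = 0.364) in males and −1.69 (SE 0.46, padj = 0.0377) in females. B cell markers in females numbered 0 (without female sham 1 or 2) to 4 (without male axotomy 2 or 3) downregulated with 1 library left out. B cell markers in males numbered 1 (without male sham 2) upregulated with 1 library left out. Cd22 in females (without female axotomy 1, or female sham 1 or 2, padj = 0.127 to 0.179) did not pass with 1 library left out. Pax5 (padj = 0.042), Pax9 (padj = 0.0175) and Cd22 (padj = 0.0846) differed between the sexes without male axotomy 2.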

The top canonical pathways regulated by these networks include *B Cell Development* (*P* = 2.1e-4), *IL-7* (*P* = 7.0e-4) and *IL-17A* (*P* = 3.4e-2) *Signaling pathways*, *PI3K Signaling in B Lymphocytes* (*P* = 2.3e-3), *Role of JAK1/JAK3 in Cytokines signaling* (*P* = 5.5e-4), *Primary Immunodeficiency* (*P* = 2.6e-6), and *Sonic Hedgehog signaling* (*P* = 1.5e-2). *Smad9* and *Pax2* were downregulated in males.

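Smad9, a BMP signaling gene, fell in both sexes by edgeR, with log2FC −1.57 (SE 0.22, padj = 0.00125) in males and −1.03 (SE 0.22, padj = 0.0154) in females (difference between the sexes −0.54, padj = 0.527). Pax2, a factor gene of developing interneurons, fell in males with log2FC −1.75 (SE 0.30, padj = 0.00236) and had log2FC −0.26 (SE 0.30, padj = 0.604) in females (difference between the sexes −1.49, padj = 0.27). Smad9 in females (without female sham 2, padj = 0.14) fell short of the threshold with the library named left out. Smad9 (padj = 0.0737) and Pax2 (padj = 0.0901) differed between the sexes without male axotomy 2.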

*(ii) ncRNAs.* We identified over 2500 significantly regulated ncRNA in both sexes, including 260 ncRNAs that changed expression >1.5-fold. 

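Of 3,693 tested ncRNA genes, 893 changed in at least 1 sex by edgeR, 715 of them lncRNA genes, and 730 changed over 1.5-fold. In females 184 rose and 159 fell, and in males 386 and 398 (94, 62, 230 and 218 adjusted over the list alone). Both sexes shared 229 ncRNA genes that passed in the same direction. The paper names 9 of the tested ncRNA genes from these samples, which are not independent evidence. With DESeq2, a total of at least 10 counts and apeglm fold changes, chosen after seeing the data, 708 passed, 338 of them over 1.5-fold. By edgeR, 160 passed with 1 surrogate variable, 438 without female axotomy 2 and male axotomy 1 and 3 together, which leaves fewer libraries, and 407 with the marker covariate, the last 2 chosen after seeing the data. Poly-A libraries hold few of the small and non-polyadenylated ncRNAs. Called ncRNA genes numbered 504 without male sham 1, 501 without male sham 2.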

Notably, the imprinted trans-regulator *H19* and the precursor gene for hematopoietic cell-specific *Mir124* exhibited male-specific regulation. 

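H19, an imprinted lncRNA gene, rose in males by edgeR with log2FC 1.26 (SE 0.29, padj = 0.00875) and had log2FC 0.01 (SE 0.28, padj = 0.982) in females (difference between the sexes 1.25, padj = 0.296). With the marker level of fibroblasts and meninges as a covariate, chosen after seeing the data, its male log2FC was −0.01. Mir142hg, the host gene of the hematopoietic microRNA miR-142, rose in males with log2FC 2.38 (SE 0.54, padj = 0.00752), against 0.82 (SE 0.53, padj = 0.341) in females (difference between the sexes 1.56, padj = 0.476). It was taken as the precursor gene meant. H19 (padj = 0.0318) differed between the sexes without male axotomy 2.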

*Snhg1, Snhg4*, and *Snhg5* host ncRNAs, each comprising one or more small nucleolar RNAs (snoRNAs), increased predominantly in males. 

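Snhg1, Snhg4 and Snhg5 rose in both sexes by edgeR, with log2FC 1.49 (SE 0.15, padj = 0.000387) for Snhg1, 1.25 (SE 0.15, padj = 0.000654) for Snhg4 and 1.13 (SE 0.17, padj = 0.0013) for Snhg5 in males. In females the values were 0.92 (SE 0.15, padj = 0.00457) for Snhg1, 0.79 (SE 0.15, padj = 0.00771) for Snhg4 and 0.72 (SE 0.16, padj = 0.0192) for Snhg5. The differences between the sexes were 0.56 (padj = 0.358) for Snhg1, 0.46 (padj = 0.429) for Snhg4 and 0.41 (padj = 0.511) for Snhg5 and did not pass. Of 17 measured host genes of this kind, 9 rose in females and 12 rose and 1 (Snhg14) fell in males (10 up in females, 12 up and 1 down in males adjusted over the list alone). The paper names 3 of them from these samples, which are not independent evidence. Snhg9 rose in females from 0 to 25 summed counts, at least 6.16-fold against a floor of 3 counts, with padj = 0.0133, and in males had log2FC 0.92 (SE 0.67, padj = 0.326). Host genes in females numbered 2 (without female sham 2) upregulated with 1 library left out. Host genes in males numbered 7 (without male sham 2) upregulated and 0 (without male sham 1 or 2, or male axotomy 1) downregulated with 1 library left out. Snhg5 in females (without female sham 1 or 2, padj = 0.122 to 0.135) and Snhg9 in females (without female sham 2, padj = 0.108) lost the call with single libraries left out. Snhg1 (padj = 0.0855) and Snhg5 (padj = 0.0665) differed between the sexes without male axotomy 2.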

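Sox5os3 rose in females from 2 to 102 summed counts by edgeR, a ratio of 37.7 (95% counting interval 10.2 to 315), with padj = 0.00504, and in males with log2FC 2.87 (SE 0.73, padj = 0.0125) (the difference between the sexes had padj = 0.562). Whether its reads were separated from the opposite strand is not given in the sources used here. Lexis1 rose with log2FC 3.61 (SE 0.74, padj = 0.0124) in females and 2.80 (SE 0.68, padj = 0.0106) in males (difference between the sexes −0.81, padj = 0.791). Sox5os3 in males (without male sham 1, padj = 0.122) and Lexis1 in males (without male sham 2, padj = 0.128) were no longer called with 1 library left out.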

In females, *Sox5os3* (an antisense transcript of *Sox5* gene) and *Lexis1* (a lipid-responsive LXR-induced inhibitor of cholesterol synthesis) ncRNAs were upregulated to a higher degree. It is worth noting that many ncRNAs are poorly characterized to date; therefore, their engagement in PNI responses will require future reassessment.

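The myeloid kinase gene Fgr rose in males by edgeR, with log2FC 1.27 (SE 0.30, padj = 0.0087), and had log2FC 0.11 (SE 0.30, padj = 0.842) in females, where it did not pass (difference between the sexes 1.16, padj = 0.347). Of 21 non-receptor tyrosine kinase genes, 11 rose and 2 (Jak1, Csk) fell in males and 3 (Yes1, Btk, Jak2) rose and 1 (Tyk2) fell in females (13 up and 4 down in males, 3 up and 1 down in females adjusted over the list alone). The paper names 3 of them from these samples, which are not independent evidence. Btk, the B cell kinase gene, had log2FC 0.91 (SE 0.22, padj = 0.00993) in males and 0.95 (SE 0.22, padj = 0.0198) in females. Tyrosine kinase genes in females numbered 0 (without female sham 2) to 5 (without male axotomy 3) upregulated and 0 (without female sham 1 or 2, male sham 1 or 2, or female axotomy 1, 2 or 3) downregulated with 1 library left out. Tyrosine kinase genes in males numbered 7 (without male sham 2) upregulated and 1 (without male sham 1) downregulated with 1 library left out. Btk in females (without female sham 1 or 2, padj = 0.123 to 0.137) did not pass with 1 library left out. Btk in males (without male sham 1, padj = 0.115) fell short of the threshold with the library named left out.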

*(iii) Kinases.* We observed male-specific upregulation of protein tyrosine kinases (PTK) encoded by *Fgr, Hck*, and *Itk* genes. The Syk kinase-interacting TYRO (protein tyrosine kinase)-binding protein encoded by the *Tyrobp* gene (also known as *Dap12*) was upregulated in males. 

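Tyrobp, an adaptor gene of myeloid cells, rose in males by edgeR with log2FC 1.58 (SE 0.31, padj = 0.00452) and had log2FC 0.62 (SE 0.30, padj = 0.204) in females, where it did not pass (difference between the sexes 0.96, padj = 0.43). Tyrobp in females (without male axotomy 2, padj = 0.0825) reached the threshold with the library named left out. Tyrobp (padj = 0.0695) differed between the sexes without male axotomy 2.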

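Of 59 measured genes of the MAPK, PKA, AKT, PKC, CDK and CAMK families, 7 rose and 11 fell in females and 7 rose and 28 fell in males (9 up and 15 down in females, 7 up and 30 down in males adjusted over the list alone), leaving 41 and 24 that did not pass by edgeR. The paper names 1 of them from these samples, which is not independent evidence. Camk1g, a calmodulin-dependent kinase gene, had log2FC −0.81 (SE 0.26, padj = 0.0686) in females and −1.34 (SE 0.26, padj = 0.00409) in males, and Mapk6, an atypical MAP kinase gene, log2FC 0.90 (SE 0.13, padj = 0.00276) in females and 0.69 (SE 0.13, padj = 0.00376) in males. As a set the genes were lower in males with camera adjusted p = 0.00196 (adjusted p = 0.417 with an estimated correlation), and differed between the sexes with camera adjusted p = 0.000194 (adjusted p = 0.382 with an estimated correlation). Serine/threonine kinase genes in females numbered 3 (without female sham 2) to 12 (without male axotomy 3) upregulated and 1 (without female sham 2) downregulated with 1 library left out. Serine/threonine kinase genes in males numbered 4 (without male sham 1 or 2) upregulated and 17 (without male sham 2) downregulated with 1 library left out. Camk1g in females (without female axotomy 1 or 2, female sham 1 or 2, or male sham 1 or 2, padj = 0.104 to 0.274) lost the call with single libraries left out.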

Most serine/threonine kinases, including mitogen-activated protein kinases (MAPK), protein kinases A (PKA), protein kinases B (AKT), protein kinases C (PKC), cyclin-dependent kinases (CDK), and Ca^2+^/calmodulin-dependent protein kinases (CAMK), did not significantly change or downregulated in both sexes. 

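Camk1, for a calmodulin-dependent kinase, and Cdkn1a, a p53 target gene, rose in both sexes by edgeR. Camk1 had log2FC 1.52 (SE 0.16, padj = 0.000779) in females and 1.35 (SE 0.16, padj = 0.000713) in males, and Cdkn1a log2FC 1.06 (SE 0.18, padj = 0.00536) in females and 1.06 (SE 0.18, padj = 0.00225) in males.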

CAMK encoded by *Camk1*, and cyclin-dependent kinase inhibitor p21^*Cip*1^ (*Cdkn1a*) increased in both sexes.

*(iv) X/Y chromosome-linked genes.* We identified a higher upregulation of X-linked genes in males than females. 

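Of 626 tested X-linked genes, 135 rose and 138 fell in males and 47 rose and 85 fell in females by edgeR (137, 139, 50 and 86 adjusted over the list alone), and 40 rose in both. The paper names 10 of them from these samples, which are not independent evidence. The upregulated share was 21.57% of X-linked against 21.85% of autosomal genes in males (Fisher's exact p = 0.922) and 7.51% against 10.5% in females (p = 0.0139). Fisher's test takes genes as independent, and as a set the X-linked genes did not pass in females with camera adjusted p = 0.169 (adjusted p = 0.781 with an estimated correlation). Upregulated X-linked genes numbered, in females, 20 without female sham 1, 12 without female sham 2, 26 without female axotomy 1, 31 without female axotomy 2, and in males 67 without male sham 1, 69 without male sham 2. With 1 surrogate variable, higher in every sham than in every axotomy library, 16 rose in males and 29 in females, and with the marker covariate, higher in every male axotomy than in every male sham library and chosen after seeing the data, 4 and 62. Both overlap with the injury.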

Over 330 PNI-specific DEGs were linked to the sex chromosomes. 

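On the X and Y chromosomes, 305 genes passed in at least 1 sex by edgeR, and 311 with DESeq2 and a total of at least 10 counts, a setting chosen after seeing the data. By edgeR they numbered 178 without male sham 1, 185 without male sham 2, 82 with 1 surrogate variable, 200 without female axotomy 2 and male axotomy 1 and 3 together, which leaves fewer libraries, and 165 with the marker covariate, the last 2 chosen after seeing the data.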

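Taf7l, a testis TFIID gene, rose in females from 3 to 60 summed counts by edgeR, a ratio of 14.8 (95% counting interval 4.82 to 73.6), with padj = 0.0159, and in males with log2FC 2.50 (SE 0.83, padj = 0.0387) (the difference between the sexes had padj = 0.718). The phosphatase gene Dusp9, the lipid receptor gene Gpr119 and the pseudogene Llph-ps2 rose in females, with log2FC 2.89 (SE 0.39, padj = 0.00189) for Dusp9, 1.26 (SE 0.22, padj = 0.00584) for Gpr119 and 2.03 (SE 0.47, padj = 0.0209) for Llph-ps2. In males the values were 1.34 (SE 0.36, padj = 0.0162) for Dusp9, 0.87 (SE 0.21, padj = 0.0109) for Gpr119 and 0.64 (SE 0.42, padj = 0.264) for Llph-ps2, where Llph-ps2 did not pass (differences −1.55 for Dusp9, padj = 0.319, −0.39 for Gpr119, padj = 0.625, −1.39 for Llph-ps2, padj = 0.434). Over 2-fold, 6 X-linked genes rose in females. Llph-ps2 in females (without female sham 1, padj = 0.16) and Taf7l in females (without female sham 1 or 2, padj = 0.121 to 0.136) were no longer called with 1 library left out. Dusp9 in males (without male sham 1, padj = 0.129), Gpr119 in males (without male sham 2, padj = 0.104) and Taf7l in males (without male sham 2, or male axotomy 1, padj = 0.104 to 0.248) did not pass with 1 library left out. Llph-ps2 in males (without male axotomy 2, padj = 0.0585) was called with single libraries left out.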

Thirteen X-linked genes upregulated in females (*Taf7l, Dusp9, Llph-ps2, Timp1, Gpr119, Il2rg*, and others). 

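Over 2-fold, 24 X-linked genes rose in males by edgeR. With DESeq2, a total of at least 10 counts and apeglm fold changes, chosen after seeing the data, 44 rose over 1.5-fold in males and 12 in females. Timp1 and Il2rg are X-linked genes that rose in both sexes.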

At least 44 genes, including *Timp1*, were upregulated in males. Y-linked *Gm21860* lncRNA and the protein-coding *Gm47283* genes exhibited an increase in males.

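Gm21860 and Gm47283 rose in males by edgeR, with log2FC 1.66 (SE 0.57, padj = 0.0452) for Gm21860 and 1.26 (SE 0.36, padj = 0.0273) for Gm47283. Female libraries, from animals without a Y chromosome, held reads of both, and there Gm21860 fell, with log2FC −2.21 (SE 0.56, padj = 0.0298), and Gm47283 had −0.58 (SE 0.34, padj = 0.303) (differences 3.87 for Gm21860, padj = 0.194 and 1.84 for Gm47283, padj = 0.27). Gm21860 in females (without female sham 1 or 2, or female axotomy 1, padj = 0.109 to 0.142) fell short of the threshold with the library named left out. Gm21860 in males (without male sham 2, or male axotomy 3, padj = 0.126 to 0.275) and Gm47283 in males (without male sham 2, padj = 0.172) lost the call with single libraries left out. Gm21860 (padj = 0.0264) and Gm47283 (padj = 0.0394) differed between the sexes without male axotomy 2.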

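Gadd45a and Gadd45g, growth arrest genes of the stress response, rose in both sexes by edgeR, with log2FC 2.08 (SE 0.22, padj = 0.00076) for Gadd45a and 1.36 (SE 0.25, padj = 0.00885) for Gadd45g in females. The male values were 2.18 (SE 0.22, padj = 0.000387) for Gadd45a and 1.34 (SE 0.25, padj = 0.00384) for Gadd45g. Gadd45b, the remaining one of 3 genes of the family, did not pass by edgeR adjusted over all genes, with log2FC −0.34 (SE 0.15, padj = 0.112) in males, where it was lower adjusted over the list alone and by DESeq2. The paper names 2 of them from these samples, which are not independent evidence. Gadd45g in females (without female sham 2, padj = 0.1) was no longer called with 1 library left out. Gadd45b in males (without male axotomy 3, padj = 0.0406) passed with 1 library left out.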

*(v) Epigenetic factors.* Stress-sensing Gadd45 genes *(Gadd45a and Gadd45a*) upregulated in both sexes. Epigenetic writers and readers of histone code were differentially regulated as well. 

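Prdm6, a smooth muscle repressor gene, and Baz1a, of a chromatin remodeler, rose in males by edgeR, with log2FC 1.88 (SE 0.55, padj = 0.0234) for Prdm6 and 1.31 (SE 0.34, padj = 0.0162) for Baz1a. Values in females were 0.36 (SE 0.49, padj = 0.681) for Prdm6 and 0.93 (SE 0.34, padj = 0.103) for Baz1a, where DESeq2 called Baz1a (differences 1.53 for Prdm6, padj = 0.465 and 0.39 for Baz1a, padj = 0.761). With the marker level of fibroblasts and meninges as a covariate, chosen after seeing the data, Prdm6 had log2FC −0.07 in males. Of 65 histone and DNA modifier genes, 5 (Prdm1, Prdm9, Ezh2, Tet3, Brd1) rose and 7 fell in females and 12 rose and 18 fell in males (11 up and 11 down in females, 12 up and 20 down in males adjusted over the list alone). The paper names 2 of them from these samples, which are not independent evidence. Prdm1, the Blimp-1 gene, had log2FC 0.94 (SE 0.23, padj = 0.0239) in females and 1.52 (SE 0.23, padj = 0.00148) in males. Modifier genes in females numbered 2 (without female sham 1 or 2) to 11 (without male axotomy 2 or 3) upregulated and 0 (without female sham 2) to 11 (without female axotomy 3) downregulated with 1 library left out. Modifier genes in males numbered 2 (without male sham 2) upregulated and 10 (without male sham 1 or 2) downregulated with 1 library left out. Prdm1 in females (without female sham 1 or 2, padj = 0.107 to 0.194) did not pass with 1 library left out. Prdm6 in males (without male sham 2, padj = 0.177) and Baz1a in males (without male sham 2, padj = 0.127) fell short of the threshold with the library named left out. Baz1a in females (without female axotomy 2, or male axotomy 1 or 2, padj = 0.064 to 0.0791) reached the threshold with the library named left out. Prdm6 (padj = 0.0686) differed between the sexes without male axotomy 2.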

In males, the putative histone-lysine N-methyltransferase *Prdm6* and a bromodomain protein *Baz1a* genes were upregulated.

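Esr2, the estrogen receptor beta gene, rose in females by edgeR with log2FC 0.83 (SE 0.30, padj = 0.0936) from 0.504 to 0.898 CPM, and in males had log2FC 0.28 (SE 0.30, padj = 0.515) (difference between the sexes −0.55, padj = 0.626). Esr2 in females (without female sham 1 or 2, male sham 1 or 2, or female axotomy 1, 2 or 3, padj = 0.116 to 0.435) lost the call with single libraries left out.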

*(vi) Sex hormone receptors.* In females, the level of estrogen receptor (ESR) *Esr2* moderately increased. Activation of nociceptive signaling *via* ESR signaling has been implicated in female-specific pain hypersensitivity (Khomula et al., 2017; Chernov et al., 2020). In addition, because of the ESR’s direct interaction with the Nrip1 nuclear receptor (Cavaillès et al., 1995), the axonal outgrowth in females is likely mediated by the estrogen/ESR axis *via* co-regulated *Nrip1*, *Pdlim1/7* (PDZ and LIM domain-containing proteins), alpha-actinin 2 (*Actn2*) genes, and other interacting molecules (Figure 5E). 

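Nrip1, a nuclear receptor corepressor gene, and Pdlim1, a cytoskeletal adaptor gene, rose in both sexes by edgeR, with log2FC 0.76 (SE 0.14, padj = 0.00724) for Nrip1 and 1.00 (SE 0.14, padj = 0.00242) for Pdlim1 in females. In males the values were 0.53 (SE 0.14, padj = 0.0136) for Nrip1 and 0.69 (SE 0.14, padj = 0.00498) for Pdlim1 (differences −0.23 for Nrip1, padj = 0.653 and −0.31 for Pdlim1, padj = 0.559). Pdlim7, its relative, did not pass, with log2FC 0.22 (SE 0.10, padj = 0.176) in females and 0.01 (SE 0.10, padj = 0.932) in males. Actn2, an actinin gene of muscle, rose in females with log2FC 1.90 (SE 0.52, padj = 0.0396) and had log2FC 0.21 (SE 0.50, padj = 0.783) in males (difference between the sexes −1.69, padj = 0.405). Without female axotomy 2, rich in muscle mRNAs, it had log2FC 1.25 (padj = 0.0884) in females. Nrip1 in males (without male sham 1, padj = 0.103) was no longer called with 1 library left out. Pdlim7 in females (without male axotomy 3, padj = 0.0755) was called with single libraries left out. Actn2 in females (without female sham 1 or 2, padj = 0.122 to 0.277) did not pass with 1 library left out.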

In male DRG, the level of the ESRs did not significantly increase, whereas the androgen receptor (*Ar*) gene was downregulated. 

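Esr1, the estrogen receptor alpha gene, did not pass in males by edgeR, with log2FC −0.61 (SE 0.27, padj = 0.103) in males and 0.09 (SE 0.27, padj = 0.859) in females (difference between the sexes −0.70, padj = 0.503), while DESeq2 called it lower. Of 12 sex hormone receptor and cofactor genes, 2 (Esr2, Nrip1) rose and 6 fell in females and 1 (Nrip1) rose and 9 fell in males (2 up and 8 down in females, 1 up and 10 down in males adjusted over the list alone). The paper names 5 of them from these samples, which are not independent evidence. The estrogen-related receptor genes Esrrb and Esrrg and the prolactin receptor gene Prlr had log2FC −0.90 (SE 0.29, padj = 0.065) for Esrrb, −1.16 (SE 0.27, padj = 0.0228) for Esrrg and −0.82 (SE 0.30, padj = 0.101) for Prlr in females. The male values were −1.94 (SE 0.29, padj = 0.00139) for Esrrb, −1.63 (SE 0.27, padj = 0.00227) for Esrrg and −1.15 (SE 0.30, padj = 0.0151) for Prlr. Genes of this list in females numbered 1 (without female sham 1 or 2, male sham 1 or 2, or female axotomy 1, 2 or 3) upregulated and 1 (without female sham 2) downregulated with 1 library left out. Genes of this list in males numbered 0 (without male sham 1) upregulated with 1 library left out. Esrrb in females (without female sham 1 or 2, male sham 2, or female axotomy 1, padj = 0.106 to 0.359) and Esrrg in females (without female sham 2, padj = 0.2) fell short of the threshold with the library named left out. Prlr in females (without female axotomy 3, or male axotomy 1 or 3, padj = 0.0331 to 0.0567) passed with 1 library left out. Esr1 in males (without female axotomy 2 or 3, padj = 0.0376 to 0.0523) reached the threshold with the library named left out.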

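The progestin receptor gene Paqr7, the neuronal factor gene Cux2, and Disp2, Ccdc74a and Lrsam1 fell in both sexes by edgeR, with log2FC −0.71 (SE 0.09, padj = 0.00073) for Paqr7, −1.53 (SE 0.23, padj = 0.00163) for Cux2, −0.81 (SE 0.14, padj = 0.00264) for Disp2, −0.78 (SE 0.14, padj = 0.0029) for Ccdc74a and −0.73 (SE 0.12, padj = 0.00208) for Lrsam1 in males. In females the values were −0.69 (SE 0.09, padj = 0.00137) for Paqr7, −0.72 (SE 0.23, padj = 0.0726) for Cux2, −0.43 (SE 0.14, padj = 0.0753) for Disp2, −0.82 (SE 0.14, padj = 0.00584) for Ccdc74a and −0.38 (SE 0.12, padj = 0.0669) for Lrsam1. Pou4f2, a Brn3 factor gene, fell in males with log2FC −1.25 (SE 0.31, padj = 0.0118) and had log2FC −0.50 (SE 0.31, padj = 0.319) in females (difference between the sexes −0.75, padj = 0.532). The network prediction was not analysed here. Cux2 in females (without female sham 1 or 2, male sham 1 or 2, or female axotomy 1 or 2, padj = 0.103 to 0.307), Disp2 in females (without female sham 1 or 2, male sham 1 or 2, or female axotomy 1 or 2, padj = 0.116 to 0.386) and Lrsam1 in females (without female sham 1 or 2, male sham 1 or 2, or female axotomy 1 or 2, padj = 0.106 to 0.396) lost the call with single libraries left out. Cux2 (padj = 0.0218), Disp2 (padj = 0.0175) and Lrsam1 (padj = 0.0469) differed between the sexes without male axotomy 2.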

IPA-predicted co-downregulated Ar-interacting factors included *Pou4F2*, progestin and adipoQ receptor *Paqr*7, neuron-specific TF Cux2, sterol-sensing domains containing *Disp2*, Coiled-coil domain-containing *Ccsd74a*, E3 ubiquitin-protein ligase *Lrsam1*, and others (Figure 5F).

### Gene Ontology Analysis Untangled Sex-Specific Strategies

The prediction of relevant canonical signaling pathways induced in DRG at 24 h post-PNI (Figure 6) was conducted in IPA using a standard null hypothesis of the regulation randomness, a right-tailed Fisher’s exact test, and stringent statistical thresholds (padj < 0.1, | FC| > 2, activation | z-score| > 2).

**FIGURE 6:**
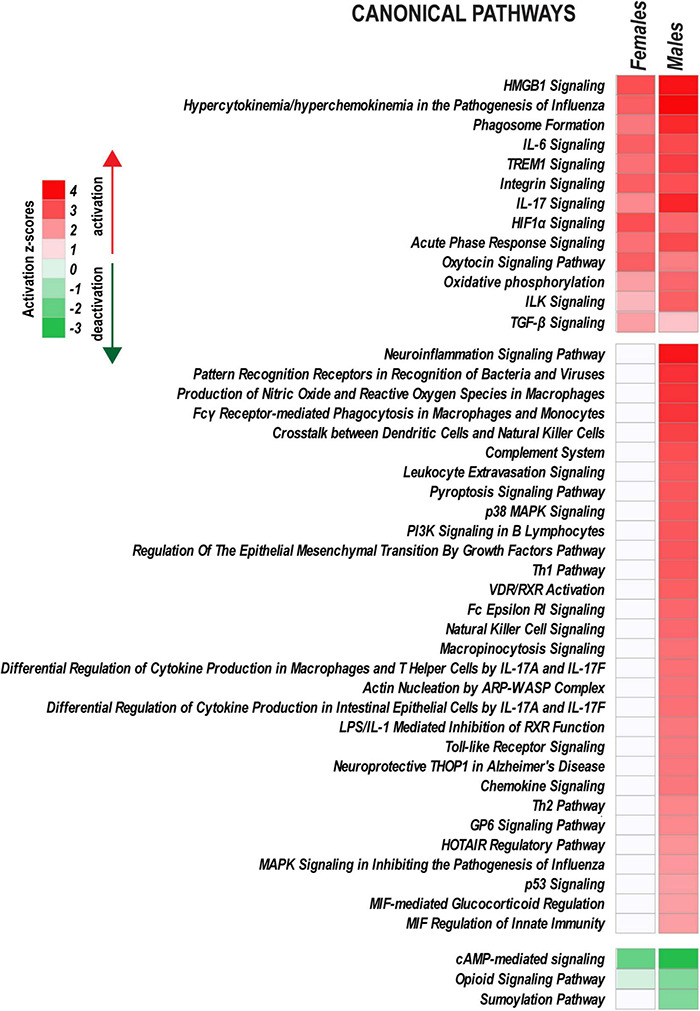
Ingenuity Pathway Analysis highlights sex-specific versus monomorphic early response mechanisms leveraged by PNI. Canonical pathways with |z-score| > 2.0 (identified by Fisher’s exact test) are shown on heatmaps. Positive and negative z-scores indicate upregulation (*z* > 2.0) or downregulation (*z* < –2.0) of respective pathways. Color intensity corresponds to higher (red) or lower (green) z-scores.

Peripheral nerve injury activated a characteristic set of signaling pathways in both sexes, including *HMGB1 Signaling*, *TREM1 signaling*, *IL-6 Signaling*, *IL-17 Signaling, Integrin signaling*, *HIF1*α *Signaling*, *Oxytocin Signaling*, and *ILK Signaling*. 

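Chemokine receptor genes of leukocytes rose mainly in males. Of 17 measured receptor genes, 8 rose and 2 (Ccr10, Ackr1) fell in males and 1 rose and 2 (Ccr7, Ccr10) fell in females (9 up and 2 down in males, 0 up and 0 down in females adjusted over the list alone; in females 5 at an unadjusted p under 0.05 and 3 by DESeq2). Cxcr6, of T cells, had log2FC 2.18 (SE 0.68, padj = 0.0303) in males and 0.11 (SE 0.61, padj = 0.928) in females, and Ccr1, of myeloid cells, log2FC 1.52 (SE 0.32, padj = 0.00518) in males and 0.48 (SE 0.31, padj = 0.339) in females. The set was higher in males with camera adjusted p = 0.0254 (adjusted p = 0.379 with an estimated correlation) and differed between the sexes with camera adjusted p = 0.000199 (adjusted p = 0.221 with an estimated correlation). The pathway scores were not analysed here. Chemokine receptor genes in females numbered 0 (without female sham 1 or 2, male sham 1 or 2, or female axotomy 1 or 2) upregulated and 0 (without female sham 2, or female axotomy 1 or 2) downregulated with 1 library left out. Chemokine receptor genes in males numbered 4 (without male sham 1) upregulated and 1 (without male sham 1 or 2, or male axotomy 1) downregulated with 1 library left out. Cxcr6 in males (without male sham 1 or 2, padj = 0.103 to 0.186) was no longer called with 1 library left out. Cxcr6 (padj = 0.0616) and Ccr1 (padj = 0.0761) differed between the sexes without male axotomy 2.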

Immunity responses (*Toll-like Receptor signaling, Chemokine signaling, Leukocyte extravasation signaling, Fc*γ *Receptor-mediated Phagocytosis in Macrophages* and others), *PI3K/AKT Signaling, HOTAIR regulatory pathway*, and *VDR/RXR Signaling* also increased in males. *cAMP-mediated signaling, Opioid Signaling, and Sumoylation pathways* were downregulated.

## Discussion

Recent transcriptomics data in animals identified sex-specific PNI responses in DRG (North et al., 2019; Ray et al., 2019; Stephens et al., 2019; Chernov et al., 2020; Mecklenburg et al., 2020; Paige et al., 2020; Tavares-Ferreira et al., 2020; Yu et al., 2020). However, sex differences in the immediate post-injury early-response transcriptional events remain not well understood. Herein, taking advantage of the sensitivity provided by high-depth RNA-seq analysis, we strived to untangle sexually dimorphic regulatory transcriptional mechanisms in murine DRG that develop at a 24 h time point after sciatic nerve axotomy. Other biological variables and experimental conditions, including species, strains, age, injury models, and timepoint, beyond the scope of this study, are expected to influence DRG transcriptomics.

*Nerve regenerative* program in damaged PNS afferent axons is orchestrated by neuron-specific RAG genes expressed in DRG (Bolin et al., 1995; Tsujino et al., 2000; Bosse et al., 2001; Snider et al., 2002; Abe and Cavalli, 2008; Sun and He, 2010; Van Kesteren et al., 2011; Ma and Willis, 2015; Chandran et al., 2016; Rao and Pearse, 2016; Renthal et al., 2020; Shiers et al., 2020; Suzuki and Ochi, 2020; Lee and Cho, 2021). 

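Klf6, a zinc finger gene of axon growth, rose in both sexes by edgeR, with log2FC 0.97 (SE 0.14, padj = 0.00293) in females and 1.23 (SE 0.15, padj = 0.00067) in males (difference between the sexes 0.26, padj = 0.628). Gal, a neuropeptide gene of injured sensory neurons, rose with log2FC 2.81 (SE 0.25, padj = 0.00048) in females and 1.80 (SE 0.24, padj = 0.0011) in males, and its difference between the sexes, −1.01 (SE 0.32), had an unadjusted p = 0.0103 and padj = 0.298.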

In agreement, we observed upregulation of critical RAGs, including *Atf3, Sox11, Klf6, Sprr1a*, and *Gal.* Most transcriptional changes of RAGs were sexually monomorphic, except *Sprr1a* and galanin (*Gal*) that exhibited a higher increase in females as compared to males. Promoted by *Sox11*, *Sprr1a* is known to accelerate peripheral nerve regeneration (Jing et al., 2012). Cross-analysis with single-cell RNA-seq data in a spinal nerve injury model in mice (Renthal et al., 2020) indicated similar upregulation of *Atf3, Sox11, Sprr1a*, and other RAGs specific to injured neuron cells. At least two *Sox*-family genes exhibited upregulation. *Sox9* and *Sox11*. Sox proteins are evolutionarily conserved transcription factors sharing a similar HMG-box domain with the Y chromosome-linked Sry protein responsible for male sex determination. Sox proteins are architectural components of chromatin (Pevny and Lovell-Badge, 1997), which govern neuronal and glial lineage specification during development. In the regenerating adult PNS, Sox members are pioneer TFs that poise downstream TFs for transcriptional regulation (Stevanovic et al., 2021).

*Neuroinflammation* signaling pathway was induced within 24 h post-PNI in DRG of both sexes. However, males exhibited more robust upregulation of chemokines, stimulation of *Neuroinflammation Signaling*, and *Toll-like Receptor Signaling*. Males, but not females, exhibited robust DRG expression of at least 11 chemokine genes, including *Ccl2*, a known CCI-responding gene (Fu et al., 2010; LaCroix-Fralish et al., 2011) implicated in neuroinflammatory processes. Strong upregulation of *Tlr* genes in males included the X-linked endosomal *Tlr7, Tlr8*, and *Tlr13*, as well as moderate upregulation of *Irf(s), Myd88, Irak3/4*, and *Nfkb* genes. Remarkably, *Tlr5* decreased in males. *Tlrs* has been shown to mediate pain preferentially in males by activating cytokine and membrane lipid raft remodeling (Stokes et al., 2013; Ramachandran et al., 2019; Miller et al., 2020). The early-response activation of the *TLR Signaling* in male DRG can promote pro-inflammatory responses and drive chemokines and cytokines. *Il6*, expressed by neuronal, glial, and immune cells in male (Dubový et al., 2010) and female DRG (Ko et al., 2016), is induced at 24 h post-PNI. It is worth noting that neuronal *Il6* is also known as an axon growth-promoting RAG (Zhong et al., 1999; Cao et al., 2006; Ma and Willis, 2015). An important recent study demonstrated that IL17a directly activates nociceptor in mediating mechanical hypersensitivity selectively in female mice (Luo et al., 2021), consistent with the present finding of immediate and female-biased IL17ra induction in DRG.

Our data demonstrated monomorphic upregulation of injury-specific colony stimulation factor (Csf1) that is involved in macrophage proliferation and pain (Guan et al., 2016). However, the Csf1-receptor (*Csf1r*) and its downstream transmembrane adapter *Tyrobp* (*Dap12*) were upregulated in males. These findings may provide mechanistic insights into the mechanism of Csf1-induced macrophage expansion and pain regulation in male DRG reported on day 4 after spared nerve injury (Yu et al., 2020).

*Sensory function* is transcriptionally regulated by gene expression and axonal transport of chief neurotransmitter receptors, transporter, and ion channel genes. Their remarkable decline observed in both sexes is likely attributed to anterograde axonal transport to the regenerating nerve stump (Cavalli et al., 2005). The upregulated ion channels in both sexes, including *Kcnk16, Kcnh4*, and epithelial ENaC (*Scnn1b*), undergo axonal transport from DRG to peripheral terminals to participate in the transduction of painful sensation (García-Añoveros et al., 2001).

Under acute pathological conditions, estrogens can regulate a large spectrum of neuronal (Hucho et al., 2006) and immune functions (Straub, 2007) relevant to PNI. Estrogens (e.g., 17β-estradiol) activate nuclear *Esr1* and *Esr2* as well as membrane-bound GPCRs. While both female and male DRG display relatively high baseline *Esr1* and *Esr2* levels, the downstream signaling is likely influenced by the naturally higher 17β-estradiol levels in females. In the nervous system, rapid attenuation of estrogens in DRG can be complemented by neuron-specific biosynthesis (Evrard and Balthazart, 2004) in addition to estrogens of gonadal origin.

*Extracellular matrix regulation* in DRG affects markers of neurite growth, including ankyrin repeat protein *Ankrd2* (Tsukamoto et al., 2008) in females and *Ankrd1* (Stam et al., 2007) in both sexes. Male-specific upregulation of chimase (*Cma1*), extracellular *Mmp19*, *Adamts4*, and *Mmp2*, is coordinated with the robust expression of their stoichiometric regulator *Timp1*. Male-specific upregulation of the *Timp1* gene and higher baseline mRNA and protein levels in females relative to males strongly suggest distinct sexually dimorphic regulation of *Timp1* expression. We previously implicated epigenetic mechanisms in *Mmp*/*Timp* gene regulation (Chernov et al., 2009, 2010; Chernov and Strongin, 2011), resulting in rapid *Timp1* induction at the site of PNI and DRG (Kim et al., 2012; Chernov et al., 2015; Liu et al., 2015). Accordingly, we proposed that epigenetically controlled MMPs, ADAMTSs, and TIMPs remodel the ECM to promote axonal growth, cell differentiation, migration and survival, and neurovascular permeability to immune cells in a sex-specific manner (Shubayev and Strongin, 2018).

*Epigenetic cues* of sex-specific PNI response are robust in DRG. Previously considered as “junk” (Richard Boland, 2017), ncRNAs perform as potent epigenetic regulators of post-PNI remodeling (Yao and Yu, 2019; Li P. et al., 2021). A portion of ncRNA in DRG is trafficked by axonal transport (Cavalli et al., 2005) to the injury site to participate in regenerative processes. We identified over 740 regulated ncRNA in DRG transcriptomes in both sexes. The imprinted trans-regulator *H19* that modulates *PI3K Signaling* (Matouk et al., 2014) exhibited male-specific upregulation. Male-specific *Mir142hg*, the precursor gene for hematopoietic cell-specific *Mir124*, orchestrates innate immunity (Sharma, 2017; Shrestha et al., 2017) and neuropathic pain (Zhang et al., 2018; Li X. et al., 2021). *Snhg1, Snhg4*, and *Snhg5* host ncRNAs, each encoding one or more small nucleolar RNAs (snoRNAs), increased predominantly in males. In females, *Sox5os3* (an antisense transcript of the *Sox5* gene) was distinctly upregulated. We identified a novel marker of early PNI in both sexes, the *Lexis1* ncRNA, that may play a role in cholesterol metabolism and LXR pathway regulation (Sallam et al., 2016).

Upregulated Gadd45a/Gadd45g can guide epigenetic mechanisms responsible for *Atf3, c-Jun*, and *Bdnf* expression (Sultan and Sweatt, 2013). In addition, due to Gadd(s)/TET-dependent DNA demethylation, a broader gene activation may persist. Further studies of upstream regulators and DNA/histone methylation profiling are needed to establish sexually dimorphic characteristics of these epigenetic mechanisms in PNI.

*Genomic localization on X/Y chromosomes* likely contributes to sex-specific gene regulation in PNI. In contrast to males, in females, the RNA dosage is controlled by chromosome-wide epigenetic inactivation of one of the two X chromosomes (Xi), thus shutting off most Xi-linked transcripts. Because the X chromosome encodes the largest number of immunity-related genes (Bianchi et al., 2012), female immune cells rapidly leverage the expression of immune genes by partial reactivation of Xi (Syrett et al., 2017, 2019). We identified over 330 PNI-specific DEGs linked to the sex chromosomes, including female-specific upregulation of the X-linked TATA-box binding protein *Taf7l* (CT40) gene. The encoded Taf7l TF interacts with BORIS (a CTCF-family protein) (Rivero-Hinojosa et al., 2017) to promote long-range chromatin looping and regulation of large gene clusters (Zhou et al., 2014). These data imply a role of dynamic chromatin architecture in sexually dimorphic epigenetic regulation post-PNI. In males, transcripts on the Y chromosome, except for a short segment called the pseudoautosomal region (PAR), are not matched in the female genome. Two, albeit not well established, Y-linked genes were induced post-PNI in male DRG.

Additional considerations were given to the timing of sexually dimorphic changes, which directly relate to the temporal coordination of biological and behavioral processes. Generally, male DRG displayed a significantly higher number of differentially expressed genes, both up- and downregulated, in response to PNI within 24 h, than on day 7 (Ahlström et al., 2021) and day 14 PNI timepoints (Stephens et al., 2019). By comparing the most prominent sexually dimorphic transcripts at the early and later stages of PNI response, we observed consistent regulation of genes related to immunological response, neuronal transmission, regeneration, and plasticity obtained on day 7 (Ahlström et al., 2021) and day 14 PNI timepoints in rats (Stephens et al., 2019). However, as outlined in the present study, many sexually dimorphic and monomorphic transcripts were specific for the early stages of PNI response.

In conclusion, the present data provide insights into the regulation of the early-response transcriptional landscapes in DRG in female and male DRG after PNI. Epigenetic mechanisms emerged as essential hallmarks of sexually dimorphic regulation in early PNI response. The identity of the contributing cells in which these changes occur requires future studies to elucidate the functional activity of the respective genes and regulatory pathways in the context of specific cell types.

### Experimental Procedures

#### Reagents

Reagents and resources are listed in the resource table (Supplementary Table 2).

#### Animals

Female and male C57BL6/J mice (6–8 weeks old, Jackson Labs) were randomly assigned to axotomy (n = 6/group) and sham (*n* = 4/group). The mice were housed in a temperature-controlled room (∼22°C), on a 12-h light/dark cycle, and free access to food and water. All procedures were conducted between 8 and 12 daytime. Under isoflurane anesthesia, the left sciatic nerve was exposed at the mid-thigh level. The entire width of the nerve was axotomized using sterile microsurgery scissors. In a sham surgery animal cohort, nerves were exposed using surgical scissors without transection. The muscle was then sutured, and the skin stapled. At 24 h after surgery, lumbar L4 and L5 DRG were collected for RNA isolation. All animal procedures were performed according to the Policy on Humane Care and Use of Laboratory Animals and the protocol approved by the Institutional Animal Care and Use Committee at the VA San Diego Healthcare System.

#### Samples

All surgical and tissue harvesting instruments were sterilized and repeatedly treated with RNAse Away reagent followed by a rinse in RNAse-free water. Tissues were immediately submerged in 500 μl RNAlater Stabilization Solution to preserve RNA integrity, placed at 4°C overnight, and then transferred for storage at −20°C. All sample groups were processed in parallel to minimize batch effects.

#### RNA Purification

Dorsal root ganglia tissues from two animals were pooled to obtain at least 500 ng of total RNAs. Tissues were transferred in Trizol solution and disrupted by mechanical homogenization. Total RNAs were purified using RNeasy RNA purification reagents. RNA concentrations and quality were determined using Nanodrop absorbance ratios at 260/280 nm and 260/230 nm. RNA integrity was determined using the Agilent Bioanalyzer Nano RNA chip; 500 ng of total RNA samples (three replicates/group) with RIN ≥ 7.0 were used for RNA-seq.

#### RNA-seq

mRNA libraries were generated following the TruSeq Stranded mRNA library preparation protocol (Illumina). In brief, the poly-A enriched mRNAs were purified using poly-T oligo coupled magnetic beads, followed by mRNA fragmentation, first and second strand synthesis, cleaning on AMPure XP beads, and 3′-adenylation. Ligation of TruSeq dual-index adapters was used for barcoding. The quality of RNA-seq libraries was validated using qPCR. Libraries were sized on Agilent Bioanalyzer DNA high sensitivity chip and normalized. RNA-seq was performed using the paired-end 100 cycle program on the NovaSeq 6000 system at the Genomics High Throughput Facility (University of California Irvine). Base calls were recorded and converted to FASTQ files containing sequencing reads and the corresponding quality scores using Illumina software. Sequencing was conducted until we acquired at least 50 million paired-end reads per sample.

#### Data Alignment and Preparation for DEG Analysis

FASTQ files were uploaded to the Amazon S3 server and processed on Elastic Compute Cloud instances [EC2; Amazon Web Services (AWS)] running Ubuntu Server 20.04 LTS (64-bit ARM). Data analysis steps are summarized in Supplementary Figure 1 and Supplementary Table 2. FASTQ files were filtered to remove low-quality bases, TruSeq dual-index adapter sequences, and unpaired reads using Trimmomatic (Bolger et al., 2014). Transcript-level quantification was performed using Salmon (Patro et al., 2017) in quasi-mapping mode using version M27 of the Gencode mouse genome. To correct systematic biases commonly present in RNA-seq data, both *-seqBias* and *-gcBias* features were used. Transcript- to gene-level conversion was done using Tximeta (Love et al., 2020). RNA-seq quantification data quality was assessed using MultiQC (Ewels et al., 2016).

#### RNA-seq Data Analysis

Gene count matrices were imported into the DESeq2 package (Love et al., 2014). Outliers were identified by Cook’s distance method and excluded from further analysis. Dataset’s normalization was conducted using trimmed M-values (TMM) included in the DESeq2 package. Log2FC values were calculated using the Wald test. The adjusted (shrunken) log2FC values were calculated using the adaptive *t*-prior *apeglm* method (Zhu et al., 2019). Significant DEGs were identified by padj values below a false discovery rate (FDR) cutoff (padj < 0.1) (Supplementary Table 1). Padj < 0.1 were used in downstream analyses unless otherwise noted. Batch effects were controlled using removeBatchEffect (Ritchie et al., 2015) and RUVseq (Risso et al., 2014) functions. DEGs were visualized using ggVennDiagramm, PCAtools, ComplexHeatmap, and EnhancedVolcano R packages.

#### Signaling Pathway Analysis

Biological interpretation of the regulated signaling pathways in female and male animals was conducted by the Ingenuity Pathway Analysis (IPA) based on causal network approaches (Krämer et al., 2014). Cut-off filtering was applied (padj < 0.1, |Log2FC| > 0.58) for IPA. Signaling pathway regulation directionality was estimated based on statistical z-scores. Gene ontology terms were retrieved from Geneontology^1^.

#### Immunoblotting

DRG tissues were ground on ice in the lysis buffer (50 mM Tris-HCl, pH 7.6, 150 mM NaCl, 1% Triton X-100, 10% glycerol, 0.1% SDS, and 5 mM EDTA) supplemented with protease and phosphatase inhibitors (Thermo Fisher Scientific). Insoluble debris was removed by centrifugation (12,000 × *g*; 10 min). Protein concentration was measured using BCA protein assay. Lysates (15 μg of total protein) were separated by SDS-PAGE in 15% Tris-glycine gels (Bio-Rad). Proteins were transferred onto a PVDF membrane. The membrane was blocked in 5% non-fat milk (Bio-Rad) and incubated for 18 h at 4°C with monoclonal rabbit anti-Atf3 (1:1000 dilutions) or polyclonal goat anti-mouse Timp1 (1:1000 dilutions) followed by incubation for 1 h at ambient temperature with anti-rabbit IgG (1:2000 dilutions) or anti-goat (1:1000 dilutions) horseradish peroxidase-conjugated secondary antibody. For loading control, the membranes were re-probed using anti-GAPDH antibody (1:2000 dilutions). The blots were developed using SuperSignal West Dura Extended Duration Substrate kit (Thermo Fisher Scientific). Bands were digitized and quantitated using Chemidoc System (Bio-Rad).

#### Statistical Analyses

Digitized immunoblotting data were used to calculate means and standard deviation. Analysis of variance (ANOVA) with *post hoc* Tukey test was conducted in R (version 4.1.1)^2^ to determine statistical significance.

## Data Availability Statement

Publicly available datasets were analyzed in this study. This data can be found here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE182318.

## Ethics Statement

The animal study was reviewed and approved by the Institutional Animal Care and Use Committee at the VA San Diego Healthcare System.

## Author Contributions

AC: conceptualization, methodology, software, formal analysis, investigation, data curation, writing – original draft, writing – review and editing, and visualization. VS: conceptualization, resources, project administration, funding acquisition, writing – original draft, and review and editing. Both authors contributed to the article and approved the submitted version.

## Author Disclaimer

The content is solely the authors’ responsibility and does not necessarily represent the official views of the funding agencies.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Abbreviations

CNS: central nervous system
DEG: differentially expressed gene
DRG: dorsal root ganglia
FC: fold change
FDR: false discovery rate
IPA: Ingenuity Pathway Analysis
ncRNA: non-coding RNAs
padj: adjusted *p*-values
PNI: peripheral nerve injury
PNS: peripheral nervous system
RAG: regeneration-associated gene
RNA-seq: RNA sequencing
TF: transcription factor
TLR: Toll-like receptors.

# Supplementary material for: Sexual Dimorphism of Early Transcriptional Reprogramming in Dorsal Root Ganglia After Peripheral Nerve Injury
**Source:** Front Mol Neurosci. 2021 Dec 13;14:779024. doi: 10.3389/fnmol.2021.779024
**Supplement:** Supplementary Table 2 — Key resources table.

**Table S2. Key resources table**

| <b>Resource</b>  | <b>Description</b>                                                           | <b>Source</b>                                    | <b>Identifier</b> | <b>URL</b>                                                                                                                                                                                                        |
|------------------|------------------------------------------------------------------------------|--------------------------------------------------|-------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <b>Animals</b>   | Mice                                                                         | Jackson Labs,<br>Sacramento, CA<br>USA           | strain<br>C57BL/6 |                                                                                                                                                                                                                   |
| <b>Reagent</b>   | Trizol reagent                                                               | Thermo Fisher<br>Scientific,<br>Carlsbad, CA USA | 15596026          | <a href="https://www.thermofisher.com/order/catalog/product/15596026">https://www.thermofisher.com/order/catalog/product/15596026</a>                                                                             |
| <b>Reagent</b>   | RNAlater<br>Stabilization<br>Solution                                        | Thermo Fisher<br>Scientific,<br>Carlsbad, CA USA | AM7020            | <a href="https://www.thermofisher.com/order/catalog/product/AM7020">https://www.thermofisher.com/order/catalog/product/AM7020</a>                                                                                 |
| <b>Reagent</b>   | RNAeasy Mini Kit                                                             | Qiagen, Carlsbad,<br>CA                          | 74104             |                                                                                                                                                                                                                   |
| <b>Reagent</b>   | Halt™ Protease and<br>Phosphatase<br>Inhibitor Cocktail,<br>EDTA-free (100X) | Thermo Fisher<br>Scientific,<br>Carlsbad, CA USA | 78441             | <a href="https://www.thermofisher.com/order/catalog/product/78441">https://www.thermofisher.com/order/catalog/product/78441</a>                                                                                   |
| <b>Reagent</b>   | Pierce™ BCA<br>Protein Assay Kit                                             | Thermo Fisher<br>Scientific,<br>Carlsbad, CA USA | 23227             | <a href="https://www.thermofisher.com/order/catalog/product/23227">https://www.thermofisher.com/order/catalog/product/23227</a>                                                                                   |
| <b>Reagent</b>   | SuperSignal™ West<br>Dura Extended<br>Duration Substrate                     | Thermo Fisher<br>Scientific,<br>Carlsbad, CA USA | 34076             | <a href="https://www.thermofisher.com/order/catalog/product/34076">https://www.thermofisher.com/order/catalog/product/34076</a>                                                                                   |
| <b>Antibody</b>  | ATF-3 (E9J4N)<br>Rabbit mAb                                                  | Cell Signaling<br>Technology,<br>Danvers, MA USA | 18665             | <a href="https://www.cellsignal.com/products/primary-antibodies/atf-3-e9j4n-rabbit-mab/18665">https://www.cellsignal.com/products/primary-antibodies/atf-3-e9j4n-rabbit-mab/18665</a>                             |
| <b>Antibody</b>  | Goat polyclonal<br>Mouse TIMP-1 IgG<br>Antibody                              | R&D Systems,<br>Minneapolis, MN<br>USA           | AF980             | <a href="https://www.rndsystems.com/products/mouse-timp-1-antibody_af980">https://www.rndsystems.com/products/mouse-timp-1-antibody_af980</a>                                                                     |
| <b>Antibody</b>  | Anti-rabbit IgG,<br>HRP-linked<br>Antibody                                   | Cell Signaling<br>Technology,<br>Danvers, MA USA | 7074              | <a href="https://www.cellsignal.com/products/secondary-antibodies/anti-rabbit-igg-hrp-linked-antibody/7074">https://www.cellsignal.com/products/secondary-antibodies/anti-rabbit-igg-hrp-linked-antibody/7074</a> |
| <b>Antibody</b>  | Goat IgG HRP-<br>conjugated Antibody                                         | R&D Systems,<br>Minneapolis, MN<br>USA           | HAF017            | <a href="https://www.rndsystems.com/products/goat-igg-hrp-conjugated-antibody_haf017">https://www.rndsystems.com/products/goat-igg-hrp-conjugated-antibody_haf017</a>                                             |
| <b>Antibody</b>  | Anti-GAPDH<br>Antibody (6C5)                                                 | Santa Cruz<br>Biotechnology,<br>Dallas, TX USA   | sc-32233          | <a href="https://www.scbt.com/p/gapdh-antibody-6c5">https://www.scbt.com/p/gapdh-antibody-6c5</a>                                                                                                                 |
| <b>Equipment</b> | Centrifuge                                                                   | Eppendorf                                        | 5425              |                                                                                                                                                                                                                   |
| <b>Equipment</b> | Tapestation                                                                  | Agilent<br>Technologies, San<br>Diego, CA USA    | 4200              |                                                                                                                                                                                                                   |
| <b>Equipment</b> | Novaseq                                                                      | Illumina Inc., San<br>Diego, CA USA              | 6000              |                                                                                                                                                                                                                   |

|                 |                            |                                             |                   |                                                                                                                                                                                             |
|-----------------|----------------------------|---------------------------------------------|-------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <b>Software</b> | Trimmomatic                | (1)                                         | Version 0.39      | <a href="https://www.usadellab.org/cms/?page=trimmomatic">https://www.usadellab.org/cms/?page=trimmomatic</a>                                                                               |
| <b>Software</b> | Salmon                     | (2)                                         | Version 1.3.0     | <a href="https://salmon.readthedocs.io">https://salmon.readthedocs.io</a>                                                                                                                   |
| <b>Software</b> | Tximeta                    | (3)                                         | Version 3.11      | <a href="https://www.bioconductor.org/packages/release/bioc/html/tximeta.html">https://www.bioconductor.org/packages/release/bioc/html/tximeta.html</a>                                     |
| <b>Software</b> | MultiQC                    | Stockholm University, Stockholm, Sweden (4) | Version 1.9       | <a href="https://multiqc.info/docs/">https://multiqc.info/docs/</a>                                                                                                                         |
| <b>Software</b> | DESeq2                     | (5)                                         | Version 1.33.4    | <a href="https://www.bioconductor.org/packages/devel/bioc/vignettes/DESeq2/inst/doc/DESeq2.html">https://www.bioconductor.org/packages/devel/bioc/vignettes/DESeq2/inst/doc/DESeq2.html</a> |
| <b>Software</b> | Ingenuity Pathway Analysis | Qiagen, Carlsbad, CA                        | Version Fall 2021 | <a href="https://digitalinsights.qiagen.com">https://digitalinsights.qiagen.com</a>                                                                                                         |
| <b>Software</b> | PCAtools                   | Kevin Blighe                                | Version 2.4       | <a href="https://github.com/kevinblighe/PCAtools">https://github.com/kevinblighe/PCAtools</a>                                                                                               |
| <b>Software</b> | Complex Heatmap            | Zuguang Gu (6)                              | Version 2.8       |                                                                                                                                                                                             |
| <b>Software</b> | Enhanced Volcano           | Kevin Blighe                                | Version 1.10.0    | <a href="https://github.com/kevinblighe/EnhancedVolcano">https://github.com/kevinblighe/EnhancedVolcano</a>                                                                                 |
| <b>Database</b> | Geneontology               |                                             | 09.01.2021        | <a href="http://geneontology.org">http://geneontology.org</a>                                                                                                                               |
| <b>Database</b> | GENCODE                    | (7)                                         | Version M27       | <a href="https://www.gencodegenes.org/mouse/">https://www.gencodegenes.org/mouse/</a>                                                                                                       |

## References

1. Bolger AM, Lohse M, Usadel B. Trimmomatic: a flexible trimmer for Illumina sequence data. *Bioinformatics* (2014) 30(15):2114-20. Epub 2014/04/04. doi: 10.1093/bioinformatics/btu170. PubMed PMID: 24695404; PubMed Central PMCID: PMC4103590.
2. Patro R, Duggal G, Love MI, Irizarry RA, Kingsford C. Salmon provides fast and bias-aware quantification of transcript expression. *Nat Methods* (2017) 14(4):417-9. doi: 10.1038/nmeth.4197. PubMed PMID: 28263959; PubMed Central PMCID: PMC45600148.
3. Love MI, Soneson C, Hickey PF, Johnson LK, Pierce NT, Shepherd L, et al. Tximeta: Reference sequence checksums for provenance identification in RNA-seq. *PLoS Comput Biol* (2020) 16(2):e1007664. Epub 2020/02/26. doi: 10.1371/journal.pcbi.1007664. PubMed PMID: 32097405; PubMed Central PMCID: PMC7059966 following competing interests: RP is a co-founder of Ocean Genomics.
4. Ewels P, Magnusson M, Lundin S, Källér M. MultiQC: summarize analysis results for multiple tools and samples in a single report. *Bioinformatics* (2016) 32(19):3047-8. Epub 2016/06/18. doi: 10.1093/bioinformatics/btw354. PubMed PMID: 27312411; PubMed Central PMCID: PMC45039924.
5. Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol* (2014) 15(12):550. Epub 2014/12/18. doi: 10.1186/s13059-014-0550-8. PubMed PMID: 25516281; PubMed Central PMCID: PMC4302049.
6. Gu Z, Eils R, Schlesner M. Complex heatmaps reveal patterns and correlations in multidimensional genomic data. *Bioinformatics* (2016) 32(18):2847-9. doi: 10.1093/bioinformatics/btw313.

7. Frankish A, Diekhans M, Ferreira AM, Johnson R, Jungreis I, Loveland J, et al. GENCODE reference annotation for the human and mouse genomes. *Nucleic Acids Res* (2019) 47(D1):D766-d73. Epub 2018/10/26. doi: 10.1093/nar/gky955. PubMed PMID: 30357393; PubMed Central PMCID: PMC6323946.

How the deposited data were processed for this re-analysis (not part of the article)

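RNA-seq was available for 10 libraries of mouse DRG taken 24 h after sciatic nerve axotomy or a sham operation, with 2 female sham, 2 male sham, 3 female axotomy and 3 male axotomy libraries. Each library pools RNA of 2 mice. The sex, the operation and the replicate number of each library come from its sample label. The authors made poly-A, stranded libraries, trimmed the paired reads with Trimmomatic 0.39 and assigned them to transcripts of Gencode M27 (GRCm39) with Salmon 1.3.0, with corrections for sequence and GC bias. The strand setting of Salmon is not given in the sources used here. The values used are the estimated counts (read pairs per transcript) that the authors obtained from Salmon, which are not normalized, and its effective transcript lengths. The TPM values, which the authors' Salmon run computed from those counts and lengths, were read only to check the unit, and raw reads were not analysed here.

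The estimated counts sum to 55,258,476 (female axotomy 2) to 90,111,671 (male axotomy 2) per library. Counting error alone, 3 counts correspond to 0.0333 to 0.0543 CPM, depending on the library. The spread between replicate libraries was larger than counting error, with a chi-square over its degrees of freedom of 7.33 to 109 in the 4 groups, and a common biological coefficient of variation of 0.129. Each library held 3.01% to 5.11% mitochondrial counts, and its 10 most abundant genes held 4.32% to 5.63%.

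Counts were summed per gene, rounded and compared in R 4.3.3 with edgeR 4.0.16, with TMM normalization, the average effective transcript length per gene and library as an offset, and a quasi-likelihood F test with robust estimates of the spread. The filterByExpr filter (minimum count 10) kept 20,836 genes. All 10 libraries entered 1 fit with 4 group means, because a sham group of 2 libraries gives a poor estimate of the spread by itself. The comparisons were axotomy with sham in females and in males, the difference between these responses (sex by injury interaction), and males with females in sham and after axotomy. P values were adjusted by the Benjamini-Hochberg method over all genes tested, and DEGs have padj under 0.1. The standard error of a log2FC was taken from its F value. Replicate numbers were checked for pairing of libraries across groups. Over 13 pairs of libraries with the same number, the residual correlation was −0.18 to 0.30, and the libraries were treated as unpaired. The fit was tested on simulated data with 200 changed genes.

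Gene lists were written down as symbols and counted as members that rose or fell among the genes tested, with p values adjusted over all genes and over the list alone, and tested as sets with camera of limma 3.58.1 at a preset correlation of 0.01 and again with an estimated correlation. On simulated data, 4 of 100 unchanged lists had a camera p under 0.05. In the data, the estimated correlation in females ran from −0.02 (forkhead genes) to 0.924 (erythrocyte markers), against the preset 0.01. The simulated share therefore does not tell how the preset performs on strongly correlated lists. Camera p values were adjusted over all lists. The lists were regeneration-associated genes, AP-1 complex, Sox family, voltage-gated sodium channels, voltage-gated calcium channels, potassium channels, ionotropic glutamate receptors, sensory transduction receptors, metalloproteinases and TIMPs, extracellular matrix structural genes, Toll-like receptors, Toll-like receptor signaling, interleukins and receptors, chemokines, chemokine receptors, complement system, MHC class II, interferon-stimulated genes, apolipoproteins and receptor, cholesterol synthesis, LXR targets, respiratory complex I, respiratory complex II, respiratory complex III, respiratory complex IV, ATP synthase (complex V), mitochondrially encoded mRNAs, forkhead box family, serine/threonine kinases, non-receptor tyrosine kinases, histone and DNA modifiers, sex hormone receptors and cofactors, neuropeptides, Gadd45 family and Snhg host genes. Markers of cell types that a dissected ganglion may hold were skeletal muscle, macrophages, neutrophils and monocytes, T and NK cells, B cells, mast cells, fibroblasts, meninges, endothelium, smooth muscle and pericytes, myelinating Schwann cells, satellite glia, sensory neurons, erythrocytes, adipocytes, keratinocytes and CNS glia and interneurons. The Y-linked genes Ddx3y, Kdm5d, Uty and Eif2s3y and the X-linked gene Xist served as a check of sex. X-linked genes and ncRNA genes were taken by chromosome and biotype. Biotypes come from the annotation in the quantification, and chromosomes from Gencode M21 (GRCm38) by gene ID for 51,484 genes and from Supplementary Table 1 for 10 more, which leaves 2,815 genes without one.

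The genes named were those for which the Results of the paper state a direction or level; for each sex the 10 most upregulated and 10 most downregulated protein-coding DEGs with at least 1 CPM in 1 group, a given symbol and no overlap between axotomy and sham libraries; the 5 genes with the smallest interaction p in each direction; for each list 2 to 4 called members with the largest log2FC; and Xist and the Y-linked genes. Some genes that this rule names are not reported here. The figures and Supplementary Table 1 of the paper had been seen before. Where a group held no counts of a gene, its fold change is a lower bound against a floor of 3 counts over the group, and where it held 1 to 3 counts, the ratio is given with its counting interval. Principal components were computed on log2 CPM (prior count 2) of the 1000 genes with the smallest p in either sex, centered and not scaled.

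Alternatives were DESeq2 1.42.0 (Wald test, its own size factors and filters), no length offset, a filter of at least 10 counts in total, a filter of a mean of at least 10 CPM in 1 group, no filter, a fit of each comparison on its own libraries, the replicate number as a block, 1 surrogate variable from sva 3.50.0, padj under 0.05, and each of the 10 libraries left out in turn, and for principal components the 1000 genes with the largest variance and the variance-stabilizing transformation of DESeq2. After the data had been seen, 6 were added. These were DESeq2 with at least 10 counts in total, alone, without the length offset, or with separate fits per sex, its fold changes shrunken with apeglm 1.24.0, 3 libraries (female axotomy 2, male axotomy 1 and male axotomy 3) left out together, and the mean level of the fibroblast and meningeal markers per library as a covariate (log2 CPM, pseudocount 0.5). This level was higher in every male axotomy than in every male sham library. The sex labels were also exchanged among the sham libraries and among the axotomy libraries, and the tests repeated for each of the 60 splits, or the 10 splits of the axotomy libraries. Tables were handled with data.table 1.17.8, Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures drawn with matplotlib 3.10.9.

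RUVseq and removeBatchEffect were not repeated, because their settings are not given in the sources used here. Pathway, network and GO analyses, upstream regulators and small RNAs were not analysed here. The copy of Supplementary Table 1 used here holds 1,999 genes and served only for symbols, biotypes and chromosomes.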

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

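The marker level of fibroblasts and meninges as a covariate was chosen only after the results were seen, and the other tests in this part before.

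By a test of the difference itself, the response to axotomy differed between males and females for 4 genes. Fabp7 had a difference of 1.68 (padj = 0.092), Mid1 of 1.62 (padj = 0.028), and the lncRNA genes Gm12840 and Gm20186, named after their values were seen, of 1.28 (padj = 0.0274) and 0.89 (padj = 0.0749). In both sexes all 3 axotomy libraries lay beyond both sham libraries for Fabp7 and Mid1. With 1 library left out the difference no longer passed for Fabp7 (without female sham 1 or 2, male sham 1 or 2, female axotomy 1, 2 or 3, or male axotomy 1 or 3, padj = 0.108 to 0.58), Mid1 (without male sham 1 or 2, or female axotomy 1 or 3, padj = 0.107 to 0.486), Gm12840 (without female sham 2, male sham 1 or 2, or female axotomy 1, padj = 0.117 to 0.307) and Gm20186 (without female sham 1 or 2, male sham 1 or 2, female axotomy 1, 2 or 3, or male axotomy 1, padj = 0.126 to 0.5).

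A signal appeared in genes the paper does not discuss. Acta1, the skeletal muscle actin gene, stood at 46.55 CPM in female axotomy 2, above 1.33 and 0.557 CPM in female sham, 1.5 and 1.14 CPM in the other female axotomy libraries and 1.00 to 6.11 CPM in male libraries.

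The muscle genes Actn2 and Cox6a2 rose in females, and Ankrd2 had log2FC 2.93 there and did not pass. Over 26 other skeletal muscle markers, none of which passed in females by edgeR (4 at an unadjusted p under 0.05, 6 by DESeq2), the median log2FC was 3.15, and female axotomy 2 held 80.3% of their summed level over the female axotomy libraries (270 CPM against 39.1 and 27). These values argue against a rise shared evenly by the injured female ganglia, and muscle carried over in the dissection of that library may be the source, as the paper describes no sorting step. Without that library, log2FC in females was 1.25 (padj = 0.0884) for Actn2, 1.77 (padj = 0.101) for Cox6a2 and 0.87 (padj = 0.455) for Ankrd2. A smaller rise within the ganglia stays open, as does an effect of sex, which was not tested against the dissection.

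Y-linked RNA was seen in female sham libraries. In female sham 2, Ddx3y stood at 0.48% of the male sham mean, Eif2s3y at 0.844%, Kdm5d at 2.92% and Uty at 4.99%. In female sham 1 the values were 0.1%, 0.096%, 2.55% and 5.5%, in the same order. Male RNA in female sham 2 would bring the 4 genes at 1 common share, and Kdm5d and Uty stood at similar values in the female axotomy libraries (2.77% to 5.02% and 4.42% to 8.08%), where Ddx3y had no counts. Reads shared with the X-linked paralogs of these 2 genes may add to their values, which was not tested. For Ddx3y and Eif2s3y a trace of male RNA cannot be told apart from misassigned reads, because the counts are few, and no biological explanation was tested.

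Males had 8,733 DEGs and females 4,191. The ratio of 2.08 arose with 1 estimate of the spread shared by both sexes. This argues against a lower spread between male libraries as its cause. Fitted separately, 6,996 and 5,787 genes passed and the ratio was 1.21, so its size depended on the shared estimate. Between axotomy libraries, chi-square over degrees of freedom was 32.27 to 109.02 in males and 13.65 to 33.84 in females. Between sham libraries it was 7.33 in males and 15.02 in females. How much of the male excess came from sharing the spread was not tested. More connective tissue in the male axotomy libraries may contribute, since over 25 fibroblast and meningeal markers, of which the paper names 5, the median log2FC was 1.13 in males and 0.04 in females, with a median difference of 1.16. Their level was higher in every male axotomy than in every male sham library, so that as a covariate it overlaps with the male response, and how much it contributes was not shown. With it, 302 genes were upregulated and 78 downregulated in males, the median absolute log2FC of the 8,733 male DEGs going from 0.53 to 0.32 and their median SE from 0.13 to 0.21, and 7,827 of them kept their sign. Whether the markers follow the dissection, the injury or the sex of the mice, whose biology was not tested, stays open.

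The sex labels were exchanged among the sham and among the axotomy libraries. The difference between the sexes in the response passed for 4 genes with the real labels and for 566 with another split, so chance was not excluded. After axotomy, 316 genes differed between the sexes, against 1,538 with another of the 10 splits, which are too few for a share under 0.05. The highest count came in both cases from the split that sets female axotomy 1 and male axotomy 1 and 3 against female axotomy 2, female axotomy 3 and male axotomy 2, and it points to a structure of the samples other than sex, whose origin was not tested. Summed erythrocyte markers were higher in the former libraries (2,218, 3,213 and 5,203 CPM) than in the latter (672.6, 922.1 and 1,515 CPM), in the order named.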

How the results depend on the processing

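The 3 variants of DESeq2 with at least 10 counts in total, the apeglm fold changes, the 3 libraries left out together and the marker covariate were chosen only after the data were seen. All alternatives were run. Values given neither below nor in the text above stayed within 1.5 times the reported count or within the spread between libraries. Where a value moved, the cause was not tested, unless fewer genes or libraries are named.

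With DESeq2, 536 genes differed between the sexes in the response (edgeR 4), 32 in sham (9) and 1,208 after axotomy (316). The same counts were 523, 32 and 1,192 with DESeq2 and at least 10 counts, and 555, 20 and 1,353 when the length offset was dropped too, where Kcnq1 in males reversed (log2FC −0.001). With separate fits per sex, ncRNA DEGs were 558 (893), and with apeglm fold changes 21.4% of female DEGs exceeded 1.5-fold (38.4%). In edgeR without the length offset 7 genes differed between the sexes in the response and Exo1 in males reversed and passed (log2FC −0.74, padj = 0.0576).

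With the filter on total counts, applied to counts rounded per library (26,547 genes tested, 26,518 before rounding) the sexes differed in 15 responses. Without a filter (34,900 genes) 186 responses, 15 genes in sham and 610 after axotomy differed. With a mean of at least 10 CPM (10,687 genes) the values were 119 ncRNA DEGs, 3 upregulated ECM genes in females, 1 upregulated chemokine gene in females and 2 in males, and 18.6%, 26.2% and 25.4% of female, male and all DEGs over 1.5-fold (38.4%, 44.5% and 45%), with fewer genes tested. Fits on the libraries compared alone gave 34 sex differences in sham and 30 after axotomy. The replicate number as a block, although the numbers pair no libraries, gave 86 and 620 for the response and after axotomy. At padj under 0.05, females had 1,403 genes up and 1,159 down, 935 genes were down in both sexes, 588 ncRNA genes passed, 2 responses and 65 genes after axotomy differed between the sexes, and 31 X-linked genes rose in females. On the 1000 genes of largest variance PC1 held 36.8% and PC2 13.5% (87.9% and 6.5%).

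With 1 surrogate variable, whose values were higher in every sham than in every axotomy library, so that it overlaps with the injury, 1,173 genes rose and 850 fell in females, 731 and 596 in males (2,162, 2,029, 4,542 and 4,191 in the same order without it), 468 and 274 in both sexes, 2,599 in either sex, with 160 ncRNA genes, 68 sex differences in the response, 16 and 14 downregulated channel genes in females and males, 6 upregulated ECM genes in males, 3 and 5 chemokine and 29 and 16 X-linked genes. Apol6 −0.11 and Foxs1 −0.055 in males and Apod −0.46 (padj = 0.0272) in females reversed.

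With the fibroblast and meningeal marker level as a covariate, higher in every male axotomy than in every male sham library, so that it overlaps with the male response, males had 302 genes up and 78 down, 273 and 42 passed in both sexes and 5,326 in either, with 407 ncRNA genes, 17 sex differences after axotomy, 1 downregulated channel gene, 14 regeneration-associated genes and 4 X-linked genes in males, and 94.7% of male DEGs over 1.5-fold. By edgeR with this covariate, counts of 0 were left for the difference between the sexes in the response (1,010 at an unadjusted p under 0.05), and in males for upregulated ECM genes (8) and chemokine genes (7), and DESeq2 was not run with it. In males Adam17 −0.073, Fn1 −0.033, Irf4 −0.043, Il33 −0.12, Foxs1 −0.18, H19 −0.011, Prdm6 −0.073 and Dpep1 −0.14 reversed. Without 3 libraries together (21,444 genes tested), which leaves 2 female and 1 male axotomy libraries, so that fewer calls in males are expected whatever their response, 1,995 genes rose and 1,729 fell in males, 6,142 passed in either sex, 438 of them ncRNA genes, 33 differed between the sexes after axotomy, and 42 channel genes fell and 17 ECM, 12 chemokine and 59 X-linked genes rose in males, with 10 chemokine genes in females.

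With each library left out in turn, a sham library that stays alone is assumed to vary like the other groups. Upregulated genes in females numbered 579 (without female sham 2) to 2,831 (without male axotomy 2), downregulated genes 285 (without female sham 2) to 2,768 (without male axotomy 2), and in males upregulated genes 2,428 (without male sham 1) to 5,234 (without male axotomy 2) and downregulated genes 2,501 (without male sham 2) to 4,732 (without male axotomy 2). In both sexes, upregulated genes numbered 532 (without female sham 2) to 2,109 (without male axotomy 2) and downregulated genes 213 (without female sham 2) to 2,156 (without male axotomy 2), DEGs of either sex 6,050 (without male sham 2) to 11,170 (without male axotomy 2), and ncRNA DEGs 501 (without male sham 2) to 996 (without male axotomy 2). Sex differences numbered in the response 0 (without male sham 2, or female axotomy 1) to 2,177 (without male axotomy 2), in sham 7 to 10 and after axotomy 26 (without female axotomy 2) to 3,585 (without male axotomy 2). On PC2, male axotomy 2 (1.09) lay nearer the female axotomy libraries (−6.09 to −4.81) than male axotomy 1 (5.61) and 3 (8.07). Leaving it out therefore sets the sexes further apart, and sex differences gained that way do not show that they hold with all libraries. The counts of 0 in the response arose without male sham 2 (1,445 at an unadjusted p under 0.05) and without female axotomy 1 (2,479). In females and males, channel genes that fell numbered 9 to 57 and 59 to 84, upregulated ECM genes 0 to 7 (0 without female sham 2, with 6 at an unadjusted p under 0.05) and 26 to 43, chemokine genes 3 to 9 and 13 to 19, regeneration-associated genes 21 to 27 and 23 to 30, and X-linked genes 12 to 65 and 67 to 167. Over 1.5-fold were 31.5 to 73.7% of female, 43.6 to 58.9% of male and 43.2 to 56.4% of all DEGs, PC1 held 80.6 to 90.3% and PC2 4.8 to 11.7%.

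Among the log2FC values of single named genes, the numbers that kept their direction and side of the threshold, newly passed and no longer passed were 452, 52 and 2 with DESeq2, 511, 10 and 6 without the length offset, 520, 3 and 5 with a total of at least 10 counts, 218, 4 and 0 with at least 10 CPM, 493, 17 and 18 without a filter, 332, 15 and 4 with separate fits, 500, 24 and 4 with the block, 394, 16 and 115 with the surrogate variable, 451, 51 and 2 with DESeq2 and at least 10 counts, 469, 10 and 49 without 3 libraries, and 386, 6 and 128 with the marker covariate. With 1 library left out, 437 (male axotomy 2) to 514 (female axotomy 3) kept both, and none of these values changed sign past the threshold. With an estimated correlation camera called 0 of 55 lists in females, in males and for the difference between them (4, 2 and 12 at an unadjusted p under 0.05), against 25, 37 and 35 with the preset one. Depth limits genes near 3 counts per library. With libraries as many as here, the calls of genes changed 1.5-fold reached 32.8% on simulated data for the difference between the sexes, and other numbers of libraries were not tested.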

Differences from the paper's values

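The alternatives with DESeq2 and at least 10 counts in total, including the apeglm fold changes, the 3 libraries left out together and the marker covariate were chosen only after the values were seen. The others in this part were set before the data were examined.

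The paper reports 54,309 genes identified. The annotation behind the quantification lists 54,309 genes, and 34,919 of them had a count above 0. With a total of at least 10 counts the number was 26,518, which also differs from the paper's 54,309 and equals the number of genes the paper analyzed.

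For PC2 the paper gives 18% of the variance, against 6.5% here. With the 1000 genes of largest variance PC2 held 13.5%, which does not differ by more than 1.5 times, but PC1 then held 36.8%, against 76% in the paper and 87.9% in the main setting, and differed. With the variance-stabilizing transformation of DESeq2 and with each library left out (4.8% to 11.7%) PC2 differed.

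The paper's number of regulated ncRNA genes is over 2500, against 893 here, and every alternative set before the data were examined differed from it (119 to 996). The Discussion of the paper gives 740, which 893 does not exceed by 1.5 times. For ncRNA genes over 1.5-fold the paper gives 260, against 730 here, and these alternatives differed too (56 to 835). DESeq2 with at least 10 counts gave 546, and with its apeglm fold changes, chosen after seeing the values, 338. This last setting drops Sox5os3 and Lexis1 in females, 2 of the 2 lncRNA genes the paper names for females, and 0 of 7 for males.

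The paper counts 13 upregulated X-linked genes in females and at least 44 in males, against 47 and 135 here. In females the count did not differ without female sham 2 (12) and differed under the other alternatives set before the data were examined (20 to 70). In males it differed under all of them (16 to 167). DESeq2 with at least 10 counts and apeglm fold changes over 1.5-fold, chosen after seeing the values, gave 12 and 44, and drops 1 (Taf7l) of 6 X-linked genes the paper names for females and 0 of 6 for males.

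For Atf3 in males the paper states 2.2-fold. Here the fold change was 6.13 and its log2 2.62 (SE 0.28), and the paper's number was taken to be on the log2 scale, where values count as different if over 1 SE apart. The log2 value did not differ without male axotomy 1 (2.34) and differed under the other alternatives set before the data were examined. For females the paper states 2.5-fold, and the log2 value of 2.26 here, a fold change of 4.78, does not differ from it on that scale. With DESeq2, at least 10 counts and apeglm, chosen after seeing the values, which drops neither call, the log2FC was 2.53 in males and 2.17 in females. The response is larger in males here, with a difference between the sexes that did not pass (0.36, padj = 0.704), and larger in females in the paper's text. Rounded, the values of 2.53 and 2.17 equal the paper's 2.5 and 2.2 with the sexes exchanged. Whether the paper's sentence exchanged them cannot be told here.

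Of the genes the paper reports as upregulated, 39 were upregulated and 3 did not pass in females, and 92 and 2 in males, with 1 not tested. Of those it reports as downregulated, 8 fell and 4 did not pass in females, with 1 not tested, and all 22 fell in males by edgeR. The paper has the channel genes Kcnj4 and Kcng3 lower in females, where they did not pass here (log2FC −0.45 (padj = 0.167) and −0.77 (padj = 0.123)). DESeq2 called Kcng3 (padj = 0.051), as did DESeq2 with at least 10 counts and with separate fits per sex, the replicate number as a block and the fits without female axotomy 3 or male axotomy 1. DESeq2 with at least 10 counts and no length offset also called Kcng3, and Kcnj4 was called with the block and without female axotomy 3 (padj = 0.0584).

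Ankrd2 in females, upregulated in the paper, had log2FC 2.93 (padj = 0.126), and was called by DESeq2 (padj = 0.0159), also with at least 10 counts and with no length offset, and without female axotomy 1 or 3. Il1b, upregulated in both sexes in the paper, had log2FC 1.36 (padj = 0.111) in females, and was called by DESeq2 (padj = 0.0575) and its variants, without the length offset, with separate fits, with the block, with the marker covariate, without the 3 libraries, and without female axotomy 3 or male axotomy 2. Pdlim7 in females had log2FC 0.22 (padj = 0.176), and was called with separate fits (padj = 0.0767), with the block, without male axotomy 3, and by DESeq2 with at least 10 counts and either no length offset or separate fits. In males Ticam1 had log2FC 0.26 (padj = 0.125), and was called without the length offset (padj = 0.0861), with at least 10 CPM, with the block and without male axotomy 3. Sox8, upregulated in males in the paper, had log2FC 0.55 (padj = 0.139), and was called without male axotomy 2 (padj = 0.00345) and by DESeq2 with at least 10 counts and no length offset. Apobr, lower in females in the paper, had log2FC −0.17 (padj = 0.623) and was called under no setting, and Apol7c lay below the filter.

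Ch25h, which the paper reports as changed only in females, rose in males too, with log2FC 0.62 (padj = 0.0814). The paper gives a higher Timp1 mRNA level in female than in male sham DRG, and here the male minus female log2 difference was −0.47 (padj = 1) and did not pass. Taf7l, whose upregulation the paper calls specific to females, passed in males as well. So did some genes that the paper presents for females, mostly without a statement on males, with female and male log2FC of Il1a (3.63, 2.87), Il17ra (1.39, 1.07), Dusp9 (2.89, 1.34), Gpr119 (1.26, 0.87), Nrip1 (0.76, 0.53) and Pdlim1 (1.00, 0.69). Genes presented for males, mostly without a statement on females, passed in females in the same direction, with Smad9 (−1.03, −1.57), Paqr7 (−0.69, −0.71), Cux2 (−0.72, −1.53), Disp2 (−0.43, −0.81), Ccdc74a (−0.82, −0.78) and Lrsam1 (−0.38, −0.73), and in the opposite direction with Irf4 (−1.90, 0.89) and Gm21860 (−2.21, 1.66). The log2FC of Timp1, Sprr1a and Csf1 in both sexes did not differ from those drawn in the paper's figures.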

Other observations

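All values in this part come from tests and lists chosen before the data were examined, except the value with the marker covariate, and no explanation was tested for them.

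More sensory receptor genes fell than rose in either sex. Of 25 sensory transduction receptor genes, 3 (Trpv2, P2rx2, Bdkrb2) rose and 11 fell in females and 3 (Trpa1, Piezo1, Bdkrb2) rose and 14 fell in males (5 up and 14 down in females, 3 up and 15 down in males adjusted over the list alone). The opioid receptor gene Oprk1 had log2FC −0.87 (SE 0.31, padj = 0.0905) in females and −1.38 (SE 0.31, padj = 0.00731) in males, the channel gene Trpc5 log2FC −1.11 (SE 0.39, padj = 0.0867) in females and −1.37 (SE 0.38, padj = 0.0194) in males, and the proton-gated channel gene Asic1 log2FC −0.91 (SE 0.19, padj = 0.0145) in females and −1.16 (SE 0.19, padj = 0.0021) in males. As a set the genes were lower with camera adjusted p = 0.000618 (adjusted p = 0.781 with an estimated correlation) in females and camera adjusted p = 3.03e-05 (adjusted p = 0.369 with an estimated correlation) in males. Of 12 sensory neuron markers, 6 fell in females and 9 in males. That set was lower with camera adjusted p = 0.0141 in females and 4.26e-06 in males (adjusted p = 0.781 and 0.337 with an estimated correlation). Sensory receptor genes in females numbered 0 (without female sham 2) to 5 (without male axotomy 2 or 3) upregulated and 4 (without female sham 2) downregulated with 1 library left out. Sensory receptor genes in males numbered 5 (without male axotomy 3) upregulated with 1 library left out. Oprk1 in females (without female axotomy 1 or 2, female sham 1 or 2, or male sham 1 or 2, padj = 0.132 to 0.414), Trpc5 in females (without female axotomy 1 or 2, female sham 1 or 2, or male sham 1 or 2, padj = 0.129 to 0.339) and Asic1 in females (without female sham 2, padj = 0.146) did not pass with 1 library left out.

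Neuropeptide genes rose in both sexes. Of 19 neuropeptide genes, 9 rose in females and 9 rose in males (9 up in females, 9 up in males adjusted over the list alone). The paper names 1 of them from these samples, which is not independent evidence. The urocortin gene Ucn had log2FC 3.39 (SE 0.59, padj = 0.00587) in females and 2.29 (SE 0.62, padj = 0.017) in males. As a set they were higher with camera adjusted p = 1.91e-11 (adjusted p = 0.253 with an estimated correlation) in females and camera adjusted p = 3.03e-05 (adjusted p = 0.337 with an estimated correlation) in males. Ucn in males (without male sham 1, padj = 0.143) fell short of the threshold with the library named left out.

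Markers of T and NK cells and erythrocytes rose mainly in males. Of 13 markers of neutrophils and monocytes, 3 (Cxcr2, Ccr2, Plac8) rose in males and 1 (Ly6g) rose in females (3 up in males, 0 up in females adjusted over the list alone; in females 4 at an unadjusted p under 0.05 and 3 by DESeq2). Their median log2FC was 0.77 in males and 0.77 in females. Their summed level in females was 164 CPM in axotomy 1, against 69.1 and 56.9 in axotomy 2 and 3 and 68.4 and 47.9 in sham, and the set did not differ between the sexes past the threshold, with camera adjusted p = 0.326 (adjusted p = 0.82 with an estimated correlation). The chemokine receptor gene Ccr2 had log2FC 1.30 (SE 0.22, padj = 0.00221) in males and 0.19 (SE 0.21, padj = 0.613) in females and the neutrophil gene Ly6g log2FC 1.2 (SE 0.57, padj = 0.126) in males and 1.64 (SE 0.53, padj = 0.0662) in females. Of 13 markers of T and NK cells, 7 rose in males and 1 (Trbc2) rose in females (8 up in males, 1 up in females adjusted over the list alone). The T cell receptor gene Trbc2 had log2FC 3.02 (SE 0.46, padj = 0.00148) in males and 2.04 (SE 0.44, padj = 0.015) in females and the granzyme gene Gzma log2FC 2.76 (SE 0.74, padj = 0.0167) in males and −0.81 (SE 0.63, padj = 0.428) in females, and the set differed between the sexes with camera adjusted p = 0.00103 (adjusted p = 0.222 with an estimated correlation). Of 7 erythrocyte markers, 6 rose in males and none passed in females by edgeR, with 0 at an unadjusted p under 0.05 and 0 by DESeq2 (6 up in males adjusted over the list alone). Their summed level in females was 2,218 CPM in axotomy 1, against 672.6 and 922.1 in axotomy 2 and 3 and 1,081 and 1,599 in sham. In males it was 3,213, 1,515 and 5,203 CPM in axotomy 1, 2 and 3 and 884.6 and 789.3 in sham. Female axotomy 1 thus exceeded male axotomy 2, and the level varied widely between axotomy libraries of 1 sex. The globin genes Hba-a2 and Hbb-bs had log2FC 2.03 (SE 0.71, padj = 0.0682) in males and −0.04 (SE 0.66, padj = 0.98) in females, and log2FC 2.00 (SE 0.68, padj = 0.0623) in males and −0.13 (SE 0.63, padj = 0.922) in females, and the erythrocyte set differed between the sexes with camera adjusted p = 0.000131 (adjusted p = 0.378 with an estimated correlation). Neutrophil and monocyte markers in females numbered 0 (without female sham 1 or 2, or female axotomy 1) to 5 (without female axotomy 3) upregulated with 1 library left out. Neutrophil and monocyte markers in males numbered 1 (without male sham 1) to 11 (without female axotomy 1) upregulated with 1 library left out. T and NK cell markers in females numbered 0 (without female sham 2) upregulated with 1 library left out. T and NK cell markers in males numbered 1 (without male sham 1) upregulated with 1 library left out. Erythrocyte markers in males numbered 0 (without male sham 1 or 2, or male axotomy 1 or 3) upregulated with 1 library left out. Ly6g in females (without female axotomy 1, or female sham 1 or 2, padj = 0.219 to 0.301) and Trbc2 in females (without female sham 2, padj = 0.146) lost the call with single libraries left out. Gzma in males (without male sham 1, padj = 0.14), Hba-a2 in males (without male axotomy 1 or 3, or male sham 1 or 2, padj = 0.125 to 0.248) and Hbb-bs in males (without male axotomy 1 or 3, or male sham 1 or 2, padj = 0.119 to 0.233) were no longer called with 1 library left out. Ly6g in males (without female axotomy 1, padj = 0.0565) was called with single libraries left out. Ccr2 (padj = 0.0312) and Gzma (padj = 0.0618) differed between the sexes without male axotomy 2.

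Vessel and glial markers moved in both directions. Of 12 endothelial markers, 4 (Cldn5, Kdr, Flt1, Tie1) fell in males and none passed in females by edgeR, with 2 at an unadjusted p under 0.05 and 1 by DESeq2 (4 down in males adjusted over the list alone). The VEGF receptor gene Flt1 had log2FC −0.74 (SE 0.16, padj = 0.00625) in males and −0.42 (SE 0.16, padj = 0.114) in females. Of 8 markers of smooth muscle and pericytes, 3 (Tagln, Rgs5, Cspg4) rose and 3 (Myh11, Pdgfrb, Notch3) fell in males and 1 (Rgs5) rose and 1 (Pdgfrb) fell in females (3 up and 3 down in males, 1 up and 1 down in females adjusted over the list alone). The contractile genes Tagln and Myh11 had log2FC 0.82 (SE 0.23, padj = 0.022) in males and −0.11 (SE 0.23, padj = 0.79) in females, and log2FC −0.76 (SE 0.26, padj = 0.0427) in males and −0.02 (SE 0.26, padj = 0.976) in females. Of 8 markers of satellite glia, 1 (Glul) rose and 5 (Fabp7, Kcnj10, Bcan, Cadm2, Ttyh1) fell in females and 3 (Fabp7, Glul, Slc1a3) rose and 1 (Bcan) fell in males (1 up and 6 down in females, 3 up and 1 down in males adjusted over the list alone). The brevican gene Bcan had log2FC −0.64 (SE 0.15, padj = 0.0213) in females and −0.54 (SE 0.15, padj = 0.0194) in males and the glutamine synthetase gene Glul log2FC 0.47 (SE 0.11, padj = 0.0183) in females and 0.29 (SE 0.11, padj = 0.0579) in males, and the set differed between the sexes with camera adjusted p = 0.00103 (adjusted p = 0.165 with an estimated correlation). Endothelial markers in males numbered 2 (without male sham 1) downregulated with 1 library left out. Smooth muscle and pericyte markers in females numbered 0 (without female sham 1) upregulated and 0 (without female sham 2) to 2 (without male axotomy 3) downregulated with 1 library left out. Smooth muscle and pericyte markers in males numbered 0 (without male sham 2) upregulated and 0 (without male sham 1) downregulated with 1 library left out. Satellite glia markers in females numbered 0 (without female sham 1) upregulated and 1 (without female sham 2) downregulated with 1 library left out. Satellite glia markers in males numbered 0 (without male sham 2) upregulated and 0 (without male sham 2) to 2 (without male axotomy 2) downregulated with 1 library left out. Bcan in females (without female sham 2, padj = 0.198) and Glul in females (without female sham 1, padj = 0.165) did not pass with 1 library left out. Tagln in males (without male sham 1 or 2, padj = 0.116 to 0.119) and Myh11 in males (without male axotomy 3, or male sham 1, padj = 0.1 to 0.252) fell short of the threshold with the library named left out. Bcan in males (without male sham 2, padj = 0.112) and Glul in males (without male axotomy 1, or male sham 1 or 2, padj = 0.143 to 0.305) lost the call with single libraries left out. Flt1 in females (without female sham 1, or male axotomy 2 or 3, padj = 0.0448 to 0.0892) passed with 1 library left out. Tagln (padj = 0.0322) differed between the sexes without male axotomy 2.

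Markers of fat, skin and the CNS had few members that passed. Of 7 adipocyte markers, 1 (Cidea) fell in males and none passed in females by edgeR, with 1 at an unadjusted p under 0.05 and 1 by DESeq2 (1 down in males adjusted over the list alone), and Cidea, a lipid droplet gene, had log2FC −1.18 (SE 0.20, padj = 0.00214) in males and −0.54 (SE 0.20, padj = 0.105) in females. Of 7 keratinocyte markers, 1 (Krt15) rose in females and 1 (Krtdap) rose in males (0 up in females, 1 up in males adjusted over the list alone; in females 2 at an unadjusted p under 0.05 and 0 by DESeq2). The keratin gene Krt15 went from 1 to 48 summed counts in females (ratio 35.5, 95% counting interval 6.07 to 1.43e+03) and from 1 to 12 in males (ratio 7.36, interval 1.09 to 315), with padj = 0.0838 and 0.357. Krtdap, a keratinocyte differentiation gene, had log2FC 3.06 (SE 0.74, padj = 0.0105) in males and 1.08 (SE 0.64, padj = 0.296) in females. Of 8 markers of CNS glia and interneurons, 2 (Mog, Gad2) rose and 1 (Aqp4) fell in females and 2 (Aspa, Gjb6) rose and 1 (Gad1) fell in males (2 up and 1 down in females, 2 up and 1 down in males adjusted over the list alone). The myelin gene Mog had log2FC 2.20 (SE 0.75, padj = 0.0794) in females and 0.15 (SE 0.85, padj = 0.909) in males and the connexin gene Gjb6 log2FC 0.61 (SE 0.38, padj = 0.317) in females and 1.27 (SE 0.39, padj = 0.0291) in males. Keratinocyte markers in females numbered 0 (without female sham 1 or 2, male sham 1 or 2, or female axotomy 1 or 3) to 2 (without male axotomy 3) upregulated with 1 library left out. Keratinocyte markers in males numbered 0 (without male sham 1) upregulated with 1 library left out. CNS markers in females numbered 0 (without female sham 1 or 2, or female axotomy 1) upregulated and 0 (without female sham 2, or female axotomy 1 or 2) downregulated with 1 library left out. CNS markers in males numbered 1 (without male sham 1) upregulated and 0 (without male sham 1 or 2, or male axotomy 1 or 2) to 2 (without female axotomy 3) downregulated with 1 library left out. Krt15 in females (without female sham 1 or 2, or male sham 1 or 2, padj = 0.118 to 0.372) and Mog in females (without female axotomy 1, female sham 1 or 2, or male sham 1 or 2, padj = 0.12 to 0.304) were no longer called with 1 library left out. Krtdap in males (without male sham 1, padj = 0.104) and Gjb6 in males (without male sham 1, padj = 0.202) did not pass with 1 library left out. Cidea in females (without female axotomy 3, or male axotomy 2 or 3, padj = 0.073 to 0.0897) and Krtdap in females (without male axotomy 3, padj = 0.0702) reached the threshold with the library named left out.

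Of the 4 Y-linked genes of the sex check, Ddx3y passed in females and none in males by edgeR (0 at an unadjusted p under 0.05, 1 by DESeq2). Ddx3y went from 21 summed counts in female sham to 0 in female axotomy, at least 9.48-fold lower against a floor of 3 counts over the group (padj = 0.0236). In males Kdm5d, a histone demethylase gene, had log2FC 0.05 (SE 0.15, padj = 0.83), Uty, a related demethylase gene, log2FC 0.10 (SE 0.15, padj = 0.636), Eif2s3y, a translation factor gene, log2FC 0.39 (SE 0.24, padj = 0.239) and Ddx3y log2FC 0.29 (SE 0.17, padj = 0.223). Xist had log2FC 0.33 (SE 0.27, padj = 0.465) in females and 1.86 (SE 0.55, padj = 0.0291) in males, at levels in males of 0.547 and 1.41 CPM. Ddx3y in females (without female sham 2, padj = 0.115) fell short of the threshold with the library named left out.

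The acute-phase gene Saa2, a paralog of Saa1, had log2FC 3.17 (SE 0.56, padj = 0.00676) in females and 3.21 (SE 0.56, padj = 0.00241) in males. A second gene with the symbol Nnt, the transhydrogenase gene, had log2FC −2.36 (SE 0.35, padj = 0.00293) in females and 0.85 (SE 0.35, padj = 0.0835) in males (difference between the sexes 3.21, padj = 0.103). In males it did not pass without male sham 1 or 2, or male axotomy 1 or 2 (padj = 0.101 to 0.339), and the difference passed without female sham 1, or male axotomy 2 (padj = 0.021 to 0.0404). Among genes with the smallest p for the difference between the sexes, Dpep1, a dipeptidase gene, had log2FC −1.30 (SE 0.21, padj = 0.00421) in females and 0.79 (SE 0.22, padj = 0.0181) in males (difference between the sexes 2.09, padj = 0.103), and −0.14 in males with the marker covariate, chosen after seeing the data. Adnp, a chromatin factor gene, had log2FC 0.07 (SE 0.09, padj = 0.658) in females and −0.68 (SE 0.09, padj = 0.000997) in males, Lars2, a mitochondrial tRNA ligase gene, log2FC 0.45 (SE 0.18, padj = 0.124) in females and −0.99 (SE 0.18, padj = 0.00275) in males, Tlnrd1, a talin domain gene, log2FC 0.49 (SE 0.07, padj = 0.00249) in females and −0.02 (SE 0.07, padj = 0.844) in males, Carmil2, an actin regulator gene, log2FC −0.01 (SE 0.07, padj = 0.972) in females and −0.48 (SE 0.07, padj = 0.00119) in males, and Elfn1, a synaptic adhesion gene, log2FC −0.15 (SE 0.10, padj = 0.345) in females and −0.77 (SE 0.10, padj = 0.00073) in males. Their differences were −0.75 (padj = 0.138) for Adnp, −1.44 (padj = 0.138) for Lars2, −0.51 (padj = 0.176) for Tlnrd1, −0.47 (padj = 0.194) for Carmil2 and −0.62 (padj = 0.194) for Elfn1. Dpep1 in males (without male sham 1, padj = 0.113) lost the call with single libraries left out. Lars2 in females (without female axotomy 3, or male axotomy 2, padj = 0.0474 to 0.087) was called with single libraries left out. Dpep1 (padj = 0.00277 to 0.0837) differed between the sexes without male axotomy 2 or 3. Adnp (padj = 0.0175), Lars2 (padj = 0.0175), Tlnrd1 (padj = 0.0293), Carmil2 (padj = 0.0329) and Elfn1 (padj = 0.0258) differed between the sexes without male axotomy 2.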
